# Nectar biosynthesis is conserved among floral and extrafloral nectaries

**DOI:** 10.1093/plphys/kiab018

**Published:** 2021-01-28

**Authors:** Elizabeth C Chatt, Siti-Nabilla Mahalim, Nur-Aziatull Mohd-Fadzil, Rahul Roy, Peter M Klinkenberg, Harry T Horner, Marshall Hampton, Clay J Carter, Basil J Nikolau

## Abstract

Nectar is a primary reward mediating plant–animal mutualisms to improve plant fitness and reproductive success. Four distinct trichomatic nectaries develop in cotton (*Gossypium hirsutum*), one floral and three extrafloral, and the nectars they secrete serve different purposes. Floral nectar attracts bees for promoting pollination, while extrafloral nectar attracts predatory insects as a means of indirect protection from herbivores. Cotton therefore provides an ideal system for contrasting mechanisms of nectar production and nectar composition between different nectary types. Here, we report the transcriptome and ultrastructure of the four cotton nectary types throughout development and compare these with the metabolomes of secreted nectars. Integration of these datasets supports specialization among nectary types to fulfill their ecological niche, while conserving parallel coordination of the merocrine-based and eccrine-based models of nectar biosynthesis. Nectary ultrastructures indicate an abundance of rough endoplasmic reticulum positioned parallel to the cell walls and a profusion of vesicles fusing to the plasma membranes, supporting the merocrine model of nectar biosynthesis. The eccrine-based model of nectar biosynthesis is supported by global transcriptomics data, which indicate a progression from starch biosynthesis to starch degradation and sucrose biosynthesis and secretion. Moreover, our nectary global transcriptomics data provide evidence for novel metabolic processes supporting de novo biosynthesis of amino acids secreted in trace quantities in nectars. Collectively, these data demonstrate the conservation of nectar-producing models among trichomatic and extrafloral nectaries.

## Introduction

Domesticated Upland cotton, *Gossypium hirsutum*, develops a floral and three extrafloral nectaries, which are further subcategorized as vegetative or reproductive. All nectaries are trichomatic and secrete nectar from specialized papillae, a type of multicellular glandular trichome (Wergin et al., 1975). The secreted nectars are sugar-rich solutions presented as a reward to attract animal mutualists in exchange for ecosystem services (Simpson and Neff, 1981; Mitchell et al., 2009; Ollerton, 2017). The timing of nectar secretion varies among the different cotton nectaries, and is optimized for planta benefits, while minimizing the energetic cost of producing the nectar (Pleasants, 1983; Wäckers and Bonifay, 2004; Heil, 2011). Although cotton is largely a self-pollinating crop, honey bee visitations are facilitated by the floral nectar reward and increases boll and lint mass yield (Gilliam et al., 1981; Rhodes, 2002). However, the extrafloral nectars provide a source of indirect protection by attracting aggressive predatory ants, which ward off herbivores (Bentley, 1977; Wäckers et al., 2001; Rudgers et al., 2003; Rudgers and Strauss, 2004; González-Teuber et al., 2012). Consequently, the extrafloral nectaries modulate nectar secretion based on the environmental stress of insect herbivory (Wäckers and Bonifay, 2004). Overall, these plant–animal mutualisms improve plant fitness and reproductive success (Ollerton, 2017).

The most prevalent models of nectar synthesis and secretion are the merocrine- and eccrine-based models summarized in Figure 1. The merocrine model is based primarily on ultrastructural analyses, which suggest that nectar metabolites are packed into vesicles derived from the endoplasmic reticulum or Golgi-derived vesicles, which fuse with the plasma membrane for secretion (Fahn, 1979; Heil, 2011; Roy et al., 2017). Studies using “omics” technologies on the floral nectaries of Arabidopsis, *Cucurbita pepo*, and *Nicotiana* spp. (Ren et al., 2007; Kram et al., 2009; Lin et al., 2014; Solhaug et al., 2019) have provided evidence that support an eccrine-based model. In this model, pores and transporters are used to move “pre-nectar” sugar metabolites through the plasma membrane of nectariferous parenchyma tissues (reviewed by Roy et al., 2017), and these sugars are transiently stored as starch in the nectary parenchyma (Peng et al., 2004; Ren et al., 2007; Lin et al., 2014; Chatt et al., 2018; Solhaug et al., 2019). At the time of nectar secretion, the stored starch is rapidly hydrolyzed and converted to sucrose and exported. Subsequent hydrolysis of sucrose by a cell wall invertase can generate glucose and fructose, thereby maintaining the sucrose concentration gradient needed for passive secretion (Ruhlmann et al., 2010; Lin et al., 2014). The last step of sucrose hydrolysis is also critical to the production of hexose-rich nectars (Ruhlmann et al., 2010), but this plays a minimal role in the production of sucrose-rich nectars (Chatt et al., 2018; Solhaug et al., 2019).

The release of nectar components from the nectary can be facilitated by the occurrence of modified stomata called “nectarostomata” (Decraene and Smets, 1991; Paiva, 2017). However, with trichomatic nectaries that do not have nectarostomata, nectar secretion involves passage through the cell wall and cuticle, but the mechanism is unclear. Based on ultrastructural analyses, at the time of nectar secretion, the cuticle appears to separate from the cell wall on the terminal cells of the glandular trichome, and nectar accumulates in the space between the cuticle and cell wall, thereby generating hydrostatic pressure that forces discrete nectar droplets through the porous cuticle (Findlay et al., 1971b; Wergin et al., 1975; Eleftheriou and Hall, 1983a; Kronestedt et al., 1986). It is unclear if there are biochemical alterations in the cell wall and cuticle to facilitate this process, or if the process is purely driven by a physical force that causes the cuticle to rupture.

In this study, a holistic system approach was applied to characterize the morphology, ultrastructure, and gene expression patterns of *G. hirsutum* floral and extrafloral nectaries as they develop through three developmental stages: (1) pre-secretory stage; (2) secretory stage; and (3) post-secretory stage. These comparisons were designed to identify signature morphological and biochemical alterations in the nectaries coincident with nectar secretion, and to assess whether the mechanisms of nectar secretion are common among the different nectary types. Specifically, the comprehensive datasets were compared with predictions made by the current merocrine- and eccrine-based models of nectar synthesis, to assess whether these models are conserved among trichomatic and extrafloral nectaries.

## Results

Domesticated Upland cotton, *G. hirsutum* (TM-1), develops four types of nectaries, three are extrafloral and one is floral, and all consist of multicellular glandular trichomes, specifically called papillae (Figure 2). The three extrafloral nectary types are subcategorized as vegetative (i.e., foliar nectary) or reproductive (i.e., bracteal and circumbracteal nectaries). The vegetative foliar nectary is located on the abaxial surface of the leaf midrib (Figure 2, A, D, and H). The reproductive bracteal and circumbracteal nectaries are associated with the flowers. The bracteal nectaries develop at the base of each bract subtending the flower and framing the cotton boll (Figure 2, B, E, and I). The circumbracteal nectary occurs on the abaxial calyx surface alternate with the bracts (Figure 2, C, F, and J). The floral nectary develops on the adaxial calyx surface and lines the basal circumference, with the secretory papillae subtending a ring of stellate trichomes (Figure 2, G and K).

**Figure 1:**
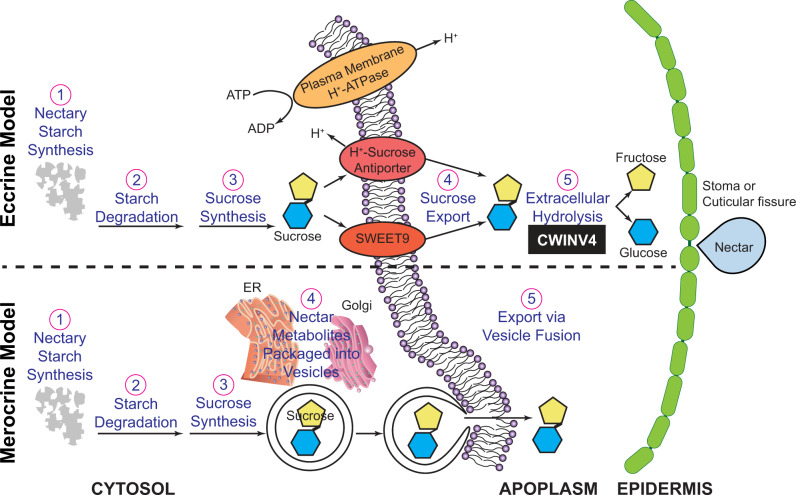
Comparative summary of the eccrine- and merocrine-based models of nectar synthesis and secretion. In the eccrine-based model, starch accumulates in the nectary tissue (1) and is subsequently degraded (2) to provide precursors for the biosynthesis of sucrose (3). Export of sucrose through the plasma membrane into the apoplasm (4) is facilitated by transmembrane transporters, such as the uniporter SWEET9 (Lin et al., 2014) or possibly by H^+^-sucrose antiporters (Vassilyev, 2010). Finally, sucrose in the apoplasm is hydrolyzed (5) by CELL WALL INVERTASE4 (Ruhlmann et al., 2010). In the merocrine-based model, processes 1–3 are synonymous to the eccrine-based model. Sucrose and other nectar metabolites are packaged into endoplasmic reticulum (ER) and/or Golgi-derived vesicle (4), which fuse with the plasma membrane (5) to release the vesicle content into the apoplasm.

### Nectar metabolome

In addition to their positional distinctiveness, metabolomic analysis of the nectars produced by each of the four cotton nectaries suggested functional differences. Each of these nectaries produce nectar at different rates, and in response to different developmental or environmental stimuli (Hanny and Elmore, 1974; Gilliam et al., 1981; Stone et al., 1985; Wäckers and Bonifay, 2004). Metabolite profiling experiments of nectar isolated from each nectary detected and quantified 197 analytes, with the successful chemical identification of 60 metabolites (Supplemental Dataset S1). The identified metabolites included the dominant sugars (sucrose, glucose, and fructose), as well as minor components, including amino acids, sugar alcohols, lipids, diols, organic acids, esters, and aromatics. Although there were quantitative differences in the components of the four nectars, each nectar contained a small number of metabolites that were unique to each nectary. Thus, there were 13, 5, 2, and 7 unique metabolites in the nectar produced by floral, bracteal, circumbracteal, and foliar nectaries, respectively.

The major constituents of the four nectars are glucose and fructose, which occur at an equal molar ratio, and account for more than 85% of the nectar sugars (Table 1). Variation between floral, reproductive extrafloral, and vegetative extrafloral nectars is clearly illustrated by the sucrose abundance, which accounts for 15% of the sugars in the foliar nectar, whereas in the other three nectars sucrose accounts for less than 6% of the nectar sugars (Table 1).

**Table 1:** Abundance of predominant sugars, and amino acids in different *G. hirsutum* nectars

Nectar type	Sugars (M)			Fructose-to-glucose ratio	Sucrose-to-hexose ratio	Amino acids (µM)			
	Fructose	Glucose	Sucrose			Essential	Non-essential	Non-proteinaceous	Total
Floral	1.81 ± 0.14^A^	1.89 ± 0.18^A^	0.005 ± 0.001^A^	0.97 ± 0.03	0.0014 ± 0.0004	116 ± 11	2950 ± 294	3.9 ± 1.2	3070 ± 303
Bracteal	4.05 ± 0.32^B^	4.27 ± 0.32^B^	0.50 ± 0.06^B^	0.95 ± 0.01	0.060 ± 0.005	12 ± 7	37 ± 12	5.7 ± 0.9	54 ± 20
Circumbracteal	4.3 ± 0.6^B^	4.3 ± 0.7^B^	0.37 ± 0.07^B^	1.02 ± 0.03	0.040 ± 0.004	1.9 ± 0.4	21 ± 3	6.8 ± 2.8	30 ± 2
Foliar	4.5 ± 0.4^B^	4.2 ± 0.3^B^	1.3 ± 0.1^C^	1.10 ± 0.01	0.150 ± 0.003	11 ± 6	40 ± 13	3 ± 1	55 ± 15

Different superscript letters indicate statistically significant differences in abundance based on an *F*-test followed by estimating the number of true null hypotheses using the jabes.q function described by Nettleton et al. (2006) (*q*-value < 0.05; *n* = 6).

Moreover, the four different nectar types can also be distinguished based on the minor nectar metabolites, particularly upon comparing floral and the extrafloral nectars (Supplemental Figures S1, S2). These compositional variations are visualized by the pairwise volcano plots shown in Figure 3, which reveal that 105 of the 197 detected analytes significantly differ in abundance in at least one pairwise comparison (*q*-value < 0.05, Supplemental File S1). The floral nectar is compositionally most distinct from the extrafloral nectars, with at least 68 distinguishing analytes between the former and each of the extrafloral nectars (Figure 3, A–C). Specifically, the amino acids are more abundant in the floral nectar (Table 1 and Supplemental Figure S2, Cluster 8), particularly aspartic acid, asparagine, leucine, phenylalanine, tryptophan, and γ-aminobutyric acid (GABA), which occur exclusively in the floral nectar (Supplemental Figure S1 and Supplemental Dataset S1). Another distinguishing compositional difference among the amino acids profiles is the high proportion of non-proteinaceous amino acids present in the extrafloral nectars, largely composed of β-alanine (i.e., 6%–20% in extrafloral nectar, compared with 0.05% of floral nectar; Table 1 and Supplemental Figure S3).

**Figure 2:**
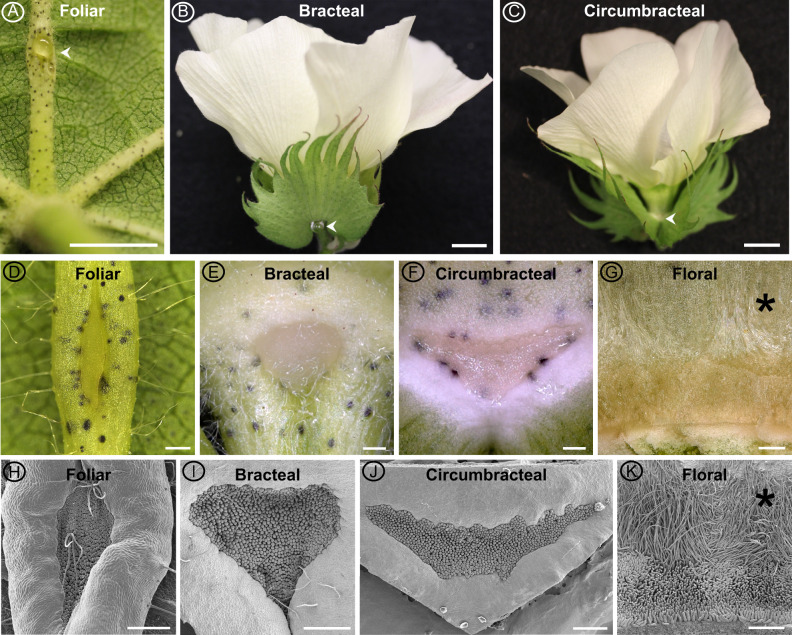
Macrostructure of different *G. hirsutum* nectaries at the secretory stage of development. Images obtained using a Canon EOS DSLR camera equipped with a 50-mm macro lens (A–C), macrozoom microscope (D–G), and SEM (H–K). Extrafloral nectaries are identified by arrow heads in panels A–C. The extrafloral nectaries (D–F and H–J) are composed of a pit of densely packed papillae. Floral nectary (G, K) is composed of a ring of stellate trichomes (*) subtended by a ring of papillae. Foliar nectary (A, D, and H); Bracteal nectary (B, E, and I); Circumbracteal nectary (C, F, and J); Floral nectary (G and K). Scale bar A = 5 mm; B and C = 10 mm; and D–K = 0.5 mm.

### Morphological features of nectary papillae

The papillae of all four nectary types are multicellular and contain three regions typical of glandular trichomes; these being basal cell(s), stalk cells, and head cells. Extrafloral papillae at the secretory stage contain five to six layers of cells with an average papillae length of 68 ± 14 µm (sd), while the floral papillae are more extensive, with 12–14 cell layers with an average papillae length of 133 ± 10 µm (sd; Figure 4).

**Figure 3:**
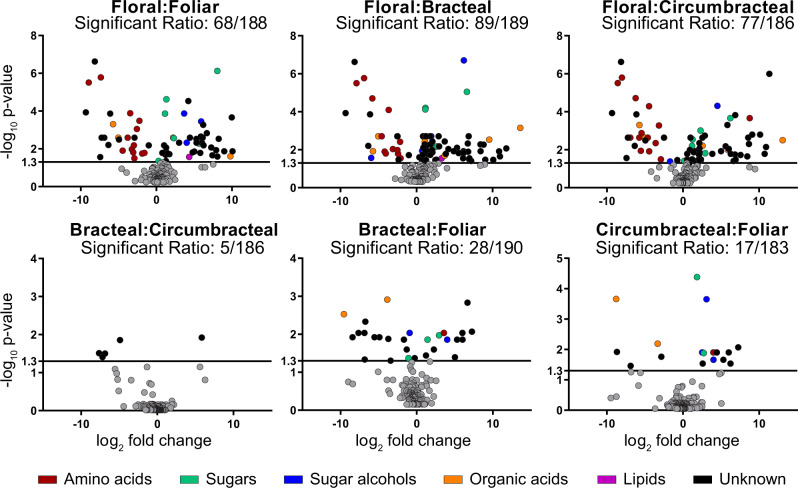
Volcano plot analyses of all possible pairwise comparisons of *G. hirsutum* nectar metabolomes. In each comparison, “Significant Ratio” identifies the proportion of the detected analytes whose abundance difference is statistically significant, as determined by an *F*-test; these data points are non-gray colored and are above the *y*-axis value of 1.3 (*q*-value < 0.05; *n* = 6). The chemical class identity of the metabolites is color-coded for those metabolites that show statistically significant abundance difference. Gray data points represent metabolites whose abundance is not statistically significant in the pairwise comparison.

Regardless of papillae length, each papilla begins with distinct basal cell(s), which lack electron-dense cytoplasm. The three extrafloral nectaries contain a single basal cell (Figure 4), while the floral nectary contains two basal cells (Figure 4). The stalk cells, characterized by abundant phenolic bodies and vacuoles, determine the papillae length and width, and the circumbracteal nectaries have the widest papillae (46 ± 6 µm), when compared with the papillae of the other three nectaries (30 ± 4 µm; Figure 4). The densely staining bodies in the stalk cells of the bracteal and circumbracteal nectaries are arranged around the cell periphery (Figure 4).

The size and number of vacuoles differ among the cells of different types of nectaries and these attributes are also affected by nectary development. At the pre-secretory stage, stalk and head cells of bracteal and circumbracteal nectaries contain virtually no vacuoles (Figure 4), while at the secretory stage the distal two-thirds of the papillae cells become highly vacuolated, especially the head cells (Figure 4). In contrast to these nectaries, the stalk and head cells of pre-secretory stage foliar and floral nectaries contain large, circular vacuoles in cross-section (Figure 4), and by the secretory stage these vacuoles become smaller, and more numerous within the distally located cells of the papillae (Figure 4).

The cuticle and cell wall of the papillae have notable characteristics that are common among the four nectary types. Specifically, at the secretory stage, the cuticle of the head cells separates from the underlying cell wall and displays microchannels (Figure 5, A–F). These microchannels are visible as slits on the outer surface of the papillae head cells (Figure 5, B and C), but they are absent during the pre-secretory stage (Figure 5, A). In the case of the bracteal and circumbracteal nectaries, the separation of the cuticle from the cell wall occurs earlier in the development of the nectary, at the pre-secretory stage (Supplemental Figure S4, E). In addition, cell wall ingrowths toward the plasma membrane were observed in the bracteal and circumbracteal papillae head cells at the secretory stage (Figure 5, C and D).

**Figure 4:**
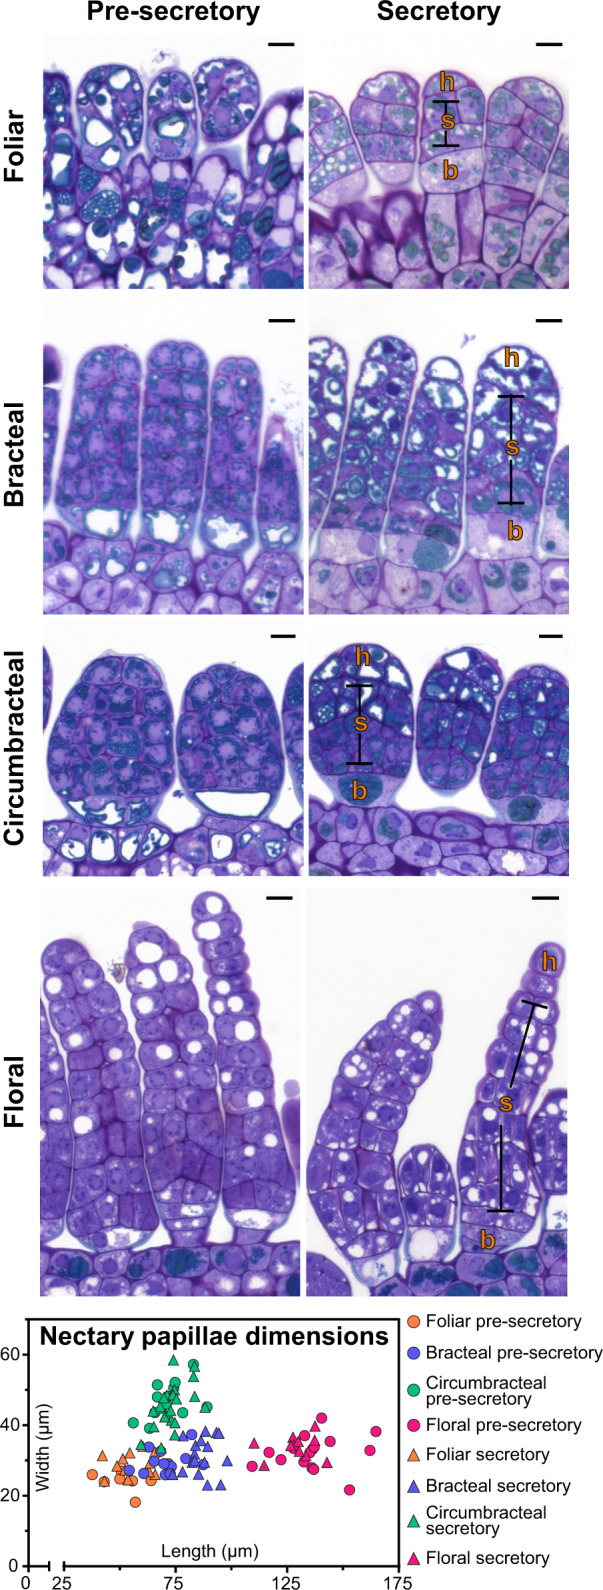
Light micrographs of longitudinal sections of papillae from the four different *G. hirsutum* nectary types, stained with toluidine blue O. The nectary papillae dimensions graph plots the length and width distribution of nectary papillae at different stages of development (*n* = 7–22 papillae for each nectary type). Abbreviations: h = head cells; s = stalk cells; b = basal cells. All scale bars = 10 µm.

### Organelle composition of nectary papillae

Transmission electron microscopy (TEM) examination of the papillae glands and supporting nectariferous parenchyma revealed the organelle composition of these cells (Figure 5 and summarized in Supplemental Table S1). All cells of the papillae of all four cotton nectaries are nucleated. The most common organelles observed in these cells are mitochondria, rough endoplasmic reticulum, and vesicles (Figure 5, H and I), whereas Golgi bodies (Figure 5, H) and amyloplasts (Figure 5, G) are significantly less abundant, and simple chloroplasts only occur in the bracteal (Figure 5, K) and foliar (Figure 5, L) nectaries. The basal cells of the papillae glands appear to have higher organelle complexity, containing more mitochondria and rough endoplasmic reticulum per cell (Figure 5, G–L), while the head cells display the least organelle complexity (Figure 5, C–F). Throughout the papillae and nectariferous parenchyma, vesicle fusing to the plasma membrane was frequently observed (Figure 5, I), and typical of nectary tissue, plasmodesmata traverse the inner anticlinal and peridermal walls of these tissues (Figure 5, I, K, and L).

### Morphological features of nectary parenchyma tissues (sub-papillae)

The nectariferous parenchyma of all nectary types is located between the subnectariferous parenchyma and the secretory papillae, and is characterized by isodiametric cells with minimal intercellular spaces. These cells display densely staining cytoplasm and contain diminutive phenolic bodies which are identified by heavy staining with toluidine blue O and osmium tetroxide (Supplemental Figure S4, A and D). The subnectariferous parenchyma is composed of approximately 10 layers of large cells, and the cytoplasmic density of these cells is less than that of the nectariferous parenchyma cells (Supplemental Figure S4, A and C). Vascular bundles are present near the subnectariferous parenchyma with phloem rays extending exclusively into the subnectariferous parenchyma of the foliar nectary (Supplemental Figure S4, B). The subnectariferous parenchyma of all examined nectary types form phenolic bodies as indicated by their golden-colored Periodic Acid Schiff’s (PAS) staining, and occur more abundantly in cells surrounding the vascular bundles (Figure 6). Similarly, cells containing druses (spherical aggregates of calcium oxalate crystals) were primarily observed surrounding the vascular bundles in the subnectariferous parenchyma of all nectary types. The druses present in foliar nectaries align in a row, in parallel to the phloem rays from the vascular bundles to the papillae (Figure 6).

**Figure 5:**
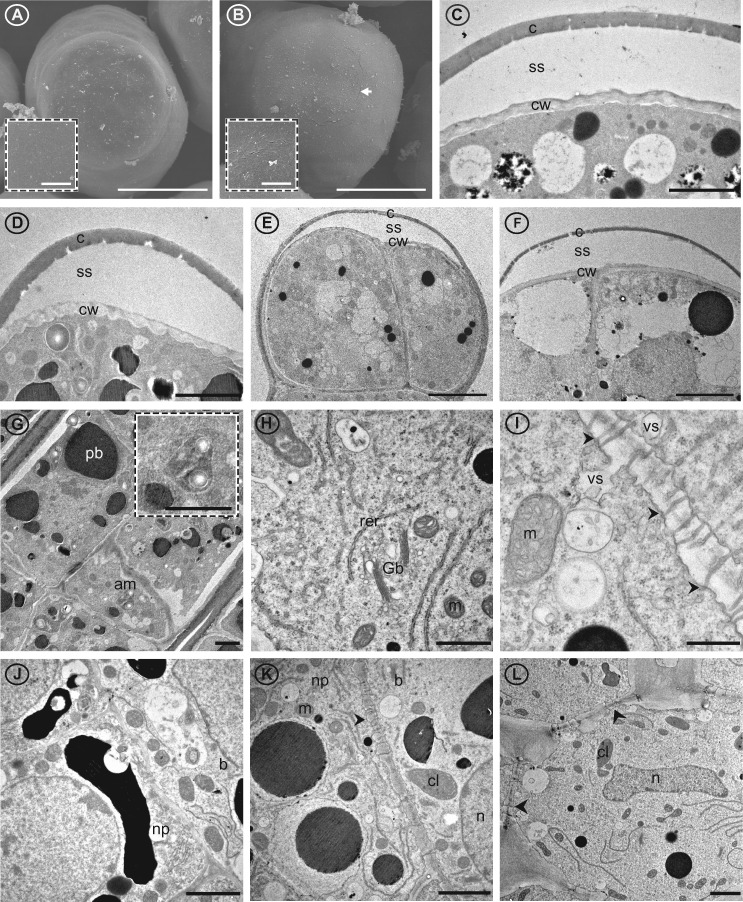
Cuticle, cell wall, and cellular details of *G. hirsutum* nectary papillae and supporting nectariferous parenchyma tissue. Images from scanning (A and B) and transmission (C–L) electron microsopy. A, Terminal end of papillae of circumbracteal nectary at pre-secretory stage, note lack of microchannels (cracks) in cuticle surface; B, Circumbracteal secretory nectary, arrow head identifies the microchannels in the cuticle surface; C–F, Head cells from secretory papillae showing separated cuticle of (C) circumbracteal, (D) bracteal, (E) floral, and (F) foliar nectaries; G, Stalk cells from bracteal nectary with amyloplast insert; H, Organelles of stalk cell exemplified by foliar nectary; I, Plasmodesmata (arrowheads) in cell wall of internal stalk cell; **J**, Basal cell from circumbracteal nectary; K, Junction between basal cell and nectariferous parenchyma of bracteal nectary; L, Nectariferous parenchyma from foliar nectary. Arrowheads identify plasmodesmata. Abbreviations: am = amyloplasts; c = cuticle; cl = chloroplast; cw = cell wall; b = basal cell; er = endoplasmic reticulum; Gb = Golgi body; m = mitochondria; n = nucleus; np = nectariferous parenchyma; pb = phenolic body; rer = rough endoplasmic reticulum; ss = subcuticular space; va = vacuole; vs = vesicle. Scale bars A and B = 25 µm; C, D, G, J, K, and L = 2 µm; E and F = 5 µm; H = 1 µm; I = 0.5 µm.

Starch often serves as a source of nectar sugars (Ren et al., 2007). Starch accumulation within the subnectariferous parenchyma was visualized by fuchsia PAS staining at both the pre-secretory and secretory stages. In the floral, bracteal, and circumbracteal nectaries, starch granules form near the vascular bundles (Figure 6), and the frequency of these granules decreases as the nectaries transition from the pre-secretory to the secretory stages (Figure 6). In contrast, virtually no starch granules were observed within the subnectariferous parenchyma of the foliar nectaries at either developmental stages (Figure 6).

### RNA sequencing of cotton nectaries

Major changes in gene expression are associated with the transition from pre-secretory to secretory nectaries in several species (Solhaug et al., 2019). As such, the transcriptomes of the four cotton nectary types were resolved through three developmental stages, pre-secretory, secretory, and post-secretory (defined in the “Materials and methods” section). 

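Floral, bracteal, circumbracteal and foliar nectaries of G. hirsutum accession TM-1 (upland cotton) and the tissue adjacent to each were dissected at the pre-secretory, secretory and post-secretory stages, and libraries made from their RNA were sequenced on an Illumina instrument. The table analyzed here holds 51 RNA samples. Each library was sequenced in 2 runs, which were summed and counted as 1 replicate. The 2 runs of an RNA sample had a Pearson correlation across genes of at least 0.930, with a median of 0.970. Secretory bracteal and circumbracteal nectaries and further secretory foliar RNA samples belong to a second sequencing set and were not analyzed here, so that the secretory stage is represented by the floral nectary with 3 replicates and by the foliar nectary with a single RNA sample. The sample records and the methods of the paper differ in the number of nectaries pooled per replicate. The values are whole numbers per predicted cotton protein, with 49663 entries, of which 48158 carry the best Arabidopsis match. They are not raw read counts. In 7653 entries with low values, the values were rounded multiples of a step (median 1.745) that was larger in shorter genes, so the authors' table holds read counts scaled for gene length and rounded. Totals of these values stand in for depth. The total per RNA sample of the floral nectary was 9955370 to 12215148 (median 11085259, n = 2) at the pre-secretory stage, 9824998 to 13102378 (median 10425914, n = 3) at the secretory stage and 9519435 to 11118721 (median 9967928, n = 3) at the post-secretory stage. In the floral control tissue it was 8127271 to 11911151 (median 11060328, n = 3) at the pre-secretory stage, 7611690 to 11044051 (median 8312839, n = 3) at the secretory stage and 9142064 to 9901547 (median 9395622, n = 3) at the post-secretory stage. The bracteal nectary totals were 8939053 to 11249182 (median 10094118, n = 2) at the pre-secretory stage and 10073415 to 11208477 (median 10187922, n = 3) at the post-secretory stage, with 7489375 to 12913449 (median 10201412, n = 2) at the pre-secretory stage and 10494132 to 13712233 (median 10757455, n = 3) at the post-secretory stage in the adjacent tissue. For the circumbracteal nectary they were 9226619 to 10620745 (median 9877666, n = 3) at the pre-secretory stage and 10885674 to 13355139 (median 11871345, n = 3) at the post-secretory stage, and for its control tissue 10453725 to 11865120 (median 11840693, n = 3) at the pre-secretory stage and 11030784 to 16203450 (median 12743209, n = 3) at the post-secretory stage. Foliar nectary totals were 9796605 to 10910606 (median 10353606, n = 2) at the pre-secretory stage and 7633887 to 8683892 (median 8122353, n = 3) at the post-secretory stage, and the total was 8255885 in the secretory RNA sample. The foliar control totals were 8640229 to 10195936 (median 9418082, n = 2) at the pre-secretory stage and 7666412 to 8495997 (median 7814253, n = 3) at the post-secretory stage, and the total was 8384119 in the secretory RNA sample. Summed over all RNA samples the table reaches 524 M, against the 360 M reads that the paper reports, and the calculations use the totals of the table. The methods of the paper describe mapping of reads with BLASTN to the UTX-JGI G. hirsutum genome, transfer of counts to Arabidopsis genes and upper-quartile normalization. The entries of the table are NCBI proteins, so the table comes from another annotation than the one in the methods.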

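Starting from the summed runs, entries of the same cotton gene were added up, which gave 46672 genes. A gene was tested when its value reached 10 in at least 2 RNA samples, and 46113 genes were. Values were divided by an upper-quartile factor for each RNA sample, as in the paper, and are called normalized values below. Differences were tested with limma on log2(normalized value + 1), with a variance trend over expression level and all 51 RNA samples in 1 fit, so that groups of 2 or 3 replicates share an estimate of the spread. Fold changes are on this log2 scale, which understates the change of genes with low values. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 together with a change of at least 1.5-fold. Genes that the paper names by an Arabidopsis identifier were tested after adding up every cotton entry with that match (14133 Arabidopsis genes), because the cotton identifiers of the paper could not be paired with protein entries. Homeologs and paralogs are therefore not separated. In simulated data with 200 changed genes, this procedure recovered 136 of them among 45179 cotton genes and called 21 unchanged genes. At the level of Arabidopsis genes it recovered 172 of 200 among 14063 and called 19 unchanged ones. At both levels the unchanged genes were a larger part of the calls than the adjusted p threshold of 0.05 aims at. The simulation covered the post-secretory against the secretory floral nectary, with 3 replicates each and an equal spread in all groups. Genes with low values were not among those changed. It does not cover groups of 2 replicates, low expression or groups with a wider spread. The counts given below depend on the choice of samples in the fit. The shared spread lets comparisons of 2 or 3 replicates reach the threshold, and with only the conditions compared in the fit every count but that of the foliar nectary over development was lower. Where a call is said below to be lost in the narrow fit, this fit of the RNA samples compared alone is meant. Log2 fold changes of the pre-secretory and post-secretory floral nectary are relative to the secretory stage, and those of the other nectary types compare the post-secretory with the pre-secretory stage. A few abundant entries also weigh on the totals. The 5 most abundant entries, uncharacterized proteins with no Arabidopsis match, held between 0.730% and 46.2% of the total of an RNA sample, and the upper-quartile factor does not depend on them in the way a total does.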

Using RNA-seq, over 360 M sequencing reads (125 bp, paired end) were generated from RNA isolated from the four cotton nectaries and from the adjacent non-nectary tissue; the latter was used to determine the transcriptomes of the non-nectary control tissues. These reads were initially mapped to the UTX-JGI *G. hirsutum* genome (v1.1) and subsequently mapped to *Arabidopsis thaliana* Col-0 genome. The latter was selected because the Arabidopsis genome is well annotated and has served as the genetic model for plant biology, including the process of nectar production (reviewed in Roy et al., 2017; Supplemental Dataset S2).

Expression profiles identified via RNA-seq analysis were validated by reverse-transcription quantitative PCR (RT-qPCR) analysis using the RNA isolated from floral and bracteal nectaries. These validation experiments targeted genes based on their known or suspected functionality in nectary development (Kram et al., 2008; Ruhlmann et al., 2010; Lin et al., 2014; Solhaug et al., 2019). Some of the selected genes display distinctive differential expression during nectary development, while others show a more stable expression pattern (e.g., nitrite reductase 1, *NiR1*). 

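Of the genes assayed by RT-qPCR, CWINV4 (AT2G36190), SWEET9 (AT5G50790), NiR1 (AT2G15620) and LACS4 (AT4G23850) could be followed in the RNA-seq table. Expansin and GDSL lipase are not reported here because Supplemental Dataset S9, which pairs the symbols of the other 4 with Arabidopsis genes, lists neither of the 2 assayed. The SWEET9 value adds up 6 cotton genes, CWINV4 adds up 5, LACS4 3, and NiR1 is a single entry. Floral CWINV4 had normalized values of 51058 ± 33700.3 (SD, n = 2), 17097 ± 4036 (SD, n = 3) and 2694 ± 2471 (SD, n = 3) at the pre-secretory, secretory and post-secretory stages. Its decrease from the secretory to the post-secretory stage (log2 fold change -3.02, standard error 1.04, limma with Benjamini-Hochberg adjusted p = 0.0613) was just outside the threshold, although no replicates of the 2 stages overlapped, and it passed without post-secretory replicate 2 (log2 fold change -3.73, limma with Benjamini-Hochberg adjusted p = 0.033) and with 10 added before taking logarithms, an alternative chosen after the data were seen. Over 15 alternatives the limma adjusted p (Benjamini-Hochberg) ran from 0.0318 to 0.249. SWEET9 was highest at the secretory stage, 11709 ± 5239 (SD, n = 3), against 4724 ± 3893 (SD, n = 2) before and 2725 ± 1610.1 (SD, n = 3) after it. Neither step passed the threshold (log2 fold change -1.51, standard error 1.07, limma with Benjamini-Hochberg adjusted p = 0.447 for pre-secretory against secretory, and -2.19 with adjusted p = 0.159 for post-secretory against secretory). With 1 RNA sample left out at a time, these log2 fold changes ran from -2.47 to -0.55 and from -2.63 to -1.71. The entries added up here are described as SWEET10-like. A gene described as SWEET9-like (AT2G39060), picked after its values had been seen, was called at both steps (log2 fold change -2.65, standard error 0.74, limma with Benjamini-Hochberg adjusted p = 0.0161, and -5.91, standard error 0.66, adjusted p = 6.29e-07). The first of these calls was lost in the narrow fit and without secretory replicate 1 or 2 (log2 fold changes -2.48 and -2.46), the second in the narrow fit, and over the alternatives the limma adjusted p (Benjamini-Hochberg) ran from 7.70e-08 to 0.126 and from 2.11e-17 to 0.162. Of the 2 cotton genes summed for AT2G39060, 1 was among the largest falls after secretion by the rule set beforehand. It went from 190.4 ± 78.72 (SD, n = 3) to 0 in every post-secretory replicate (log2 fold change -7.48). NiR1 rose from 139 ± 49.5 (SD, n = 2) to 394 ± 172 (SD, n = 3) and then stayed at 387 ± 189.6 (SD, n = 3). The first step missed the threshold (log2 fold change -1.47, standard error 0.49, limma with Benjamini-Hochberg adjusted p = 0.0538), but passed in run 1 alone, with the replicate number as a block and without secretory replicate 3 (log2 fold change -1.69, limma with Benjamini-Hochberg adjusted p = 0.0372, with 0.0156 to 0.225 over the alternatives in which a call was made). The log2 fold change of NiR1 between the later stages was -0.08, and it changed sign to 0.25 without secretory replicate 2 and to 0.37 without post-secretory replicate 3. LACS4 fell through all 3 stages, from 1788 ± 297 (SD, n = 2) to 1121 ± 389 (SD, n = 3) and 579.7 ± 75.4 (SD, n = 3), and only the second step passed the threshold (log2 fold change -0.89, standard error 0.25, limma with Benjamini-Hochberg adjusted p = 0.0215). That call was lost when secretory replicate 1 or 2, or post-secretory replicate 1 or 3, was left out (log2 fold changes -0.78, -0.68, -0.84 and -0.84) and in the narrow fit, whereas the first step passed without secretory replicate 2 (log2 fold change 0.94). In the bracteal nectary, for which pre-secretory and post-secretory RNA samples were analyzed, CWINV4 was 2708 ± 556 (SD, n = 2) and 1423 ± 552 (SD, n = 3), SWEET9 was 733 ± 29.8 (SD, n = 2) and 2949 ± 2587 (SD, n = 3), NiR1 was 596 ± 216 (SD, n = 2) and 461 ± 198 (SD, n = 3), and LACS4 was 728 ± 232 (SD, n = 2) and 971 ± 128 (SD, n = 3). None of these 4 genes passed the threshold between the bracteal stages, and the lowest adjusted p from limma with Benjamini-Hochberg adjustment was 0.455, for LACS4, with a log2 fold change of 0.44 that was 0.78 or 0.11 without pre-secretory replicate 2 or 3.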

The RT-qPCR expression data for the six selected genes were compared with the RNA-Seq expression values of these genes obtained from the floral and bracteal nectaries from different developmental stages. Pearson’s correlation analysis of these two datasets leads to the finding of a strong positive correlation between these two methods for measuring gene expression (*R*^2^ = 0.83; Figure 7). This strong correlation indicates, therefore, that the RNA-seq analyses can be used to draw conclusions concerning gene expression activity in developing nectary tissues.

**Figure 6:**
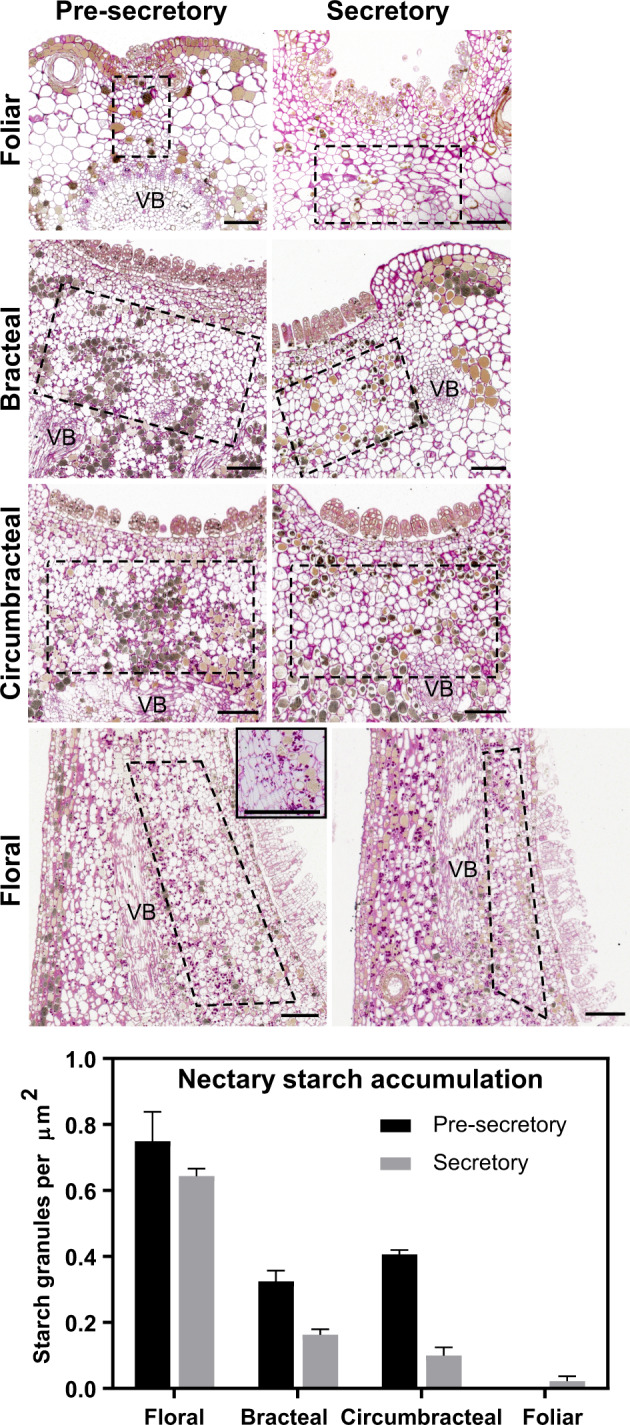
Light micrographs of longitudinal sections of different *G. hirsutum* nectaries stained with PAS stain to visualize distribution of starch granules within subnectariferous parenchyma (regions within dashed boxes) during nectary development. The nectary starch accumulation graph plots the density of starch granules within the subnectariferous parenchyma of nectaries during nectary development. For each nectary type and developmental stage, starch granules were counted from a minimum of six sections imaged from two separate nectaries. Error bars represent se. Abbreviations: VB = vascular bundle. All scale bars = 100 µm.

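Floral nectaries had 3953 genes (1797 higher in the nectary) that were differentially expressed against the adjacent non-nectary tissue at the pre-secretory stage, 4158 genes (1481 higher in the nectary) at the secretory stage and 1878 genes (870 higher in the nectary) at the post-secretory stage, out of 46113 genes tested. The comparison of 2 conditions depended on which RNA samples entered the fit. When only the RNA samples of the nectary and its control were fitted, 1845, 2723 and 1789 genes passed, and 1420, 1982 and 1046 of them were also in the sets above. Single RNA samples moved these counts by more than 1.5 times. The pre-secretory count was 2604 without control replicate 2. The secretory count was 2420 without nectary replicate 2, 2766 without control replicate 1 and 2408 without control replicate 2. At the post-secretory stage the count was 1087 without nectary replicate 2 and 1115 without control replicate 1. The largest rises at the secretory stage, among genes with a mean of at least 100 in the higher group and no overlap between groups, belonged to a LOB domain-containing protein 25-like gene (LOC107923687, best match AT2G28500) and a SHI RELATED SEQUENCE 5-like gene (LOC107887298, AT1G75520). The former had normalized values of 1389 ± 244 (SD, n = 3) in the nectary and 4.03 ± 2.71 (SD, n = 3) in the control (log2 fold change 8.22, standard error 1.01, limma with Benjamini-Hochberg adjusted p = 5.53e-07). The latter was at least 134-fold higher in the nectary, where it averaged 403 ± 409 (SD, n = 3) and varied widely between replicates, than in the control, where no replicate exceeded 0.811. The largest falls were those of a 21 kDa seed protein-like gene (LOC107897809, AT1G17860), with 7.05 ± 6.85 (SD, n = 3) in the nectary and 2243 ± 1477 (SD, n = 3) in the control, and of a putative cell wall protein (LOC107947568, AT2G20870), with 7.09 ± 2.68 (SD, n = 3) and 4163 ± 3008 (SD, n = 3).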

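Against its control tissue, the bracteal nectary had 30 genes (19 higher in the nectary) at the pre-secretory stage, with 2 replicates on each side, and 1243 genes (628 higher in the nectary) at the post-secretory stage. The circumbracteal nectary had 3290 genes (548 higher in the nectary) and 3064 genes (785 higher in the nectary) at these stages, and the foliar nectary 341 genes (286 higher in the nectary), again with 2 replicates on each side, and 1006 genes (589 higher in the nectary). With 10 added before taking logarithms, chosen after the data were seen, 59.1% and 41.4% of the foliar calls were higher in the nectary. The prevailing direction at the post-secretory foliar stage was thereby reversed. Fitted alone, the pre-secretory RNA samples of the bracteal, circumbracteal and foliar nectaries and their controls gave 0 genes each, with 2003, 4136 and 4419 genes at an unadjusted p under 0.05 where chance gives 2306. The post-secretory comparisons fitted alone gave 499, 346 and 853 genes, of which 333, 269 and 414 were shared with the fit of all RNA samples. The spread between the pre-secretory circumbracteal nectary replicates was 1.59 times the pooled one, and between the post-secretory ones 1.37 times, so the pooled spread understates the error of these groups. Circumbracteal nectary replicates 1, 2 and 3 had 39511, 37605 and 30965 entries above 0 at the pre-secretory and 36269, 34819 and 43087 at the post-secretory stage. Their controls had 44236, 45485 and 38149, and 42237, 44740 and 43711. How far this lower detection weighs on the calls lower in the nectary was not tested. The bracteal post-secretory count was 813 without nectary replicate 1, 748 without nectary replicate 2 and 1967 with the replicate number as a block, a number that nectary and control replicates share there. The circumbracteal pre-secretory count was 5820, 4973 and 1533 without nectary replicates 1, 2 and 3 in turn, and 1930 without control replicate 2. The circumbracteal post-secretory count was 1901, 1619 and 5634 without nectary replicates 1, 2 and 3, and 1606 and 1480 without control replicates 2 and 3. The foliar post-secretory count was 609 without nectary replicate 3, 670 without control replicate 2 and 663 without control replicate 3. At this foliar stage the largest rises belonged to a basic leucine zipper 43-like gene (LOC107941190, AT3G49760), which averaged 860.2 ± 372 (SD, n = 3) in the nectary and is listed at 0 in every control replicate, and to a gene whose best match is AT1G03170 (LOC107914615), with 739.6 ± 432 (SD, n = 3) and 2.08 ± 2.81 (SD, n = 3). The largest falls were in a pathogenesis-related protein STH-2-like gene (LOC107916199), from 229 ± 169 (SD, n = 3) in the control to 5.54 ± 9.59 (SD, n = 3) in the nectary, and a cucumber peeling cupredoxin-like gene (LOC107940958, AT5G20230), from 234 ± 41.7 (SD, n = 3) to 4.99 ± 7.23 (SD, n = 3). Both falls were lost in the narrow fit (limma with Benjamini-Hochberg adjusted p = 0.093 and 0.0541, from 9.39e-04 and 1.00e-04).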

The collected RNA-Seq data were analyzed using the DESeq statistical package (Anders and Huber, 2010), which initially identified differentially expressed genes (either up-regulated or down-regulated) between each nectary type and each adjacent non-nectary control tissue. Subsequent analyses focused on the genes that showed altered expression in the nectary samples, and these were evaluated to determine the effect of nectary development on the expression level. These analyses identified genes that show distinct differential expression patterns as each nectary type undergoes a different developmental trajectory, and those that share a common developmental expression pattern among all four nectaries, irrespective of the type of nectary (Supplemental Datasets S3, S4).

### Differential gene expression analyses

The scatter plots shown in Figure 8, A (from Supplemental Dataset S3) summarize changes in gene expression for each of the four nectary types, as each nectary developmentally transitions from pre-secretory to secretory stages and from secretory to post-secretory stages. The gray data-points in these graphs identify the 3,337 genes whose expression is not temporally affected by the developmental trajectory of each nectary, but does differ when compared with the adjacent non-nectary control tissue. In addition, there are 3,434 genes that show a temporal change in expression as the nectaries transition between the three developmental stages (red datapoints in Figure 8, A and Supplemental Dataset S6).

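For the floral nectary, the type with replicates at every stage, 4625 cotton genes differed from the adjacent tissue at the pre-secretory, secretory or post-secretory stage and in neither comparison with the secretory nectary. Grouped by their Arabidopsis match, 1935 genes met the same conditions. Membership rests in part on tests that were not passed, and so on the depth and the number of replicates as well as on a lack of change. With 1 RNA sample left out at a time, the number of cotton genes ran from 3838 to 4992 over 15 fits. The corresponding sets for the other nectary types need replicated secretory RNA samples and were not computed.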

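Between the pre-secretory and secretory floral nectaries 2376 cotton genes differed, 1147 of them higher at the pre-secretory stage. Between the post-secretory and secretory stages 1985 cotton genes differed, 1239 of them higher at the post-secretory stage. Fitting only the RNA samples compared left 320 and 39 genes, of which 196 and 28 were among those above, and 6680 genes had an unadjusted p under 0.05 in the second comparison. The pre-secretory comparison gave 1545 genes without secretory replicate 1. The post-secretory comparison rested on single RNA samples to a larger degree, with 996, 417 and 3501 genes without secretory replicates 1, 2 and 3, and 861 and 749 without post-secretory replicates 1 and 3. The genes that stood out by the size of their change included a TIFY 5A-like gene (LOC107890270, AT1G30135), at 2858 ± 1075 (SD, n = 2) before secretion and 10.4 ± 8.31 (SD, n = 3) during it, and a GAST1-like gene (LOC107942981, AT3G10185), at 9426 ± 8429.6 (SD, n = 2) and 125 ± 167 (SD, n = 3), a call lost in the narrow fit. A wound-induced protein 1-like gene (LOC107933252, AT3G10985) and a sphinganine C4-monooxygenase 1-like gene (LOC107886265, AT1G14290) are listed at 0 in both pre-secretory replicates and averaged 2559 ± 1116 (SD, n = 3) and 1216 ± 339 (SD, n = 3) at the secretory stage. A snakin-2-like gene (LOC107890905, AT5G14920) is listed at 0 at the secretory stage and averaged 198 ± 164 (SD, n = 3) afterwards, also lost in the narrow fit, while a CASP-like protein 1F1 gene (LOC107912070, AT4G25040) went from 417 ± 330.5 (SD, n = 3) to 0 in every replicate. The adjacent floral tissue changed in the same direction for 90.7% of the genes of the pre-secretory comparison and for 86.1% of those of the post-secretory comparison. The change itself differed between nectary and control in 71 and 11 genes by the limma test of that difference (Benjamini-Hochberg adjusted p under 0.05).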

**Figure 7:**
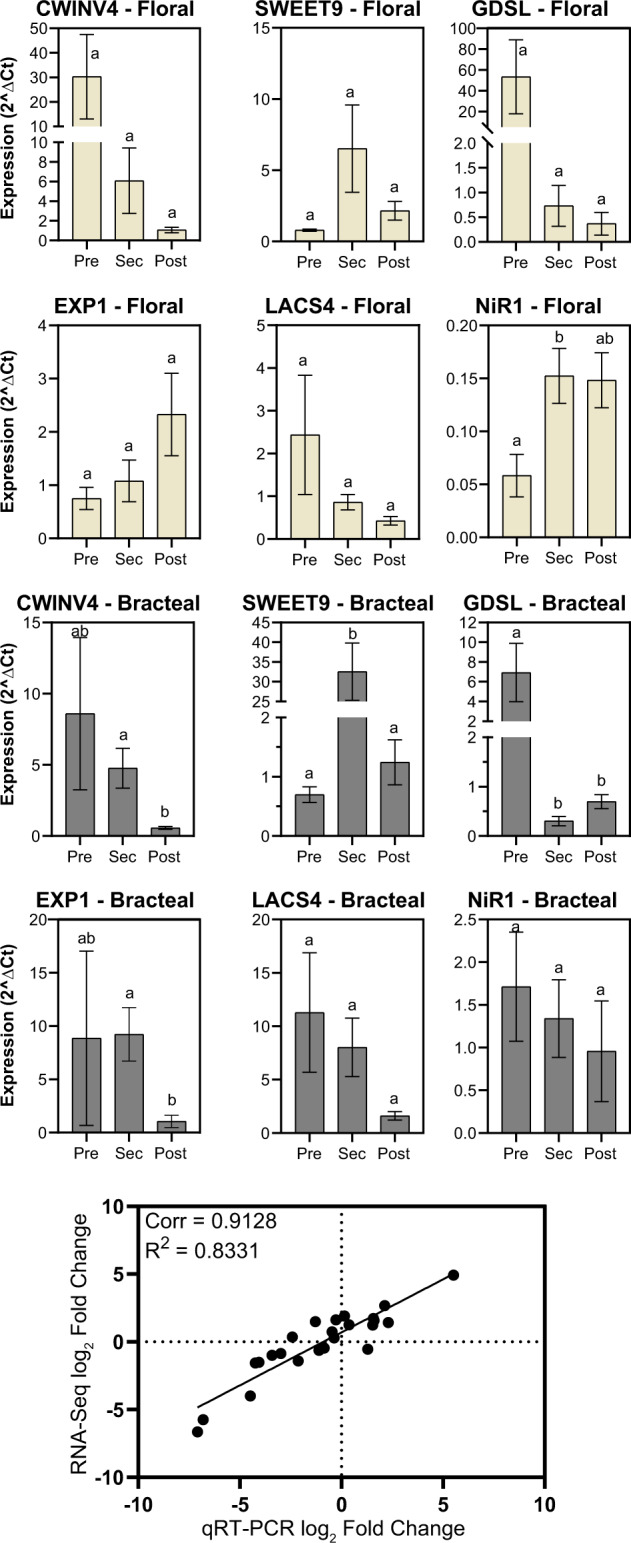
Validation of RNA‐seq data by RT-qPCR analysis. The identical RNA samples were subjected to parallel RNA‐seq analysis and RT-qPCR analysis. These latter analyses were targeted to the expression of six specific genes: *CWINV4* (*Cell Wall Invertase 4*), *EXP1* (*Expansin1*); *NiR1* (*Nitrite reductase 1*); *LCAS4* (*long chain acyl-CoA synthetase 4-like*); *GDSL* (*GDSL-like* Lipase/acylhydrolase); and *SWEET9* (*Sugars Will Eventually be Exported Transporter 9*). Expression was evaluated during the development of floral and bracteal nectaries as they transition from pre-secretory (Pre) to secretory (Sec) and to post-secretory (Post) stages, and the data are expressed as relative expression (2^ΔCt^), normalized to an internal control gene. Error bars represent standard error from a total of three biological replicates. Different letters above each data-bar indicates statistical significance in abundance (Student’s *t* test, *P*-value < 0.05). The scatter plot displays the Pearson’s correlation analysis between the RNA-seq and RT-qPCR datasets, expressed as fold-change in expression relative to the pre-secretory stage.

The distribution of the genes whose expression is not affected by development (i.e., 3,337 genes) among the four different nectary types is visualized in the Venn diagram shown in Figure 8, B (Supplemental Dataset S4). Very few of these genes (<1%) are shared among all four of the nectary types, and only 31% of these genes are commonly shared among any 2 or more of the four nectary types. 

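For lack of replicated secretory RNA samples in 3 nectary types, sharing was examined at the pre-secretory and post-secretory stages, over genes that differed from the adjacent tissue at either stage whether or not they changed over development. Of 10568 such cotton genes, 2017 (19.1%) were differentially expressed in 2 or more nectary types and 99 (0.937%) in all 4. Shared genes were counted whatever their direction and at whichever of the 2 stages they were called. A gene higher in one nectary type and lower in another is therefore included. Grouped by Arabidopsis match, 23.4% of 3911 genes were shared by 2 or more types and 1.36% by all 4. The largest overlap was between the floral and circumbracteal nectaries, with 1158 genes where independent sets of these sizes would share 620, and bracteal and circumbracteal nectaries shared 718 against 161. A gene that passes the threshold in one nectary type and not in another has not been shown to differ between them. The number shared by all 4 stayed between 72 and 114 over 33 fits without 1 RNA sample.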

Gene ontology (GO) enrichment analyses of the genes not affected by development was completed for each of the four nectary types (i.e., 1,528 genes floral, 1,620 genes bracteal, 756 genes circumbracteal, and 723 genes foliar). This analysis identified molecular functions and biological process terminologies related to oxidoreductase catalytic activities and the generation of precursor metabolites and energy metabolism (Figure 9, A andSupplemental Dataset S5). These functionalities are consistent with the need to generate nectar precursor metabolites and cellular energetics, and we therefore surmise these are basal processes that are commonly required in maintaining an operational nectary, independent of the nectary type and independent of the developmental trajectory of the nectary. However, a significant proportion of these genes are uniquely expressed in each nectary type: 22% in floral nectaries, 30% in bracteal nectaries, 12% in circumbracteal nectaries, and 5% in foliar nectaries. These nectary specific subset of genes whose expression is unaffected by nectary development identify biological processes that are distinct for each nectary type and thus highlight metabolic variation among the nectaries. These include for example isoprenoid biosynthesis, metabolism of sulfurous compounds, lipid transport, and metabolism associated with amines and organonitrogen compounds (Figure 9, A).

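In the same sets, 3354 of the 10568 cotton genes differed from the adjacent tissue in the floral nectary alone, 374 in the bracteal nectary alone, 4258 in the circumbracteal nectary alone and 565 in the foliar nectary alone. These numbers follow the size of each set, which was 4844 genes for the floral, 1261 for the bracteal, 5901 for the circumbracteal and 1203 for the foliar nectary. Genes that also change over development are included.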

**Figure 8:**
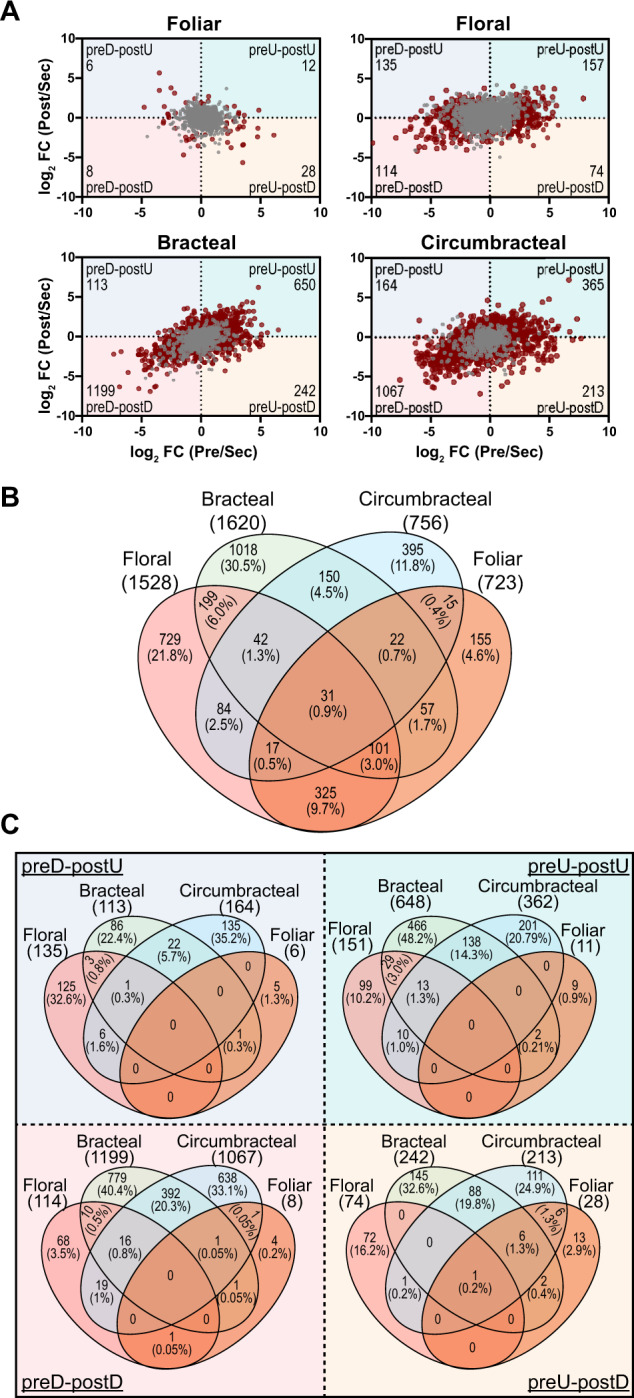
Differentially expressed genes in four nectary types. A, Scatter plots displaying differentially expressed genes in response to nectary development from presecretory (Pre) to secretory (Sec) to post-secretory (Post) stages, normalized relative to the expression level at the secretory stage. Gray colored data points represent genes that are preferentially expressed in each nectary type with respect to the adjacent non-nectary tissue, but expression is minimally affected by nectary development. Red colored data points represent genes that are differentially expressed in each nectary type, and expression is also modulated by the development of each nectary type. These red data points are divided into four quadrants, which detail changes in gene expression patterns normalized to the secretory developmental stage: (1) down-regulated at the pre-secretory stage and up-regulated at the post-secretory stage (preD–postU); (2) up-regulated at the pre-secretory stage and up-regulated at the post-secretory stage (preU–postU); (3) up-regulated at the pre-secretory stage and down-regulated at the post-secretory stage (preU–postD); and (4) down-regulated at the pre-secretory stage and down-regulated at the post-secretory stage (preD–postD). The number of differentially expressed genes in each sector is identified in the outer corner of each sector. B, Venn diagram representation of the distribution of genes that are preferentially expressed in each nectary type, but expression is not modulated by nectary development (i.e. the genes identified by gray data-points in panel A). The digits identify the absolute number and percentage of genes falling into each subset category. C, Venn diagram representation of the distribution of genes that show nectary-specific expression that also demonstrate temporal patterns of gene expression as the nectaries transition from presecretory, to secretory and to post-secretory stages of development (i.e. overlap among the genes represented by red-colored data-points in panel A.) The digits identify the absolute number and percentage of genes falling into each subset category.

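Over floral development 3893 cotton genes passed the threshold in at least 1 of the 2 comparisons with the secretory stage and fell into 4 patterns by the signs of both fold changes. There were 753 genes lower at the pre-secretory and higher at the post-secretory stage, 1514 higher at both, 421 higher at the pre-secretory and lower at the post-secretory stage, and 1205 lower at both. Both comparisons share the secretory replicates, so chance alone gives their fold changes a common sign. Over all genes the fold changes had a Pearson correlation of 0.32 across genes, which are not independent replicates, and simulated unchanged groups against the same replicates gave 0.45. The signs matched in 60.7% of genes, against 65% in the simulation, and in 69.8% of the genes that passed. Of the 468 genes past the threshold in both comparisons, 395 had the same sign in both. The total dropped to 2309 without secretory replicate 1 and 2187 without secretory replicate 2. In the order above, the patterns held 452, 862, 234 and 761 genes without secretory replicate 1 and 496, 742, 248 and 701 without secretory replicate 2, and the genes higher at both numbered 2447 without secretory replicate 3. Grouped by Arabidopsis match, the patterns held 438, 906, 257 and 614 genes. The patterns of the paper hold only genes that also differ from control. With that condition, chosen after the data were seen, 275, 519, 179 and 324 Arabidopsis genes were left in the same order. The second of these numbers was 345, 247 and 838 without secretory replicates 1, 2 and 3, the next 117 without secretory replicate 2, and the last 162 and 489 without secretory replicates 2 and 3. Of the paper's 481 floral genes in its Supplemental Dataset S6, 453 had entries here, and 403 of these (89.0%) had the paper's directions in both comparisons. In 334 of them the directions matched and the threshold was passed here as well. The paper selected these genes on the same floral RNA samples, so the match is no independent evidence.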

The red data-points in each scatter plot of Figure 8, A are divided into quadrants detailing the four temporal patterns of differential gene expression associated with development of each nectary type; namely 3,434 genes show a temporal change in expression in at least one of these nectary developmental transitions. Each of these quadrants identify different temporal pattern of gene expression for each nectary type, namely genes that are: (1) down-regulated at the pre-secretory stage and up-regulated at the post-secretory stage (preD–postU quadrant); (2) up-regulated at the pre-secretory stage and up-regulated at the post-secretory stage (preU–postU quadrant); (3) up-regulated at the pre-secretory stage and down-regulated at the post-secretory stage (preU–postD quadrant); and (4) down-regulated at the pre-secretory stage and down-regulated at the post-secretory stage (preD–postD quadrant; Supplemental Dataset S6). The Venn diagrams in Figure 8, C (Supplemental Dataset S7) identify the number of genes that share these four temporal patterns of gene expression among the four nectary types.

These comparisons indicate that each nectary type displays a distinct temporal program of gene expression as they develop. Indeed, there is only a single gene, terpene synthase 21 (AT5G23960.2), which shares the same temporal expression pattern across all four nectary types. 

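TPS21 (AT5G23960) is the best match of 27 cotton genes, which were added up and cannot be told apart by this identifier. Its normalized value in the floral nectary was 2700.4 ± 664 (SD, n = 2) at the pre-secretory stage, 367 ± 84.0 (SD, n = 3) at the secretory stage and 160.3 ± 35.1 (SD, n = 3) at the post-secretory stage. From the pre-secretory to the post-secretory stage the bracteal nectary went from 739.8 ± 625 (SD, n = 2) to 22.8 ± 12.6 (SD, n = 3), the circumbracteal nectary from 1246 ± 424 (SD, n = 3) to 58.0 ± 25.4 (SD, n = 3) and the foliar nectary from 4271 ± 2374 (SD, n = 2) to 191 ± 119.8 (SD, n = 3), with 596 in the only secretory foliar RNA sample. The log2 fold change was -4.07 in the floral nectary (standard error 0.65, limma with Benjamini-Hochberg adjusted p = 2.85e-05), -4.80 in the bracteal (standard error 0.65, adjusted p = 8.70e-06), -4.45 in the circumbracteal (standard error 0.58, adjusted p = 4.85e-07) and -4.53 in the foliar nectary (standard error 0.65, adjusted p = 4.73e-06). In every type each post-secretory replicate was below each pre-secretory one. The floral, circumbracteal and foliar calls held under every alternative in which a call was made. No call was made in fits with 1 RNA sample in a group. The bracteal call was lost in the narrow fit (limma with Benjamini-Hochberg adjusted p = 0.0689, the highest of a range from 4.08e-06). Without pre-secretory replicate 2 or 3 the bracteal log2 fold change was -5.79 or -3.80. Relative to the secretory floral nectary, TPS21 was higher at the pre-secretory stage (log2 fold change 2.88, standard error 0.65, limma with Benjamini-Hochberg adjusted p = 0.00284), and its further decrease did not pass the threshold, although no replicates overlapped (log2 fold change -1.19, standard error 0.58, limma with Benjamini-Hochberg adjusted p = 0.226). Using only the most abundant of the 27 genes, the pre-secretory difference no longer passed (log2 fold change 2.18). TPS21 was not alone in this comparison. With 113 cotton genes, or 73 Arabidopsis genes, the change between the pre-secretory and post-secretory stages passed the threshold in the same direction in all 4 nectary types. The number of cotton genes was 63 without bracteal post-secretory replicate 3. When a difference from control was required in each type as well, a condition of the paper's sets that was chosen here after the data were seen, a single Arabidopsis gene was left, which was AT1G49750 and not TPS21. Leaving out bracteal nectary replicate 3, bracteal control replicate 1, foliar nectary replicate 1 or foliar control replicate 1 or 3, all post-secretory, left none, and leaving out post-secretory bracteal control replicate 2 left 2 genes. TPS21 differed from control in the foliar nectary at the post-secretory stage (log2 fold change -3.54, limma with Benjamini-Hochberg adjusted p = 1.48e-04) and was not called against control in the other types.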

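The developmental comparison with replicates in all 4 nectary types is that of the post-secretory with the pre-secretory stage. It gave 3678 cotton genes in the floral nectary, 2285 in the bracteal and 10683 in the circumbracteal nectary, against 1582, 733 and 1349 when only the RNA samples compared were fitted. The floral count was 2378 without post-secretory replicate 1, and the bracteal count 1506 and 1306 without post-secretory replicates 1 and 3. Bracteal and circumbracteal nectaries shared 1704 of these genes in the same direction, 15.1% of the genes of either, where independent sets would share 256, and 3 went in opposite directions. The number shared was 1008 without bracteal post-secretory replicate 3. The foliar nectary shared 1359 genes with the bracteal (19.4%) and 2825 with the circumbracteal nectary (20.3%). Such a share of the genes of either type is capped when one set is much smaller, as the bracteal set is beside the circumbracteal one. Its rank thus follows set sizes in part. By number, the bracteal genes were shared more with the circumbracteal than with the foliar nectary. Floral and foliar nectaries shared 588 (6.60%, with 227 for independent sets and 367 genes without floral post-secretory replicate 1), more than the 3.67% of floral and bracteal nectaries and the 5.60% of floral and circumbracteal nectaries. Grouped by Arabidopsis match, the shares were 20.5% for bracteal and circumbracteal, 19.4% for bracteal and foliar, 26.5% for circumbracteal and foliar, 9.02% for floral and foliar, 4.39% for floral and bracteal and 7.47% for floral and circumbracteal nectaries. Limited to Arabidopsis genes that also differ from control, a condition of the paper's sets that was chosen here after the data were seen, bracteal and circumbracteal nectaries shared the largest part, 38 genes or 4.22% (20 and 17 genes without bracteal post-secretory replicates 1 and 3, and 22 without replicate 2 of its control), followed by bracteal and foliar (3.15%), floral and circumbracteal (2.93%), circumbracteal and foliar (1.88%), floral and foliar (10 genes or 0.842%, and 6 genes without foliar post-secretory replicate 3) and floral and bracteal nectaries (0.519%). Across all genes tested, the fold changes of bracteal and circumbracteal nectaries had a Pearson correlation of 0.60, bracteal and foliar 0.56, circumbracteal and foliar 0.55, and the floral nectary 0.09 with the bracteal, 0.09 with the circumbracteal and 0.16 with the foliar nectary. Genes are not independent replicates. The difference in change between 2 nectary types, tested in itself by limma, passed in 105 genes for bracteal and circumbracteal and in 3238 genes for floral and foliar nectaries. The former count ran from 34, without bracteal post-secretory replicate 1, to 846, without circumbracteal pre-secretory replicate 1. A large fall in the bracteal nectary was that of a RADIALIS-like 2 gene (LOC107944168, AT1G75250), from 4899.8 ± 1114 (SD, n = 2) to 0 in every post-secretory replicate, and a large rise in the circumbracteal nectary that of a gibberellin-regulated protein 1-like gene (LOC107961304, AT1G75750), from 1.18 ± 2.05 (SD, n = 3) to 2111 ± 479 (SD, n = 3).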

Analogously, the bracteal and circumbracteal nectaries display temporal gene expression profiles that are most similar to each other (sharing 17% of the differentially expressed genes), while the floral and vegetative foliar nectaries are the most distinct (sharing only 0.05% of the differentially expressed genes). Another feature that distinguishes the foliar nectaries is the sparcity of ∼50 genes whose expression is affected by the development of this nectary type (Figure 8, C). This is probably associated with the fact that nectar secretion by foliar nectaries occurs at a steady rate and low volume. In contrast, in the other three nectary types, between 470 and 1,800 genes uniquely modulate their expression level as each nectary undergoes development (Figure 8, C).

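A single secretory foliar RNA sample was analyzed, so no test against the secretory stage was made for this nectary type. Between the post-secretory and pre-secretory foliar nectaries, with 3 and 2 replicates, 6084 cotton genes passed the threshold, 1843 higher and 4241 lower at the post-secretory stage. It was the only comparison whose count rose, to 7485, when only its own RNA samples were fitted, and 4699 genes were in both sets. The spread between the post-secretory foliar replicates was 0.661 times the pooled one. Without 1 of the post-secretory replicates the count was 4190 to 4458. Of the 6084 genes 278 also differed from control at a replicated stage, a condition of the paper's sets that was chosen here after the data were seen, against 1797 in the floral, 200 in the bracteal and 2719 in the circumbracteal nectary. Without that condition, 2616 genes passed in the foliar nectary alone, compared with 2069 in the floral, 326 in the bracteal and 6642 in the circumbracteal nectary alone. A basic vacuolar glucan endo-beta-glucosidase-like gene (LOC107892118, AT4G16260) rose from 2.16 ± 3.06 (SD, n = 2) to 485 ± 238 (SD, n = 3), and a GDSL esterase/lipase At1g29660-like gene (LOC107907357) was at least 825-fold lower at the post-secretory stage, after 2474 ± 1721 (SD, n = 2) at the pre-secretory stage. In the adjacent leaf tissue, 97.2% of the genes that passed in the foliar nectary changed in the same direction, and the change differed between nectary and control tissue in 60 genes.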

Enrichment of GO terms associated with each nectary-specific subset of genes provided insights on the functionalities that are modulated during the development of each nectary type (Supplemental Dataset S8). These broad cellular component, biological process, and molecular function categories define functional similarities and differences among the four nectary types. Specifically, Figure 9, B comparatively summarizes the developmentally modulated molecular functions between the four nectary types. These analyses indicate that each nectary expresses a genetic network that supports different biological processes. Thus, even though these four nectary types share a common morphology (i.e. papillae nectaries) and functionality (i.e. the production and secretion of nectar), different genetic networks appear to support these common morphological and functional features. For example, up-regulated genes of the floral nectary are enriched for “amide transmembrane transporter activity” (Figure 9, B), while down-regulated genes are enriched for processes related to lipid catabolism (Supplemental Figure S5). In contrast, the circumbracteal nectaries display up-regulation of fatty acid catabolism. Lastly, the bracteal nectary at the secretory stage displays an up-regulation of detoxification processes and responses to osmotic stress, potentially related to the concurrent up-regulation of autophagy and proteosomal protein degradation. There is also extensive up-regulation of cellular organization related to protein complexes, cellulose and pectin of the cell wall, and organelle membranes.

### Expression of carbohydrate metabolism genes related to nectar production

Because the primary metabolic process of nectaries is the production of sugar-rich nectar (Table 1), the RNA-seq data were mined for genes associated with sugar metabolism, including starch metabolism (Ren et al., 2007; Solhaug et al., 2019), and transmembrane transporters. The resulting gene list was further filtered for genes that are upregulated in the nectary transcriptomes relative to the adjoining control non-nectary transcriptomes. The heat map presented in Figure 9 illustrates the temporal expression patterns of the 20 selected genes among the four different nectary types as they each undergo development (Supplemental Dataset S10). Figure 10 displays these genes in sequential order of their functionality as predicted by the eccrine-based model of nectar secretion (reviewed by Roy et al., 2017).

**Figure 9:**
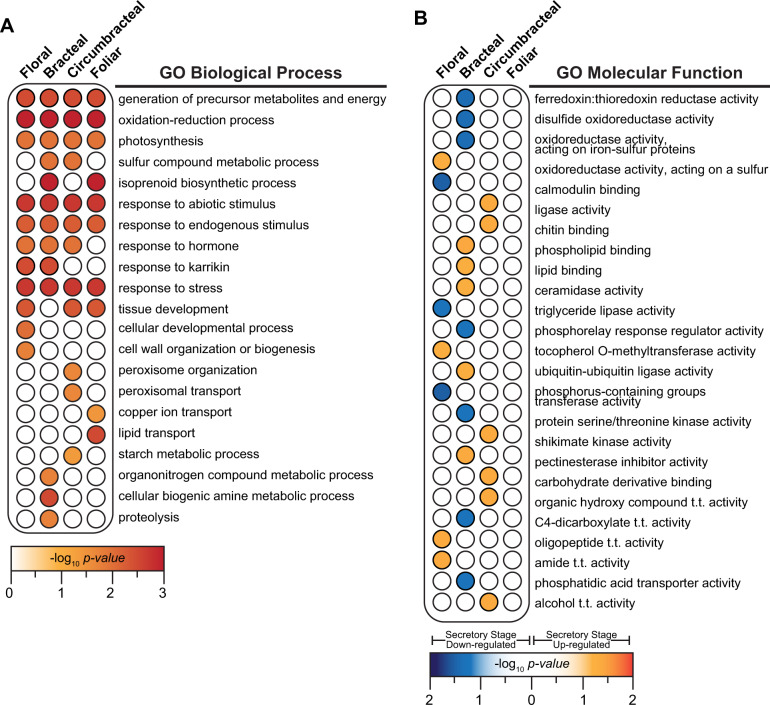
GO enrichment analysis. A, Genes identified in Figure 7, B that are preferentially expressed in each nectary type, but expression is not modulated by nectary development. B, Genes identified in Figure 7, C, as uniquely up- or down-regulated during the secretory stage of development in each nectary type. Redundancy in the lists of enriched GO terms was removed using REVIGO (Supek et al., 2011). Details of the results are provided in Supplemental Datasets S5, S8. Abbreviations: t.t. = transmembrane transporter.

In floral nectaries, these genes follow a developmental expression pattern that is most consistent with the carbohydrate metabolic events that are predicted by the eccrine model of nectar production; namely initial synthesis of starch at the presecretory stage, followed by conversion to nectar constituents, sucrose and hexoses, as the nectary develops to the secretory stages. Specifically, the upregulation of *SS2* (*Starch Synthase 2*) at the pre-secretory stage, followed by the higher expression of *BMY3* (*β-Amylase 3*), *SUS4* (*Sucrose Synthase 4*), *SWEET9*, and *CWINV4* (*Cell Wall Invertase 4*), which are genes associated with the conversion of starch to secreted sucrose and monosaccharides that occurs during the secretory stage of nectary development, consistent with this expectation.

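SS2 (AT3G01180, the sum of 4 cotton genes) had a normalized value of 558 ± 162 (SD, n = 2) in the pre-secretory floral nectary and 158 ± 53.7 (SD, n = 3) in the secretory one (log2 fold change 1.84, standard error 0.36, limma with Benjamini-Hochberg adjusted p = 5.32e-04). The secretory and post-secretory values, 143 ± 22.9 for the latter, differed by less than the replicate error (log2 fold change -0.11, or 0.14 without secretory replicate 1). BMY3 (AT5G18670) was highest at the secretory stage, with 1624 ± 670.1 (SD, n = 3) against 397 ± 62.7 (SD, n = 2) before (log2 fold change -1.95, standard error 0.33, limma with Benjamini-Hochberg adjusted p = 1.27e-04) and 584 ± 232 (SD, n = 3) after it (log2 fold change -1.45, standard error 0.30, limma with Benjamini-Hochberg adjusted p = 0.00144). RS5 (AT5G40390) followed the same course, from 17.7 ± 7.92 to 92.2 ± 28.7 and 17.0 ± 8.11, with log2 fold changes of -2.34 and -2.42 relative to the secretory stage (limma with Benjamini-Hochberg adjusted p = 7.54e-04 and 2.75e-04). In the called comparisons, which are pre-secretory against secretory for SS2, BMY3 and RS5 and post-secretory against secretory for BMY3 and RS5, no replicates overlapped. Among the alternatives in which a call was made, the calls held under each except the narrow fit (limma with Benjamini-Hochberg adjusted p of 0.130 to 0.204 there, the highest of the alternatives, and 1.96e-05 to 4.91e-04 as the lowest). SUS4 (AT3G43190) went from 15509.9 ± 2479.5 (SD, n = 2) to 10993 ± 5012 (SD, n = 3) and 6262 ± 1198 (SD, n = 3), and neither step passed (limma with Benjamini-Hochberg adjusted p = 0.447 for a log2 fold change of 0.58, and 0.241 for -0.73). In the most abundant of its 6 cotton genes alone, the post-secretory decrease passed (log2 fold change -2.56, limma with Benjamini-Hochberg adjusted p = 6.95e-04 of a range from 6.95e-04 to 0.811). CWINV4 was not lower before secretion than during it (log2 fold change 1.43, limma with Benjamini-Hochberg adjusted p = 0.517), with both pre-secretory replicates above the 3 secretory ones. With 1 RNA sample left out at a time, this log2 fold change ran from 0.7 to 2.16. Of the 20 carbohydrate genes listed in Supplemental Dataset S9, 19 had entries. Between the pre-secretory and secretory floral nectary 3 differed, and 6 between the post-secretory and secretory one, or 5 and 9 when adjusted over the list alone. The study chose its lists on these samples, so the latter counts are not independent evidence. The second count was 2 without secretory replicate 2 and 2 without post-secretory replicate 1, and 6 of the 19 had their highest mean at the secretory stage. In the narrow fit both counts were 0, with 3 and 10 genes at an unadjusted p under 0.05. From the order in which starch synthesis, starch breakdown, sucrose synthesis, sugar export and invertase genes peak, the paper reasons that their expression in the floral nectary comes closest to what the eccrine model predicts, in which stored starch is converted to sugars that are exported and cleaved outside the cell.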

In the bracteal and circumbracteal nectaries, the expression profiles of these genes deviate from the floral nectary profile, and thereby are less consistent with the eccrine model of nectar development. Nevertheless, in these two nectary types, the expression patterns that reflect the expectation of the eccrine model include those of *SUS4* and *RS5* involved in sucrose synthesis, the sugar:proton symporters, *SUT2*, *STP1*, *STP13*, and *STP14*, and a UDP-galactose antiporter (AT5G59740), which are highly expressed during the secretory stage. Thus, these sugar transporters, in addition to *SWEET9*, may contribute to nectar-sugar secretion in these two nectary types.

Finally, in the foliar nectary, the expression patterns of the carbohydrate metabolism and transporter genes align poorly with the expectation of the eccrine-based model of nectar production. However, this lack of a developmental correlation with the eccrine model may be associated with the fact that the foliar nectary constantly produces nectar, and thus expression of carbohydrate metabolism genes do not necessarily respond to developmental cues.

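Foliar SS2 was 148 ± 42.9 (SD, n = 2) at the pre-secretory and 105 ± 21.9 (SD, n = 3) at the post-secretory stage, and BMY3 was 602 ± 160.1 (SD, n = 2) and 817 ± 237 (SD, n = 3). Neither difference passed (log2 fold changes -0.48 and 0.42, limma with Benjamini-Hochberg adjusted p = 0.344 and 0.384). SUS4 fell from 7606 ± 2473 (SD, n = 2) to 3641 ± 2527 (SD, n = 3) (log2 fold change -1.26, standard error 0.41, limma with Benjamini-Hochberg adjusted p = 0.0263), but the groups overlapped and the call was lost without post-secretory replicate 1 (log2 fold change -0.78) or 3 (log2 fold change -1.22), with the replicate number as a block, in the narrow fit and in the most abundant gene. RS5 fell from 76.4 ± 10.3 (SD, n = 2) to 24.8 ± 4.72 (SD, n = 3) (log2 fold change -1.59, standard error 0.46, limma with Benjamini-Hochberg adjusted p = 0.0129) with no overlap between the groups, but not past the threshold with the replicate number as a block (log2 fold change -1.52, limma with Benjamini-Hochberg adjusted p = 0.072 of a range from 0.00806 to 0.072). CWINV4 was 623 ± 441 (SD, n = 2) and 119.8 ± 66.7 (SD, n = 3) (log2 fold change -2.32, limma with Benjamini-Hochberg adjusted p = 0.149, and log2 fold changes from -3.11 to -1.52 with 1 RNA sample left out). SWEET9 was 1404 ± 1643 (SD, n = 2) and 831 ± 605 (SD, n = 3). The direction of the SWEET9 change rested on single RNA samples, with a log2 fold change of -0.21 over all of them, 0.37 without post-secretory replicate 3 and with the replicate number as a block, 1.49 without pre-secretory replicate 1 and -1.91 without pre-secretory replicate 2. The secretory RNA sample, without a replicate, had 158 for SS2, 580.0 for BMY3, 10938 for SUS4 and 67.7 for RS5. Of the 19 listed carbohydrate genes with entries, 4 changed between the 2 replicated foliar stages, and 4 when adjusted over the list alone.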

### Expression of transmembrane transporter genes related to nectar production

The transcriptomes of the four cotton nectaries are also enriched for transmembrane transporter genes whose expression is developmentally modulated. 

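The transporter list in Supplemental Dataset S9 names 78 Arabidopsis genes, of which 76 had entries. Among these, 23 (30.3%) had their highest mean at the secretory stage of the floral nectary, where the paper reports 39%, while 24 were highest at the pre-secretory and 29 at the post-secretory stage. A highest mean needs no difference beyond the replicate error. By limma with Benjamini-Hochberg adjustment, 15 of the 76 differed between the pre-secretory and secretory stages (7 higher and 8 lower before secretion), and 17 between the post-secretory and secretory stages (7 higher and 10 lower after it). Adjusted over the list alone, the counts were 17 and 24, for genes that were selected on these same samples. The post-secretory count depended on single RNA samples. It was 8, 4 and 27 without secretory replicates 1, 2 and 3, and 7 and 8 without post-secretory replicates 1 and 3. In the narrow fit 3 genes passed before secretion and 0 after it, the latter with 29 at an unadjusted p under 0.05. In the foliar nectary 24 of the 76 differed between the pre-secretory and post-secretory stages, or 26 adjusted over the list alone.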

As would be expected for secretory organs, the expression of these transporter-coding genes generally peak during the secretory stage of nectary development (27% of foliar, 39% of floral, 81% of bracteal, and 86% of circumbracteal; Supplemental Figure S6). The 79 transporters identified are predicted to transport sugars, amino acids, water, and various ions (borate, phosphate, hydrogen, calcium, chloride, iron, potassium, and zinc; Supplemental Dataset S9). Transporters that commonly show peak expression at either the pre-secretory or secretory stage of all four nectary types include those needed for the movement of water via plasma membrane intrinsic proteins (AT2G37170, AT3G53420, AT2G45960 homologs). In contrast, the amino acid transporters, *PROT1* (AT2G39890), AT1G47670, and AT3G56200 homologs, show differential expression during the development of floral, bracteal, and circumbracteal nectaries, but not in the foliar nectary (Supplemental Dataset S9 and Supplemental Figure S6).

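Entries matching AT2G37170 (8 cotton genes) and AT2G45960 (5 cotton genes) were tested, and no entry had AT3G53420 as its best match. Floral AT2G37170 had 6047 ± 3259 (SD, n = 2), 22482 ± 9309 (SD, n = 3) and 9650.4 ± 4932 (SD, n = 3) over the 3 stages. It was lower at the pre-secretory than at the secretory stage (log2 fold change -1.92, standard error 0.53, limma with Benjamini-Hochberg adjusted p = 0.0154), a call lost without secretory replicate 2 (log2 fold change -1.62), in the most abundant gene alone and in the narrow fit. Its post-secretory decrease passed only without secretory replicate 3 or post-secretory replicate 2 (log2 fold changes -1.56 and -1.65), with the replicate block or in its most abundant gene, and not otherwise (log2 fold change -1.27, standard error 0.47, limma with Benjamini-Hochberg adjusted p = 0.0871). AT2G45960 rose from 47.6 ± 17.2 (SD, n = 2) to 8355 ± 2399.5 (SD, n = 3) (log2 fold change -7.43, standard error 0.81, limma with Benjamini-Hochberg adjusted p = 7.45e-08), the larger of the 2 changes. Of 14 alternatives, this increase of AT2G45960 held under each in which a call was made. It then fell to 1509 ± 1214 (SD, n = 3) (log2 fold change -2.77, standard error 0.73, limma with Benjamini-Hochberg adjusted p = 0.0116), which was no longer called without secretory replicate 2 or post-secretory replicate 3 (log2 fold changes -2.61 and -2.15) or in the narrow fit. From the pre-secretory to the post-secretory stage, AT2G37170 changed little in the bracteal nectary (log2 fold change -0.46, limma with Benjamini-Hochberg adjusted p = 0.758) and the circumbracteal nectary (0.24, adjusted p = 0.761), and fell in the foliar nectary, from 7171 ± 49.7 (SD, n = 2) to 2092 ± 1134 (SD, n = 3) (log2 fold change -1.93, standard error 0.53, limma with Benjamini-Hochberg adjusted p = 0.0083), though not past the threshold without post-secretory replicate 1 (log2 fold change -1.50). AT2G45960 had log2 fold changes of -1.78 in the bracteal, -0.47 in the circumbracteal and -1.65 in the foliar nectary, none past the threshold (limma with Benjamini-Hochberg, lowest adjusted p = 0.141), although the foliar decrease passed in the narrow fit (limma with Benjamini-Hochberg adjusted p = 0.0345 of a range from 0.0345 to 0.331). The circumbracteal value became 0.21 without post-secretory replicate 2 and 2.82 in the most abundant gene, where it passed (limma with Benjamini-Hochberg adjusted p = 0.00821).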

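PROT1 (AT2G39890, 2 cotton genes) peaked at the secretory stage of the floral nectary, with 710.4 ± 278 (SD, n = 3) against 185 ± 93.7 (SD, n = 2) before (log2 fold change -1.97, standard error 0.47, limma with Benjamini-Hochberg adjusted p = 0.0051; -1.43 and -2.50 without pre-secretory replicates 1 and 2) and 113 ± 33.4 (SD, n = 3) after it (log2 fold change -2.61, standard error 0.42, limma with Benjamini-Hochberg adjusted p = 1.41e-04). AT1G47670 (5 cotton genes) went from 200.3 ± 40.3 (SD, n = 2) to 17.9 ± 9.09 (SD, n = 3) and 22.5 ± 11.6 (SD, n = 3), with a difference between the first 2 stages (log2 fold change 3.49, standard error 0.57, limma with Benjamini-Hochberg adjusted p = 5.93e-05) and no call between the last 2 (log2 fold change 0.26, -0.07 without post-secretory replicate 3, -0.12 in run 2 and -1.44 in the most abundant gene). AT3G56200 (8 cotton genes) was lowest at the secretory stage, at 439 ± 376 (SD, n = 3), and was 1412 ± 158 (SD, n = 2) before (log2 fold change 2.02, standard error 0.46, limma with Benjamini-Hochberg adjusted p = 0.00279) and 1562 ± 282 (SD, n = 3) after it (log2 fold change 2.16, standard error 0.41, limma with Benjamini-Hochberg adjusted p = 6.97e-04). From the pre-secretory to the post-secretory stage, PROT1 had log2 fold changes of 0.15 in the bracteal nectary (0.94 and -0.65 without pre-secretory replicates 2 and 3, -0.14 without post-secretory replicate 2), 0.23 in the circumbracteal nectary (-0.22 without pre-secretory replicate 1 and -0.35 in the most abundant gene) and 0.46 and 2.04 in the foliar nectary without pre-secretory replicates 1 and 2, with limma Benjamini-Hochberg adjusted p = 0.943, 0.74 and 0.0544 over all RNA samples. The foliar increase passed in run 1 and with the replicate number as a block (limma with Benjamini-Hochberg adjusted p = 0.045 and 0.031 of a range from 0.031 to 0.123). Foliar AT1G47670 fell from 128 ± 4.13 (SD, n = 2) to 41.5 ± 8.08 (SD, n = 3) (log2 fold change -1.62, standard error 0.57, limma with Benjamini-Hochberg adjusted p = 0.0391), and the call was lost without any 1 of the post-secretory replicates 1, 2 and 3 (log2 fold changes -1.47, -1.63 and -1.75), in either run by itself and in the most abundant gene. Its log2 fold changes in the bracteal and circumbracteal nectaries were -0.72 and -1.04, and the latter passed without pre-secretory replicate 3 (log2 fold change -1.55). AT3G56200 rose in the circumbracteal nectary (log2 fold change 1.33, standard error 0.41, limma with Benjamini-Hochberg adjusted p = 0.0138), though not past the threshold without pre-secretory replicate 3 or post-secretory replicate 2 (log2 fold changes 0.74 and 1.19), in the narrow fit or in the most abundant gene, and less in the bracteal (0.85) and foliar nectaries (0.76), where it did not pass. The floral calls of PROT1, AT1G47670 and AT3G56200 were all lost in the narrow fit (limma with Benjamini-Hochberg adjusted p from 0.0722 to 0.274). The change from the pre-secretory to the post-secretory stage was contrasted between nectary types over all Arabidopsis genes. The results for PROT1, AT1G47670 and AT3G56200 are not given here, so no difference between types is claimed for them.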

### Upregulation of nitrogen assimilation and amino acid biosynthesis within nectaries

The transcriptome data indicate that during the secretory stage of development, the floral, bracteal, and circumbracteal nectaries display upregulated expression of genes associated with nitrogen assimilation and metabolism. Specifically, the transcriptome profiles suggest that nitrate is initially transported through the xylem to the subnectariferous parenchyma by the cotton orthologs of the proton-coupled nitrate transporter *NRT1.5* (AT1G69850; Tsay et al., 2007; Lin et al., 2008), which displays peak expression during the secretory stage in the floral and reproductive extrafloral nectaries. 

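Entries whose best match is AT1G69850 (8 cotton genes) had normalized values of 169.9 ± 77.9 (SD, n = 2), 80.2 ± 43.7 (SD, n = 3) and 99.7 ± 9.27 (SD, n = 3) in the pre-secretory, secretory and post-secretory floral nectary. The difference between the pre-secretory and secretory stages did not pass the threshold, although no replicates overlapped (log2 fold change 1.20, standard error 0.57, limma with Benjamini-Hochberg adjusted p = 0.213). It did in the most abundant of the 8 genes (log2 fold change 2.86). The last 2 stages were not called different either (log2 fold change 0.51, limma with Benjamini-Hochberg adjusted p = 0.639, from 0.0955 to 0.959 over 15 alternatives), with log2 fold changes of up to 2.00 among the alternatives and -0.08 without secretory replicate 3. Entries matching AT1G32450 (7 cotton genes), the other nitrate transporter listed in Supplemental Dataset S9, peaked at the secretory floral stage, with 856 ± 384 (SD, n = 3) against 30.8 ± 2.64 (SD, n = 2) before (log2 fold change -4.63, standard error 0.80, limma with Benjamini-Hochberg adjusted p = 1.40e-04) and 154 ± 108 (SD, n = 3) after it (log2 fold change -2.79, standard error 0.72, limma with Benjamini-Hochberg adjusted p = 0.0101). Of 14 alternatives, the increase held under each in which a call was made. The decrease was not called without secretory replicate 2 or post-secretory replicate 3 (log2 fold changes -2.52 and -1.87), in the most abundant gene or in the narrow fit.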

The transcriptome data also indicate that once in the subnectariferous parenchyma, nitrate would undergo two successive reductions to produce ammonium (catalyzed by nitrate reductase *NR2*, AT1G37130 and nitrite reductase *NIR1*, AT2G15620), which could be used to assemble glutamine and glutamate (catalyzed by glutamine synthase [*GLN1*, AT5G37600] and glutamate synthase [*GLU1*]; reviewed by Bernard and Habash, 2009). 

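NR2 (AT1G37130, 3 cotton genes) was 179 ± 42.2 (SD, n = 2), 315 ± 226 (SD, n = 3) and 202 ± 189 (SD, n = 3) over the 3 stages of the floral nectary, and neither difference from the secretory stage passed the threshold (limma with Benjamini-Hochberg adjusted p = 0.761 for a log2 fold change of -0.60, and 0.612 for -0.86). GLN1 (AT5G37600, 6 cotton genes) was 2417 ± 247 (SD, n = 2), 3552 ± 159 (SD, n = 3) and 2151 ± 327 (SD, n = 3). All 3 secretory replicates were above those of both other stages, and the post-secretory decrease passed the threshold (log2 fold change -0.73, standard error 0.22, limma with Benjamini-Hochberg adjusted p = 0.0326) while the pre-secretory difference did not (log2 fold change -0.56, standard error 0.25, limma with Benjamini-Hochberg adjusted p = 0.183), except in the most abundant gene (log2 fold change -1.29). The decrease was not called without secretory replicate 1 or 2 or post-secretory replicate 1 or 3 (log2 fold changes -0.76, -0.70, -0.60 and -0.78), with the replicate number as a block or in the narrow fit. GLU1 (AT5G04140, 3 cotton genes) had 133 ± 11.9 (SD, n = 2) and 115 ± 66.1 (SD, n = 3) before and during secretion (log2 fold change 0.38, and -0.12 without secretory replicate 2) and a higher value after it, 318 ± 19.3 (SD, n = 3) (log2 fold change 1.64, standard error 0.40, limma with Benjamini-Hochberg adjusted p = 0.00615), which was not called without secretory replicate 2 (log2 fold change 1.14) or in the narrow fit. All 8 nitrogen metabolism genes of Supplemental Dataset S9 had entries, and 5 of them had their highest mean at the secretory floral stage. At the pre-secretory stage 2 differed from it, and at the post-secretory stage 5 did, or 3 and 5 adjusted over the list alone. Without secretory replicate 3 the first count was 4. The second was 3, 1 and 2 without secretory replicate 1, secretory replicate 2 and post-secretory replicate 3, and the narrow fit gave 1 and 0, the latter with 5 at an unadjusted p under 0.05.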

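TIP2;1 (AT3G16240, 2 cotton genes) varied widely between the secretory floral replicates, from 127 to 1525, with a mean of 608 ± 794 (SD, n = 3). The pre-secretory floral nectary had 659 ± 31.7 (SD, n = 2) (log2 fold change 1.03, standard error 0.68, limma with Benjamini-Hochberg adjusted p = 0.411), and without secretory replicate 3 it was above the secretory stage (log2 fold change 2.15). The post-secretory floral nectary had 2429.5 ± 293 (SD, n = 3), with every replicate above the secretory ones (log2 fold change 2.90, standard error 0.61, limma with Benjamini-Hochberg adjusted p = 0.00175), a call lost in the narrow fit. The other nectary types had their pre-secretory means above their post-secretory ones, with 2763 ± 303 (SD, n = 2) and 767 ± 433 (SD, n = 3) in the bracteal nectary, 2009.7 ± 767 (SD, n = 3) and 1372 ± 341 (SD, n = 3) in the circumbracteal nectary, and 5342 ± 717 (SD, n = 2) and 1085 ± 239 (SD, n = 3) in the foliar nectary.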

Ammonium flux may be modulated by the tonoplast localized ammonium uniporter *TIP2;1* (Loque et al., 2005), a gene upregulated in secretory floral and reproductive extrafloral nectaries (Figure 11, C andSupplemental Dataset S9). 

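Between the pre-secretory and post-secretory foliar nectaries, TIP2;1 decreased (log2 fold change -2.32, standard error 0.68, limma with Benjamini-Hochberg adjusted p = 0.0135; log2 fold change -2.12 and no call without post-secretory replicate 2). NR2 went from 412 ± 271 (SD, n = 2) to 1597 ± 311 (SD, n = 3) and AT1G32450 from 219 ± 44.2 (SD, n = 2) to 966 ± 370.1 (SD, n = 3). Neither passed the threshold, although no replicates overlapped (log2 fold changes 2.11 and 2.09, limma with Benjamini-Hochberg adjusted p = 0.0907 and 0.0584), and both did in the narrow fit (limma with Benjamini-Hochberg adjusted p = 0.0296 and 0.0158, the lowest of the alternatives, which reached 0.191 and 0.21), as did AT1G32450 with 10 added before taking logarithms. NiR1 was 509 ± 4.00 (SD, n = 2) and 351 ± 91.5 (SD, n = 3), GLN1 6785 ± 1569 (SD, n = 2) and 5126 ± 1049 (SD, n = 3), GLU1 380.0 ± 65.9 (SD, n = 2) and 435 ± 135 (SD, n = 3), and AT1G69850 166 ± 58.0 (SD, n = 2) and 131 ± 59.1 (SD, n = 3), none past the threshold (limma with Benjamini-Hochberg, lowest adjusted p = 0.254 for GLN1, log2 fold change -0.40). The direction of GLU1 changed without post-secretory replicate 2 (log2 fold change 0.16 with it and -0.07 without it) and was -0.30 in the most abundant gene. Of the 8 listed nitrogen genes, 2 passed in this comparison, and 3 adjusted over the list alone. The single secretory RNA sample had 1318 for NR2, 381 for NiR1 and 6642 for TIP2;1.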

The temporal expression pattern of these genes is distinct in the foliar nectaries, with very few being modulated by the development, which, unlike the other nectary types, constantly secretes nectar.

**Figure 10:**
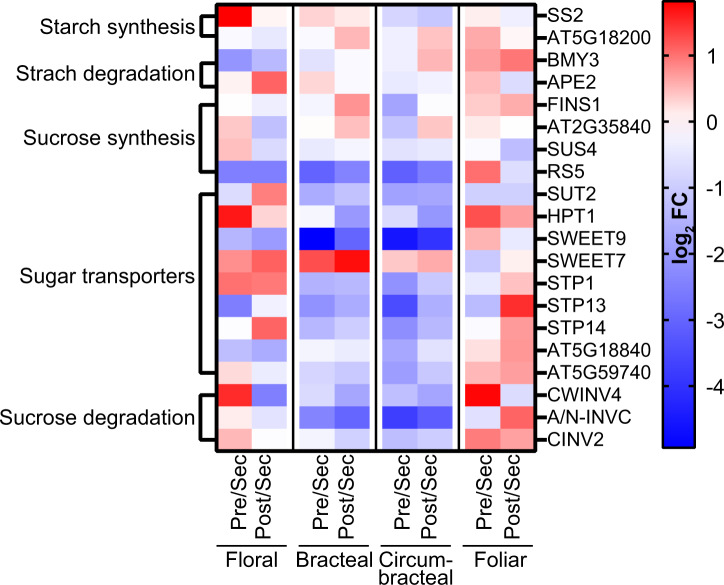
Expression analysis of genes involved in starch and sucrose metabolism. Normalized RNA-seq data were used to generate heat maps of changes in gene expression as each nectary-type transition from pre-secretory to secretory and from secretory to post-secretory stages of development. The blue–red color scale indicates the relative fold-change (FC) between these developmental transitions. Blue indicates increased expression at the secretary stage of nectary development and red indicates decreased expression at the secretary stage of nectary development. Full names for the abbreviations of individual genes are provided in Supplemental Dataset S9. Abbreviations: Pre = pre-secretory; Sec = secretory; and Post = post-secretory.

**Figure 11:**
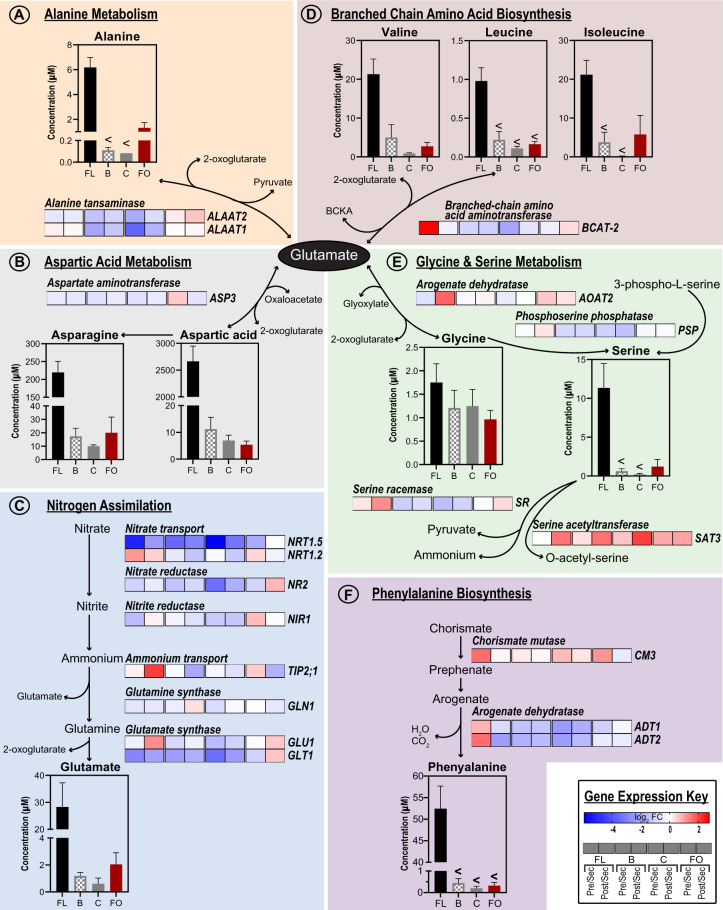
Integration of metabolomics and transcriptomics data to decipher the metabolic processes that support nitrogen assimilation and amino acid biosynthesis in nectaries. Each metabolic module (A–F) integrates gene expression data of enzymes catalyzing key metabolic processes leading to the production of metabolites detected in the nectar metabolome. The “Gene Expression Key” indicates the change in gene expression, as each nectary types develops from pre-secretory, secretory, and post-secretory. For each nectary type, change in gene expression is calculated as a ratio relative to the abundance of each transcript in the secretory stage of development. Gene descriptions are provided in Supplemental Dataset S9. Data-bars labeled with the “<” symbol indicate metabolites that accumulate at levels that are below the detection limit of the analytical method. Replication of the metabolomics data (*n* = 6) and transcriptomics data (*n* = 3) was enabled by the analysis of multiple biological samples. Abbreviations: FL = floral; B = bracteal; C = circumbracteal; FO = foliar; Pre = pre-secretory; Sec = secretory; Post = post-secretory.

Because amino acids are the second most abundant class of nectar metabolites, we used MapMan (Thimm et al., 2004) and AraCyc (Mueller et al., 2003) to examine the nectary transcriptomes for genes associated with amino acid biosynthesis. We identified that the nectary transcriptomes show high expression of a set of genes that use glutamate as a substrate for the biosynthesis of other amino acids (Figure 11, A, B, D, and E). Specifically, these gene products are primarily involved in the biosynthesis of alanine, aspartate, glycine, and branched chain amino acids, and they show peak expression during the secretory stage of the floral, bracteal, and circumbracteal nectaries. 

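ASP3 (AT5G11520, 4 cotton genes) had its highest normalized value in the secretory floral nectary, 4200.4 ± 1072 (SD, n = 3), with 3008 ± 740.0 (SD, n = 2) before and 2604 ± 949.5 (SD, n = 3) after it. Neither floral step passed (limma with Benjamini-Hochberg adjusted p = 0.406 for a log2 fold change of -0.47 and 0.102 for -0.71). The post-secretory decrease did pass without secretory replicate 3 (log2 fold change -0.94) or post-secretory replicate 2 (limma with Benjamini-Hochberg adjusted p = 0.0254 of a range from 0.0254 to 0.446), and the pre-secretory log2 fold change was 0.27 in the most abundant gene. The bracteal nectary had 1419 ± 296 (SD, n = 2) at the pre-secretory and 1709 ± 601 (SD, n = 3) at the post-secretory stage, and the circumbracteal nectary 2001 ± 289 (SD, n = 3) and 2178 ± 496 (SD, n = 3). These small increases were within the replicate error (log2 fold changes 0.23 and 0.10, limma with Benjamini-Hochberg adjusted p = 0.806 and 0.832) and changed sign when post-secretory replicate 1 was left out, the bracteal one also with the replicate number as a block (-0.04 and -0.02). Foliar ASP3 was 1463 ± 618 (SD, n = 2) at the pre-secretory stage, 1384 in the secretory RNA sample and 665 ± 105 (SD, n = 3) at the post-secretory stage, and this decrease passed the threshold (log2 fold change -1.08, standard error 0.31, limma with Benjamini-Hochberg adjusted p = 0.0107; -0.64 and -1.53 without pre-secretory replicates 1 and 2) and was lost in the narrow fit (limma with Benjamini-Hochberg adjusted p = 0.0601 of a range from 0.00957 to 0.0601).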

An example of one of these glutamate utilizing enzymes is *aspartate aminotransferase 3* (*ASP3*, AT5G11520), which displayed the highest expression among all nectaries at the pre-secretory and secretory stages (Figure 11, B). This enzyme utilizes glutamate and oxaloacetate to produce aspartic acid, one of the most abundant amino acids of floral and extrafloral nectars. Other such correlations between nectar amino acids and biosynthetic enzymes include phenylalanine and the biosynthetic enzyme, arogenate dehydratase 2 (*ADT2*, AT3G07630; Figure 11, F), and proline and the proline transporter *PROT1* (AT2G39890, Supplemental Dataset S9 and Supplemental Figure S6; Yamada et al., 2011).

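ADT2 (AT3G07630, 10 cotton genes) decreased steadily in the floral nectary, from 9921 ± 3103 (SD, n = 2) to 3468 ± 599.6 (SD, n = 3) (log2 fold change 1.50, standard error 0.33, limma with Benjamini-Hochberg adjusted p = 0.00212 for pre-secretory against secretory) and 850.4 ± 387 (SD, n = 3) (log2 fold change -2.11, standard error 0.29, limma with Benjamini-Hochberg adjusted p = 2.02e-05 for post-secretory against secretory). No replicates of successive stages overlapped. Both calls were lost in the most abundant of the 10 genes alone, whose log2 fold changes were 1.45 and -2.39, and in the narrow fit. The highest mean in the other nectary types was 512 ± 159 (SD, n = 3), in the post-secretory bracteal nectary. There, the change from the pre-secretory stage had a log2 fold change of 0.39 (0.81 and -0.03 without pre-secretory replicates 2 and 3), with 0.40 in the circumbracteal and 0.54 in the foliar nectary (limma with Benjamini-Hochberg adjusted p = 0.618, 0.332 and 0.242). The most abundant gene alone had log2 fold changes of -0.76 in the bracteal and -0.59 in the foliar nectary. PROT1, whose floral values are given with the amino acid transporters, averaged 169.8 and 170.4 in the pre-secretory and post-secretory bracteal, 139 and 152 in the circumbracteal, and 86.3 and 180.2 in the foliar nectary.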

### Cell wall and lipid metabolism during nectar secretion

As indicated by the morphological studies of the nectary papillae, we anticipated that genes associated with cell wall and cuticle deposition may show altered expression during nectary development. Such genes were selected based on the spatial and temporal differential expression patterns as revealed by the RNA-seq data, and they were mapped to metabolic networks using MapMan (Thimm et al., 2004). Consistent with the morphological-based expectations, these analyses indicate that during bracteal and circumbracteal nectary development, cell wall and cuticle associated genes display temporal differential expression that peaks during nectar secretion (Supplemental Figures S7, S8 and Supplemental Dataset S9). Specifically, in these nectaries eight genes related to cell wall re-structuring are significantly upregulated during the secretory stage; these include an expansin (*EXLA1*, AT3G45970), and genes required for the synthesis of cell wall components such as callose (*GSL10*, AT3G07160), hemicellulose (*GALT6*, AT5G62620), and pectins (*PME17*, AT2G45220). Likewise, 17 genes related to cuticular lipid metabolism, including fatty acyl elongation, transport of lipids, including the transport of cutin precursors (*ABCG11*, AT1G17840) are commonly upregulated in these two nectary-types.

## Discussion

This study presents a system-based comparison of the four nectary types of *G. hirsutum*, expanding on earlier characterizations of the morphology and ultrastructure of the cotton foliar nectaries (Wergin et al., 1975; Eleftheriou and Hall, 1983a). Specifically, we compared and contrasted the morphologies and transcriptomes of the floral, bracteal, circumbracteal, and foliar nectaries, as well as their associated nectar metabolomes. These data build upon molecular models for nectar production developed primarily using floral nectaries of Arabidopsis and *Nicotiana* spp. (Carter et al., 1999, 2006, 2007; Carter and Thornburg, 2000, 2004; Thornburg et al., 2003; Ren et al., 2007; Kram and Carter, 2009; Hampton et al., 2010; Ruhlmann et al., 2010; Bender et al., 2012, 2013; Liu and Thornburg, 2012; Lin et al., 2014; Wiesen et al., 2016; Thomas et al., 2017), which secrete nectars through modified stomata, referred to as “nectarostomata.” Thus, this study evaluates the applicability of the nectar production models developed with nectarostomata-secreting nectaries to nectaries composed of secretory trichomes (papillae).

The study revealed metabolic processes that are temporally regulated as the papillae nectaries progress from the pre-secretory stage to secretory stage and to post-secretory stages of development. Regulation of these metabolic processes differs among the four cotton nectary types, potentially to fullfil the ecological niche that each nectary serves. Each of these four nectary types have distinct patterns of nectar secretion, with the floral and extrafloral nectaries (i.e., bracteal and circumbracteal nectaries) following ontogenetic patterns of secretion, while the foliar nectary displays low constitutive secretion, which can be upregulated upon herbivory (Wäckers and Bonifay, 2004). In line with these distinct patterns of nectar secretion are the equally distinct gene expression networks among the four nectary types with very few genes (<1%) sharing common expression patterns throughout development. Additionally, GO enrichment analysis using subsets of genes differentially expressed in a single nectary type at the secretory stage illustrated that each nectary carries out unique metabolic processes to facilitate nectar generation. For example, the bracteal nectary alone displayed an upregulation of genes associated with autophagy, a process previously implicated in the development of extrafloral nectaries (Machado and Rodrigues, 2019). It is possible that the bracteal nectary uses autophagy as a catabolic process to maintain precursor pools for nectar generation to sustain extended nectar secretion throughout cotton boll maturation (Wäckers and Bonifay, 2004; Marshall and Vierstra, 2018).

### Mechanisms of cotton nectar secretion supported by expression profiles and papillae ultrastructure

Figure 1 compares the merocrine and the eccrine models that have been proposed as potential mechanisms for the generation of nectar components and release from trichomatic nectaries (Findlay et al., 1971b; Kronestedt et al., 1986; Paiva, 2016). These mechanisms must explain how the nectar components cross the barriers posed by the plasma membrane, cell wall, and cuticle. The potential complexity of this process is multiplied considering the variation between floral and extrafloral nectaries which have contrasting patterns of nectar secretion and the metabolic origins of precursors for nectar metabolites (e.g., starch as precursors of sugar components). Ultrastructural and transcriptome characterizations of the cotton nectaries support the cooccurrence of both the merocrine and the eccrine model of nectar generation. These two models likely function in coordination with each other to synthesize nectar components and secrete the metabolites from the nectary tissues. In the merocrine model, nectar metabolites are packaged into vesicles that fuse with the plasma membrane, releasing the nectar components.

The role of the merocrine-based secretion in cotton nectaries is best supported when one considers the ultrastructural analyses which illustrate shared structural components among the four nectary types of cotton, similar to the trichomatic nectaries reported in other taxa, such as *Abutilon* (Kronestedt et al., 1986), *Hibiscus* (Sawidis et al., 1987), *Platanthera* (Stpiczyńska et al., 2005), and *Utricularia* (Plachno et al., 2018). Specifically, the prominence of rough endoplasmic reticulum positioned parallel to the cell walls may contribute to vesicle trafficking (Eleftheriou and Hall, 1983a), and there is an abundance of such vesicles fusing to plasma membranes within the nectariferous parenchyma and throughout the papillae of cotton nectaries. These features are consistent with the importance of vesicle movement to deliver and secrete nectar components in the merocrine model.

The eccrine model deviates from the merocrine, in that nectar metabolites are ferried through the plasma membrane by channels and transporters (reviewed by Roy et al., 2017). In both models, prior to the final release of nectar by vesicles or transporters, the pre-nectar metabolites move symplastically through the nectar parenchyma tissues (Findlay et al., 1971a; Wergin et al., 1975; Eleftheriou and Hall, 1983a). This symplastic flow of pre-nectar metabolites is supported in this study by the abundance of plasmodesmata pit fields traversing the cell walls of the nectariferous parenchyma and the inner anticlinal and peridermal walls of the papillae.

Furthermore, the transcriptome expression patterns during the development of floral and reproductive extrafloral nectaries support the eccrine model. Based on molecular evidence from floral nectaries of Cucurbitaceae, Brassicaceae, and Solanaceae (Lin et al., 2014; Ruhlmann et al., 2010; Thomas et al., 2017; Chatt et al., 2018; Solhaug et al., 2019), the eccrine model is composed of at least five metabolic processes: (1) starch synthesis, (2) starch degradation, (3) sucrose synthesis, (4) export of sucrose into the apoplast via SWEET9, and (5) extracellular hydrolysis of sucrose by CELL WALL INVERTASE4 (CWINV4). The anticipated expression of genes coding for enzymes and transporters associated with these five metabolic processes was conserved among the floral and reproductive extrafloral nectaries of cotton (Figure 7 and Supplemental Dataset S2), which was also supported by starch accumulation patterns (Figure 6). The lack of such an expression pattern during the development of foliar nectaries may be a consequence of the fact that these nectaries produce a steady but low volume of nectar, and thus there is no need for a change in a gene expression program.

The eccrine model of nectar deposition has been primarily developed to explain the deposition of the sugar components of nectars. Similarly, however, the expression of genes encoding transporters of the minor components of the nectars would indicate that the eccrine model applies equally to these classes of metabolites. In support of this hypothesis, the transcriptomes of developing cotton nectaries reveal upregulated expression of plasma membrane-H^+^-ATPase, sugar:proton symporters, amino acid transporters, and lipid transmembrane transporters at the secretory stage of nectary development. The expression of such ATPase transmembrane transporters and proton gradients has previously been suggested to facilitate export of nectar metabolites (Eleftheriou and Hall, 1983b; Peng et al., 2004; Bernardello et al., 2007; Vassilyev, 2010; Chatt et al., 2018). Moreover, the occurrence of calcium oxalate crystals (druses) around the vasculature and throughout the nectary parenchyma tissues may indicate the need to regulate calcium levels by sequestration as insoluble salts to negate the inhibitory effects of this cation on plasma membrane ATPases (Kronestedt et al., 1986; Aguero et al., 2018; Tölke et al., 2018).

### Distinct nectar compositions reflect the feeding preferences of target facultative mutualists that visit each nectary type

Our metabolic profiling of the cotton nectars extensively details the variation between the floral and extrafloral nectar compositions. The distinct nectars produced by cotton floral and extrafloral nectaries parallel the feeding preferences of the mutualists that visit these nectaries. The floral nectary is primarily visited by honey bee pollinators (Butler et al., 1972), while the extrafloral nectaries are visited by protective predatory ants (Hanny and Elmore, 1974). Specifically, reflecting that bees prefer to feed on hexose-rich nectar (Waller, 1972; Baker and Baker, 1983), the floral nectar is the most hexose rich of the nectars that are produced by the four nectary types, containing minimal amounts of sucrose. Similarly, multiple positive attributes have been associated between dietary amino acids and bee health, which include (1) the phagostimulatory effect of phenylalanine and GABA (Petanidou et al., 2006; Hendriksma et al., 2014; Nepi, 2014); (2) conferring health benefits by GABA-enriched artificial nectar (Bogo et al., 2019); (3) flavor stimulatory effects of leucine and tryptophan on sugar chemosensory cells (Shiraishi and Kuwabara, 1970); and (4) access to a rapid energy source for initial flight take-off provided by proline (Carter et al., 2006; Teulier et al., 2016). Consistent with these feeding preference attributes of bees, the highest abundance and widest variety of amino acids were found in the cotton floral nectar, which uniquely contained GABA, a non-proteinaceous amino acid.

When compared with the floral nectar, the extrafloral nectars, which act as rewards for mutualist ants, are characterized by higher concentrations of the disaccharide sucrose. The overall amino acid abundance and number of amino acids detected is lower in the extrafloral nectars, but the amino acid content is not dominated by a single amino acid. These characteristics likely reflect the feeding preferences of worker ants for dietary sources rich in carbohydrates (i.e., sucrose) and a complex mixture of amino acids (i.e. not dominated by a single amino acid) needed to provide a dietary source of nitrogen (Lanza, 1988; Blüthgen and Fiedler, 2004; Dussutour and Simpson, 2009).

### Nectary capacity for de novo amino acid synthesis and transport may contribute to nectar amino acid constituents

The expression patterns of the core nitrogen reduction and assimilation genes (reviewed by Dechorgnat et al., 2010) illustrate the potential capacity of cotton nectaries to biochemically reduce nitrate and incorporate the resulting ammonium into organic forms, such as glutamate and glutamine; this is particularly apparent in the floral and reproductive extrafloral nectaries (Figure 11). As supported by the parallel upregulated expression of genes associated with amino acid biosynthesis and transporters at the pre-secretory and secretory stages of nectary development, glutamate produced via ammonium assimilation would serve as the donor of the amine moiety for the biosynthesis of other amino acids. These amino acids would then undergo symplastic transport to the head cells of the papillae through the action of the upregulated amino acid transmembrane transporters, culminating in deposition into the secreted nectars.

While nitrogen assimilation from oxidized forms of nitrogen commonly occurs in roots, and this process also occurs in shoots where photosynthesis can provide the energy source (Meyer and Stitt, 2001; Lin et al., 2008), but few reports cite these processes as occurring in nectaries. For example, Solhaug et al. (2020) have reported the induction of nitrogen metabolism in *C. pepo*, and they surmised this occurs for amino acid biosynthesis and for nitric oxide production.

### Expression of *SWEET9* and *CWINV4* is predictive of nectar sugar profiles

The relative expression levels of *SWEET9* and *CWINV4* at the secretory stage of nectary development appear to be predictive of whether the nectar product will be hexose rich. 

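The ratio of SWEET9 (AT5G50790, 6 cotton genes described as SWEET10-like) to CWINV4 (AT2G36190) was computed in each RNA sample from their normalized values. In the secretory floral nectary the log2 ratio was -0.62 ± 0.64 (SD, n = 3), a geometric mean of 0.651 SWEET9 per CWINV4, with log2 ratios of -1.35, -0.29 and -0.22 in replicates 1, 2 and 3. At the pre-secretory stage it was -3.56 ± 0.33 (SD, n = 2), a ratio of 0.0850, and at the post-secretory stage 0.21 ± 1.46 (SD, n = 3), a ratio of 1.16. The pre-secretory and secretory stages differed by -2.94 (exact permutation test, two-sided, p = 0.1, the smallest p that 2 replicates against 3 allow, 0.2 after Benjamini-Hochberg adjustment over 6 comparisons), and the post-secretory and secretory stages by 0.83 (exact permutation test, two-sided, p = 0.4, 0.6 after adjustment). This permutation test cannot reach a p under 0.05 with so few replicates. Both values are sums over paralogs, so the ratio is not one of 2 single genes.

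**Figure D1:**
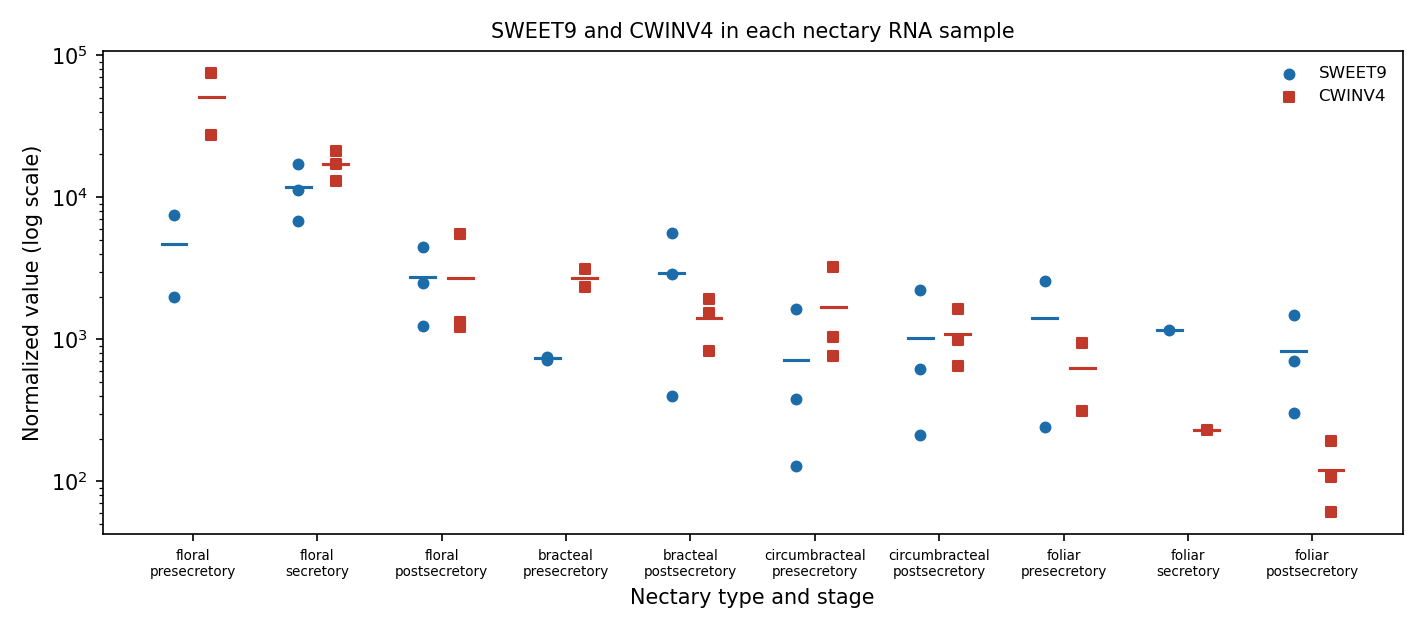
Normalized values of SWEET9 (circles) and CWINV4 (squares) in each nectary RNA sample, by nectary type and stage, on a log scale. SWEET9 stands for the entries matching AT5G50790, which are described as SWEET10-like. Horizontal bars are means over replicates. In the secretory floral nectary the 3 SWEET9 values lie between 6756 and 17193 and the 3 CWINV4 values between 12978 and 21045.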

As with Arabidopsis and pennycress (*Thlaspi arvense*) nectaries (Kram et al., 2009; Ruhlmann et al., 2010; Bender et al., 2012; Lin et al., 2014; Thomas et al., 2017), which produce hexose-rich nectars, at the secretory stage of cotton floral nectary development, the expression of *SWEET9* and *CWINV4* is near equal, and this nectary produces the most hexose-dominant nectar of the cotton nectaries. In contrast, the other three cotton nectaries produce nectars that are more sucrose enriched, and *CWINV4* expression is almost one-sixth the level of *SWEET9* expression (Figure 7 and Supplemental Dataset S2). Similarly, disproportionate expression of *SWEET9* and *CWINV4* has been reported in nectaries of pumpkin, squash, and sunflower, all of which produce sucrose-rich nectars (Chatt et al., 2018; Prasifka et al., 2018; Solhaug et al., 2019).

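The log2 ratio of SWEET9 to CWINV4 in the bracteal nectary was -1.87 ± 0.24 (SD, n = 2) at the pre-secretory and 0.47 ± 1.35 (SD, n = 3) at the post-secretory stage, and in the circumbracteal nectary -1.67 ± 1.17 (SD, n = 3) and -0.61 ± 1.55 (SD, n = 3). Secretory RNA samples of these types were not analyzed here. The foliar log2 ratio was 0.55 ± 1.28 (SD, n = 2) at the pre-secretory stage, 2.33 in the single secretory RNA sample, a ratio of 5.02, and 2.65 ± 0.33 (SD, n = 3) at the post-secretory stage, a ratio of 6.28. At the post-secretory stage, with 3 replicates in each type, the floral ratio was below the foliar one by 2.44 on the log2 scale (exact permutation test, two-sided, p = 0.1, the smallest p that 3 replicates against 3 allow), and it differed from the circumbracteal ratio by 0.82 (exact permutation test, p = 0.5) and from the bracteal ratio by -0.26 (exact permutation test, p = 0.9). The Benjamini-Hochberg adjusted values were 0.2, 0.6 and 0.9. The difference from the bracteal nectary changed sign, to 0.42 without floral replicate 2 and to 0.28 without bracteal replicate 1. In the tissue adjacent to the nectaries the geometric mean of the post-secretory ratio (n = 3 each) was higher still, 14.9 beside the floral, 11.2 beside the bracteal, 75.2 beside the circumbracteal and 42.8 beside the foliar nectary. The last 2 ratios are imprecise, as CWINV4 was 5.801 to 73.81 in the circumbracteal and 4.874 to 35.47 in the foliar control. At the secretory stage the floral control had a ratio of 0.907 (log2 ratio -0.14 ± 0.25, SD, n = 3), near that of the nectary (0.651). With entries described as SWEET9-like (AT2G39060) in place of those of AT5G50790, an alternative chosen after the data were seen, the gene is listed at 0 in every bracteal, circumbracteal and foliar nectary RNA sample, and averaged 290.4 ± 108 (SD, n = 3) in the secretory floral nectary. The log2 ratio of AT2G39060 to CWINV4 there was -5.63, -5.88 and -6.28 in replicates 1, 2 and 3. With this gene the ratio was thus far from equal, so its reading depends on the gene taken as SWEET9.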

### Cell wall and cuticle alterations facilitate nectar release

Cotton nectar constituents are ultimately secreted from the papillae head cells, passing through the cell wall and cuticle. Our morphological and anatomical studies of reproductive extrafloral nectaries indicate that this passage is facilitated by microscopic physical alterations in the structure of the cell wall and cuticle. Consistent with the physical alterations of these polymeric barrier structures, the expression of genes encoding cell wall remodeling genes is upregulated, which likely contributes to the development of cell wall ingrowths observed on papillae head cells of the bracteal and circumbracteal nectaries. These ingrowths increase the surface area available for the secretion of nectar components (Fahn, 1979; Kronestedt et al., 1986; Paiva, 2016; Bartosz et al., 2018), which may be particularly important for the reproductive extrafloral nectaries that produce the largest volume of nectar and are active for the duration of fruit maturation (Wäckers and Bonifay, 2004).

Following passage through the cell wall, nectar initially accumulates in the subcuticular space between the cell wall and cuticle, as evident by the separation of the cuticle from the cell wall at the papillae head cells in all four cotton nectary types. In parallel, microchannels or fractures develop in the cuticle, potentially due to hydrostatic pressure, which would facilitate the release of nectar from the nectary. These actions may require the deposition of new cuticular lipids, which may be the driver for the observed upregulated expression of cuticle deposition genes. This phenomenon of cuticle separation and fracturing commonly occurs in the trichomatic nectaries of a variety of other species, included within Malvaceae (Findlay et al., 1971b; Kronestedt et al., 1986; Sawidis et al., 1987), and these cuticular channels would thus function as valves, releasing discrete droplets of nectar once hydrostatic pressure exceeds a threshold (Findlay et al., 1971b).

In summary, our combined systems-level studies of the expression of four different *G. hirsutum* nectaries have generated data that support a coordination between both the merocrine-based and eccrine-based models of nectar synthesis and secretion. Thus, this illustrates the complexity of the coordination among different cell populations to generate a functional nectary. Furthermore, the eccrine-based model was primarily developed from prior studies of eudicot floral nectaries. Therefore, this study has expanded the utility of the eccrine model to explain these complex processes as they occur in trichomatic extrafloral nectaries.

## Materials and methods

### Plant materials

Plants were grown in a Conviron Environmental Growth Chambers (0.7 m × 1.8 m × 1.4 m) that were kept in a cycle of 12 h illumination at 26°C starting at 6:00 local time, and 12 h darkness at 22°C. Seeds of *G. hirsutum* accession TM-1 were chipped and germinated in 8 cm × 8 cm × 10 cm pots filled with a soil mixture of 3-parts LC8 soil (www.sungro.com) to 1-part sand. Individual seedlings were transplanted into 2-gallon (2A) pots after reaching approximately 30 cm in height, and 10 g of Osmocote Fertilizer 19-5-8 (www.amleo.com) was mixed into the soil mixture per pot. Each growth chamber contained five plants. Plants were watered each day with tap water and once per week with a 10% fertilizer solution mixture of Scotts Excel 21-5-20 all-purpose water-soluble fertilizer and Scotts Excel 15-5-15 Cal-Mag water soluble fertilizer, obtained from a local garden shop. To ensure that this fertilizer application does not skew nectary function and nectar composition (Gijbels et al., 2015), all plants that were evaluated in this study were identically treated in these fertilizer applications.

### Collection of nectary and nectar samples

All nectary and nectar samples were collected from plants after the first flower bloomed, approximately 70 d after sowing. Nectar samples were collected between 10 AM and 3 PM local time, using a 5-µL Drummond Microdispenser (www.drummondsci.com). Nectar samples were first harvested before nectary tissue was excised using a sterile scalpel. Nectary samples were collected from leaves or flowers immediately after removal of each organ from the plants, and the collected nectary tissues were immediately flash-frozen in liquid nitrogen and stored at −80°C.

In this study, we analyzed four types of nectaries, the floral, bracteal, and circumbracteal nectaries collected from flowers, and foliar nectaries collected from leaves. The developmental trajectory of each nectary type was defined relative to nectar secretion and is defined as pre-secretory, secretory, and post-secretory stages. Thus, in the case of floral nectaries, these three developmental stages were collected at 24 h pre-anthesis, at anthesis, and at 24 h post-anthesis. The three equivalent developmental stages for bracteal and circumbracteal nectaries are defined as, (1) the “match-head square stage” of cotton square development (Main, 2012), (2) anthesis, and (3) 19–24 d after anthesis. Analogously, the three developmental stages of foliar nectaries were collected from leaves with a midvein length of 5–6 cm, a midvein length of 12–15 cm, and fully mature leaves that lacked visible nectar deposits.

### Non-targeted metabolomics analysis of nectar metabolites

Two separate GC–MS-based methods were employed for non-targeted metabolite profiling of nectar samples. Six replicate nectar samples were collected for each of the four nectar types. Each replicate consisted of pooled nectar, sampled from a minimum of three nectaries harvested from two plants on a single day.

One of these analysis methods provided data on the predominant sugars that constitute the nectar (i.e. sucrose, glucose, and fructose). Specifically, 1 µL of nectar, spiked with an internal standard (10 µg ribitol) was dried by lyophilization. The sample was methoximated at 30°C for 90 min, while continuously shaking with 20 mg mL^−1^ methoxyamine hydrochloride dissolved in pyridine. The methoximated sample was silylated for 30 min at 60°C with *N*,*O*-Bis(trimethylsilyl)trifluoroacetamide and 1% w/v trimethylchlorosilane. Following dilution with 1.5 mL pyridine, 1 µL sample was analyzed by GC–MS. GC parameters were set to a helium gas flow rate of 1 mL min^−1^, 1 µL injection with a 10:1 split, and a temperature gradient of 100°C–180°C increasing at a rate of 15°C min ^−1^, then 5°C min ^−1^ to 305°C, then 15°C min ^−1^ to 320°C, followed by a 5-min hold at 320°C.

The second analysis method focused on the less abundant constituents of the nectar, which were extracted from a 5-µL aliquot of nectar sample that was spiked with 0.5 µg nonadecanoic acid and 1 µg ribitol, as internal standards. Hot methanol (2.5 mL) was added to the nectar and the mixture was incubated at 60°C for 10 min. Following sonication for 10 min at 4°C, chloroform (2.5 mL) and water (1.5 mL) were sequentially added, and the mixture was vortexed. Centrifugation at 4,000 rpm for 7 min at room temperature separated the polar and non-polar fractions, and the entire non-polar fraction and half of the polar fraction were recovered to separate 2 mL screw-cap glass vials and dried by lyophilization. The polar fraction underwent methoximation as previously described, and both polar and non-polar fraction were silylated for 30 min at 60°C with *N*,*O*-Bis(trimethylsilyl)trifluoroacetamide and 1% trimethylchlorosilane.

The derivatized metabolites (the sugars, polar, and non-polar fractions) were analyzed using an Agilent Technologies Model 7890A GC system equipped with an HP-5ms (30 m, 0.25 mm, 0.25 µm) column that was coupled to an Agilent Technologies 7683B series injector and Agilent Technologies Model 5975C inert XL MSD with Triple-Axis Detector mass spectrometer (www.agilent.com). Chromatography parameters for the polar and non-polar fractions were set to a helium gas flow rate of 1 mL min^−1^, 2 µL injection, with a temperature gradient of 80°C–320°C increasing at a rate of 5°C min ^−1^, followed by a 9-min hold at 320°C. The polar fractions were analyzed using a “heart-cut” method which diverted gas flow to an FID detector during elution times for fructose, glucose, and sucrose. Deconvolution and integration of resulting spectra were performed with Automated Mass Spectral Deconvolution and Identification System (AMDIS) software (Stein, 1999). Analyte peaks were identified by comparing mass spectra and retention indices to the NIST14 Mass Spectral Library (https://chemdata.nist.gov/) and authentic standards when possible to confirm identification.

### Amino acid analysis

Analysis of amino acids was performed using the Phenomenex EZ:Faast kit for free amino acids (www.phenomenex.com). Six replicate samples for each nectar type were collected as described previously. Due to low volume of nectar produced by the foliar nectary, these nectar samples were pooled from a maximum of 90 nectaries, collected from six separate plants. Each sample (20 µL nectar per extraction) was subjected to solid phase extraction and derivatized according to the manufacturer’s instructions, with one adjustment: after addition of the norvaline internal standard (5 nmol) to each sample, 125 µL of 10% propanol (v/v)/20 mM HCl was added to acidify the sample. Following derivatization, samples were concentrated by evaporation under a stream of nitrogen gas before amino acids were analyzed using an Agilent Technologies model 6890 gas chromatograph with a ZB-AAA 10 m × 0.25 mm amino acid analysis column coupled to a model 5973 mass selective detector capable of electrical ionization (EI). The GC–MS instrument settings followed the manufacturer’s recommendations.

### Statistical analysis of cotton nectar metabolites

For each metabolite, the natural logarithm of normalized metabolite level was averaged over the six replicates for each nectar type. Separately for each metabolite, a linear model with one mean per species and constant error variance was fitted to the metabolite response values. As part of each linear model analysis, *F*-tests for contrasts among the four nectar type means were conducted to identify differences in average response between each pair of nectar types. The 197 *P*-values for each comparison (one *P*-value per metabolite) were adjusted to obtain approximate control of the false discovery rate at the 0.05 level (Benjamini and Hochberg, 1995; Nettleton et al., 2006).

Similarities and differences among metabolites between different nectary types were visualized by pair-wise volcano plot comparisons and hierarchical agglomerative clustering. To perform clustering, the estimated nectar type response means were first standardized within each metabolite to obtain a standardized response profile across nectar types for each metabolite. Then dissimilarity between each pair of metabolites was computed as the Euclidean distance between the standardized response profiles. Clustering based on these pairwise dissimilarities places two metabolites in the same cluster if their estimated nectar type response means are highly correlated across sections. Although hierarchical clustering groups the metabolites into any number of clusters, a total of 16 clusters were selected to display and summarize the results, striking a balance between high within-cluster consistency and low between-cluster similarity.

### Light microscopy and histochemistry

Pre-secretory and secretory stage nectaries were fixed for several days at 4°C, in a solution of 3% (w/v) glutaraldehyde and 2% (w/v) paraformaldehyde in 0.1 M sodium cacodylate buffer, pH 7.2. Samples were dehydrated in a graded ethanol series (50%–100%), followed by infiltration and embedding over 5 d in LR White resin. For replication purposes, a minimum of four nectaries per nectary type was imbedded at each developmental stage. Resin blocks were polymerized at 55°C for 72 h. Histological sections were cut at 1.3-µm thickness using a Leica UC6 Ultramicrotome (www.leica-microsystems.com). Sections were dyed with toluidine blue O for general contrast and PAS technique for starch and other non-water-soluble carbohydrates (Ruzin, 1999). Digital images were collected using a Zeiss Axiocam HRC camera (www.zeiss.com) on an Olympus BX-40 compound microscope (www.olympus-ims.com) in bright-field mode.

### Transmission electron microscopy

A minimum of four nectaries, of the four nectary types (foliar, bracteal, circumbracteal, and floral), harvested at the secretory stage, were fixed for several days at 4°C, in a solution of 3% (w/v) glutaraldehyde and 2% (w/v) paraformaldehyde in 0.1 M sodium cacodylate buffer, pH 7.2. Samples were washed with several changes of 0.1 M sodium cacodylate buffer, pH 7.2, and then fixed in 1% osmium tetroxide in 0.1 M sodium cacodylate buffer for 1 h at room temperature. The samples were *en block* stained for 2 h with aqueous 2% (w/v) uranyl acetate, and then dehydrated in a graded ethanol series (50%–100%). Following a transition into ultra-pure acetone, and infiltrating, the nectaries were embedded with Spurr’s hard epoxy resin (www.emsdiasum.com). Resin blocks were polymerized for 48 h at 70°C. Thick sections (1 µm) to check fixation quality and ultrathin (90 nm) sections were made using a Leica UC6 ultramicrotome (www.leica-microsystems.com). Ultrathin sections were collected onto carbon-film, single-slot copper grids and images were captured using a JEM 2100 200 kV scanning and transmission electron microscope (www.jeol.com).

### Scanning electron microscopy

A minimum of four nectaries per nectary type and at the pre-secretory and secretory stages of development were fixed for several days at 4°C in formalin–acetic acid–alcohol (5% v/v, 5% v/v, and 50% v/v, respectively). They were dehydrated in a graded ethanol series (50% v/v, 70, 95, 100, 100 ultra-pure twice). Samples were critical point-dried using a Denton Drying Apparatus, Model DCP-1 (www.dentonvacuum.com). The dried specimens were mounted on aluminum stubs with 12-mm circular carbon adhesive tabs and colloidal silver paint (www.emsdiasum.com). Samples were sputter coated with 30 nm platinum using a Cressington HR208 Sputter Coater (www.cressington.com). Images were captured using a Hitachi SU-4800 field emission SEM at 10 kV (www.hitachi-hightech.com).

### RNA isolation, sequencing, and informatics

Triplicate RNA samples were isolated for each of the nectary types. Each replicate was a pool of approximately 2–4 floral or 10–15 of each of the extrafloral nectaries. Tissue was transferred with clean forceps into a 2-mL Lysing matrix A tube (MP Biomedicals; Ref. No. 6910-500; www.mpbio.com), resting in a liquid nitrogen bath and containing a ceramic bead. The tubes were quickly transferred to a QuickPrep adaptor (containing dry ice) and attached to the FastPrep 24-5G (www.mpbio.com) benchtop homogenizer for tissue pulverization. The samples were subjected to five to six pulverization cycles of 40 s each, at 6 m/s, with each cycle interjected with a period of immersion in liquid nitrogen and refilling the adaptor with dry ice. Post-pulverization, 600 µL of the RNA lysis buffer of the Quick-RNA MiniPrep kit (Zymo Research; Cat. No. R1054; www.zymoresearch.com) was quickly added to the Lysing matrix tube and the tubes were vortexed. This was followed by the addition of 50 µL of the Plant RNA Isolation Aid (Thermo Fisher Scientific, Cat. No. AM9690; erstwhile Ambion) to remove common plant contaminants such as polyphenolics and polysaccharides. Quick-RNA MiniPrep kit directions were followed for RNA isolation. Agarose gel electrophoresis and UV spectrophotometry were used to assess RNA quality, prior to submission to the University of Minnesota Genomics Center for barcoded cDNA library creation and Illumina HiSeq 2500 sequencing. This produced over 360 million 125-bp paired-end reads with a target insert size of 200 bp and generated ≥24 M reads for each sample, and the average quality scores were above Q30. A few samples did not yield suitable sequencing libraries and thus were omitted from the analysis.

The reads were mapped to the UTX-JGI *G. hirsutum* genome (v1.1) and predicted transcripts using NCBI’s BLASTN (Camacho et al., 2009). The UTX-JGI annotation was used to map read counts to Arabidopsis genes (Araport 11). Read counts were upper-quartile normalized and pairwise differential expression tests were performed using a negative binomial distribution with DESeq (Anders and Huber, 2010). The resulting *P*-values were filtered by restricting to genes with a 50% or greater change in mean normalized counts. The Benjamini–Hochberg method was used to control the false discovery rate at the 0.05 level (Benjamini and Hochberg, 1995).

Differentially expressed genes were identified by filtering the DESeq results within R and categorized (e.g., upregulated during the secretory stage); these categories were visualized by generating Venn diagrams using InteractiVenn (Heberle et al., 2015). GO enrichment analysis of the nectary transcriptome was implemented using topGO: Enrichment Analysis for GO (https://bioconductor.org/packages/release/bioc/html/topGO.html) with prior gene-to-GO term mapping completed using GO.db (https://bioconductor.org/packages/GO.db/). A Fisher’s exact test was completed to test for enrichment of GO terms in specific expression pattern groups, using the complete set of 16,958 Arabidopsis orthologs as the baseline for this comparison. Redundancy in the resulting lists of enriched GO terms was removed using REVIGO (Supek et al., 2011).

Mapping genes to metabolic pathways used MapMan (Thimm et al., 2004) with the base pathways and mappings files for Arabidopsis. Hierarchical clustering based on one minus Pearson correlation of the log_2_ normalized read count of selected metabolic pathways or functionalities was completed using Morpheus (https://software.broadinstitute.org/morpheus).

### Reverse transcription quantitative PCR validation

The same RNA samples used for RNA-seq analyses were used as the template for cDNA synthesis using the BioRad iScript cDNA synthesis kit (Catalog No. 1708890), with 1 μg of RNA used for cDNA preparation. Expression patterns for representative genes that displayed stage-specific variation via RNAseq analyses were validated by RT‐qPCR using Agilent Brilliant III Ultra‐fast SYBR Green QPCR Master Mix (Catalog No. 600882) and a final cDNA template concentration of 2 ng/μL. Relative expression values are presented as linearized ΔCt (2^ΔCt^) values normalized to the reference gene (Schmittgen and Livak, 2008). Gene expression was normalized to the reference gene encoding a 40S ribosomal protein S3-2-like gene (Cotton gene ID = Gohir.D05G034300.1, 1). This gene was chosen as the internal reference based on its stable expression level in the RNA-seq dataset collected from floral and bracteal nectary samples. Primer sequences for each gene are provided in Supplemental Dataset S10.

## Accession numbers

Raw sequence reads are available at the National Center for Biotechnology Information Sequence Read Archive under GEO accession number GSE113373. Metabolomics data are publicly available in the PMR database (http://metnetweb.gdcb.iastate.edu/PMR/).

## Supplemental data

**Supplemental Figure S1.** Venn diagram representation of the *G. hirsutum* nectar metabolomes.

**Supplemental Figure S2.** Hierarchical clustering analysis by nectar type of the 197 quantified nectar analytes.

**Supplemental Figure S3.** Amino acid profiles of *G. hirsutum* nectars categorized as non-proteinaceous, essential, and non-essential amino acids.

**Supplemental Figure S4.** Light micrographs of longitudinal sections of different *G. hirsutum* nectaries stained with toluidine blue O for general morphology.

**Supplemental Figure S5.** GO enrichment analysis of genes identified in Figure 7, C, as uniquely up- or down-regulated during the secretory stage of development in each nectary type.

**Supplemental Figure S6.** Heat map representation of temporal differential expression of genes annotated as transmembrane transporters.

**Supplemental Figure S7.** Heat map representation of temporal differential expression of genes annotated as involved in cell wall metabolism.

**Supplemental Figure S8.** Heat map representation of temporal differential expression of genes annotated as involved in lipid metabolism.

**Supplemental Table S1.** Morphological and anatomical structural comparisons among nectaries

**Supplemental Dataset S1.** Summary of nectar metabolomics results and analyses to include hierarchical clustering.

**Supplemental Dataset S2.** Normalized reads for all biological replicates, including DESeq analyses.

**Supplemental Dataset S3.** Normalized reads and DESeq analyses for genes displaying nectary tissue preferential expression, but not modulated by the developmental stage of each nectary.

**Supplemental Dataset S4.** Listing of normalized reads and DESeq analyses for genes displaying nectary tissue preferential expression, but not modulated by the developmental stage of each nectary.

**Supplemental Dataset S5.** GO term enrichment analysis of genes differentially expressed between nectary and non-nectary tissues.

**Supplemental Dataset S6.** Normalized reads and DESeq analyses for genes that are differentially expressed in each nectary type, and expression is also modulated by the development of each nectary type. Data are organized by nectary type and gene expression pattern.

**Supplemental Dataset S7.** Normalized reads and DESeq analyses for genes that are differentially expressed in each nectary type, and expression is also modulated by the development of each nectary type. Each tab is specific to a gene expression patterns normalized to the secretory developmental stage and lists the genes present within each section of the Venn diagrams displayed in Figure 8, C.

**Supplemental Dataset S8.** GO term enrichment analysis of genes differentially expressed in each nectary type, and expression is also modulated by the development of each nectary type as presented by the Venn diagram of Figure 8, C.

**Supplemental Dataset S9.** Annotation of cotton nectary transcriptomes based on metabolic pathway or function using MapMan and GO terms.

**Supplemental Dataset S10.** Primer sequences for RT-qPCR.

## Supplementary Material

kiab018_Supplementary_Data Click here for additional data file.

# Supplementary material for: Nectar biosynthesis is conserved among floral and extrafloral nectaries
**Source:** Plant Physiol. 2021 Jan 28;185(4):1595–616. doi: 10.1093/plphys/kiab018
**Supplement:** kiab018_Supplementary_Data

| **Supplemental Table S1 \|** Morphological and anatomical structural comparisons among one floral (FL) and three extrafloral [Bracteal (B), Circumbracteal (C), and Foliar (FO)] cotton nectaries at pre-secretory (P) and secretory (S) stages. Red text highlights the differences among nectaries. | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Structural Detail** | **Pre-FL** | **Sec-FL** | **Pre-B** | **Sec-B** | **Pre-C** | **Sec-C** | **Pre-FO** | **Sec-FO** |
| Distribution of starch within subnectariferous parenchyma | Towards proximal portion and near vascular bundles | Towards proximal portion and near vascular bundles | Towards proximal portion and near vascular bundles | Absent near vascular bundles | Towards proximal portion and near vascular bundles | Absent near vascular bundles | Absent | Absent |
| Distribution of phenolic bodies | Abundant and large near vascular bundles; smaller within nectariferous parenchyma | Abundant and large near vascular bundles; smaller within nectariferous parenchyma | Abundant and large near vascular bundles; smaller within nectariferous parenchyma | Abundant and large near vascular bundles; smaller within nectariferous parenchyma | Abundant and large near vascular bundles; smaller within nectariferous parenchyma | Abundant and large near vascular bundles; smaller within nectariferous parenchyma | Abundant and large near vascular bundles; smaller within nectariferous parenchyma | Abundant and large near vascular bundles; smaller within nectariferous parenchyma |
| Layers of subnectariferous parenchyma | ~10 layers | ~10 layers | ~10 layers | ~10 layers | ~10 layers | ~10 layers | ~10 layers | ~10 layers |
| Vascular bundles near subnectariferous parenchyma | Yes | Yes | Yes | Yes | Yes | Yes | Yes-phloem rays extend into nectariferous parenchyma | Yes- phloem rays extend into nectariferous parenchyma |
| Nectariferous parenchyma isodiametric small intercellular spaces, dense-staining cytoplasm | Yes | Yes | Yes | Yes | Yes | Yes | Yes | Yes |
| Layers of nectariferous parenchyma | 3-4 proximal, 2 distal | 3-4 proximal, 2 distal | 3-4 | 3-4 | 3-4 | 3-4 | 3-4 | Up to 6 |

| **Structural Detail** | **Pre-FL** | **Sec-FL** | **Pre-B** | **Sec-B** | **Pre-C** | **Sec-C** | **Pre-FO** | **Sec-FO** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Druses in subnectariferous parenchyma and around vascular bundles | Yes-extend in files to papillae, most abundant | Yes-extend in files to papillae, most abundant | Yes-extend in files to papillae | Yes-extend in files to papillae | Yes-extend in files to papillae | Yes-extend in files to papillae | Yes-extend in files to papillae | Yes-extend in files to papillae |
| Epidermis bordering papillae | Highly vacuolated, contains phenolic bodies | Highly vacuolated, contains phenolic bodies | Highly vacuolated | Highly vacuolated | Highly vacuolated | Highly vacuolated | Highly vacuolated, contains phenolic bodies | Highly vacuolated |
| Hypoepidermis below papillae | Dense cytoplasm and phenolic bodies | Dense cytoplasm and phenolic bodies | Vacuolate and phenolic bodies | Dense cytoplasm and phenolic bodies | Vacuolate and phenolic bodies | Dense cytoplasm and phenolic bodies | Vacuolate and phenolic bodies | Dense cytoplasm and phenolic bodies |
| Nectary papillae multicellular with three regions | Yes | Yes | Yes | Yes | Yes | Yes | Yes | Yes |
| Number of papillae cell  layers | <12-14 | 12-14 | <5-6 | 5-6 | <5-6 | 5-6 | <5-6 | 5-6 |
| Number of basal cells, less electron dense | 2 | 2 | 1 | 1 | 1 | 1 | 1 | 1 |
| Stalk cell features | Phenolic bodies, vacuolate | Phenolic bodies, highly vacuolate, vacuole size decreases but number increases | Phenolic bodies around cell periphery, no vacuoles | Phenolic bodies around cell periphery, highly vacuolated | Phenolic bodies around cell periphery, no vacuoles | Phenolic bodies around cell periphery, highly vacuolated | Phenolic bodies, vacuolate | Phenolic bodies, highly vacuolated, vacuole size decreases but number increases |
| Head cell vacuoles, cell walls, and cuticle | Vacuoles, cuticle attached to cell wall | Highly vacuolated, cuticle separates from cell walls and forms surface microchannels | No vacuoles,  cuticle partially separated from walls | Highly vacuolated, cuticle separates from cell walls and forms surface microchannels | No vacuoles,  cuticle partially separated from walls | Highly vacuolated, cuticle separates from cell walls and forms surface microchannels | Vacuoles | Highly vacuolated, cuticle separates from cell walls and forms surface microchannels |
| **Structural Detail** | **Pre-FL** | **Sec-FL** | **Pre-B** | **Sec-B** | **Pre-C** | **Sec-C** | **Pre-FO** | **Sec-FO** |
| Papillae cuticle and cell walls | Thinnest around head cells and thickest around basal cells | Thinnest around head cells and thickest around basal cells | Thinnest around head cells and thickest around basal cells | Thinnest around head cells and thickest around basal cells, cell wall ingrowths, periplasmic space | Thinnest around head cells and thickest around basal cells | Thinnest around head cells and thickest around basal cells, cell wall ingrowths | Thinnest around head cells and thickest around basal cells | Thinnest around head cells and thickest around basal cells |
| Mitochondria, highest number in basal cells | N/A | Yes | N/A | Yes | N/A | Yes | N/A | Yes |
| RER, highest number in basal cells | N/A | Yes | N/A | Yes | N/A | Yes | N/A | Yes |
| Vesicles often observed fused with plasma membranes | N/A | Yes | N/A | Yes | N/A | Yes | N/A | Yes |
| Amyloplasts | N/A | Present | N/A | Present | N/A | Present | N/A | Present |
| Chloroplasts | N/A | Absent | N/A | Present | N/A | Absent | N/A | Present |
| Golgi bodies | N/A | Present | N/A | Present | N/A | Present | N/A | Present |
| Plasmodesmata observed in all walls of papillae and nectariferous parenchyma | N/A | Y | N/A | Y | N/A | Y | N/A | Y |

# Supplementary material for: Nectar biosynthesis is conserved among floral and extrafloral nectaries
**Source:** Plant Physiol. 2021 Jan 28;185(4):1595–616. doi: 10.1093/plphys/kiab018
**Supplement:** kiab018_Supplementary_Data

# Supplemental Figures

Chatt *et al.*, Cotton floral and extrafloral nectaries

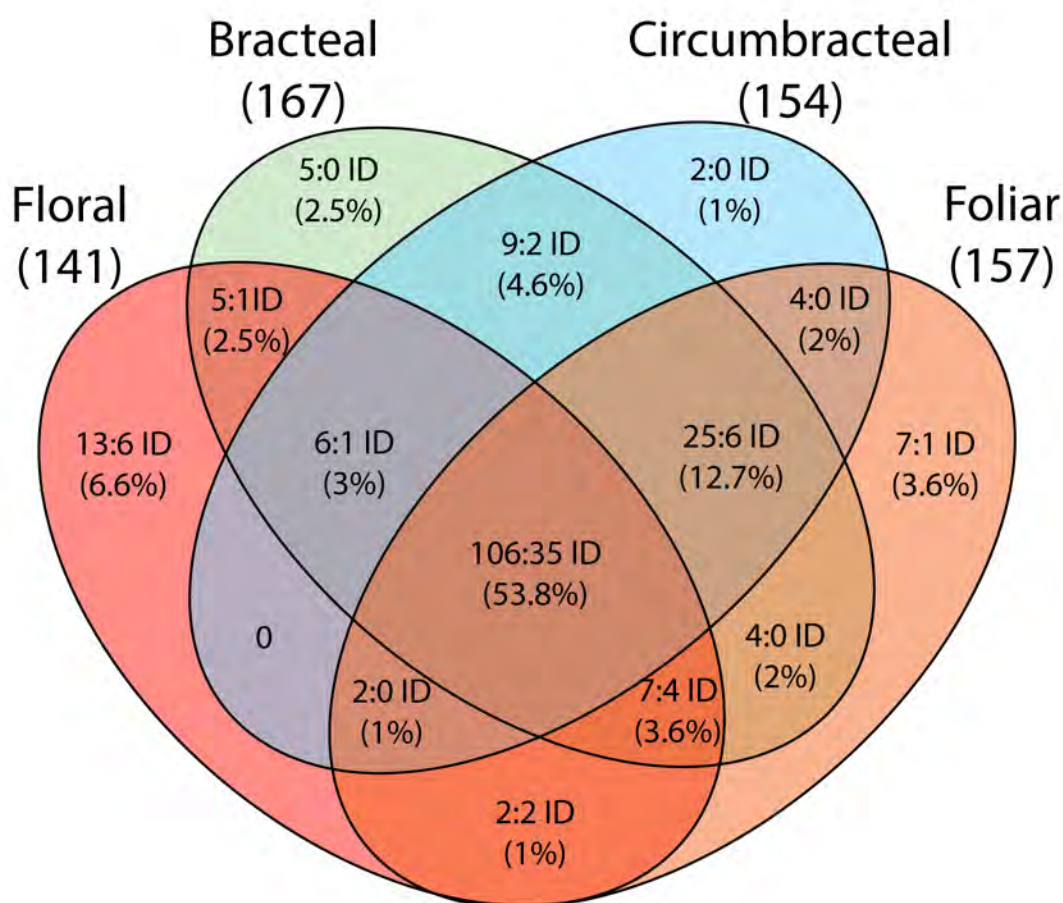

SUPPLEMENTAL FIGURE S1 | Venn diagram representation of the *G. hirsutum* nectar metabolomes. Each set is labeled with the number and percentage of analytes falling into that set along with the number of chemically identified analytes (the number after the colon).

Chatt *et al.*, Cotton floral and extrafloral nectaries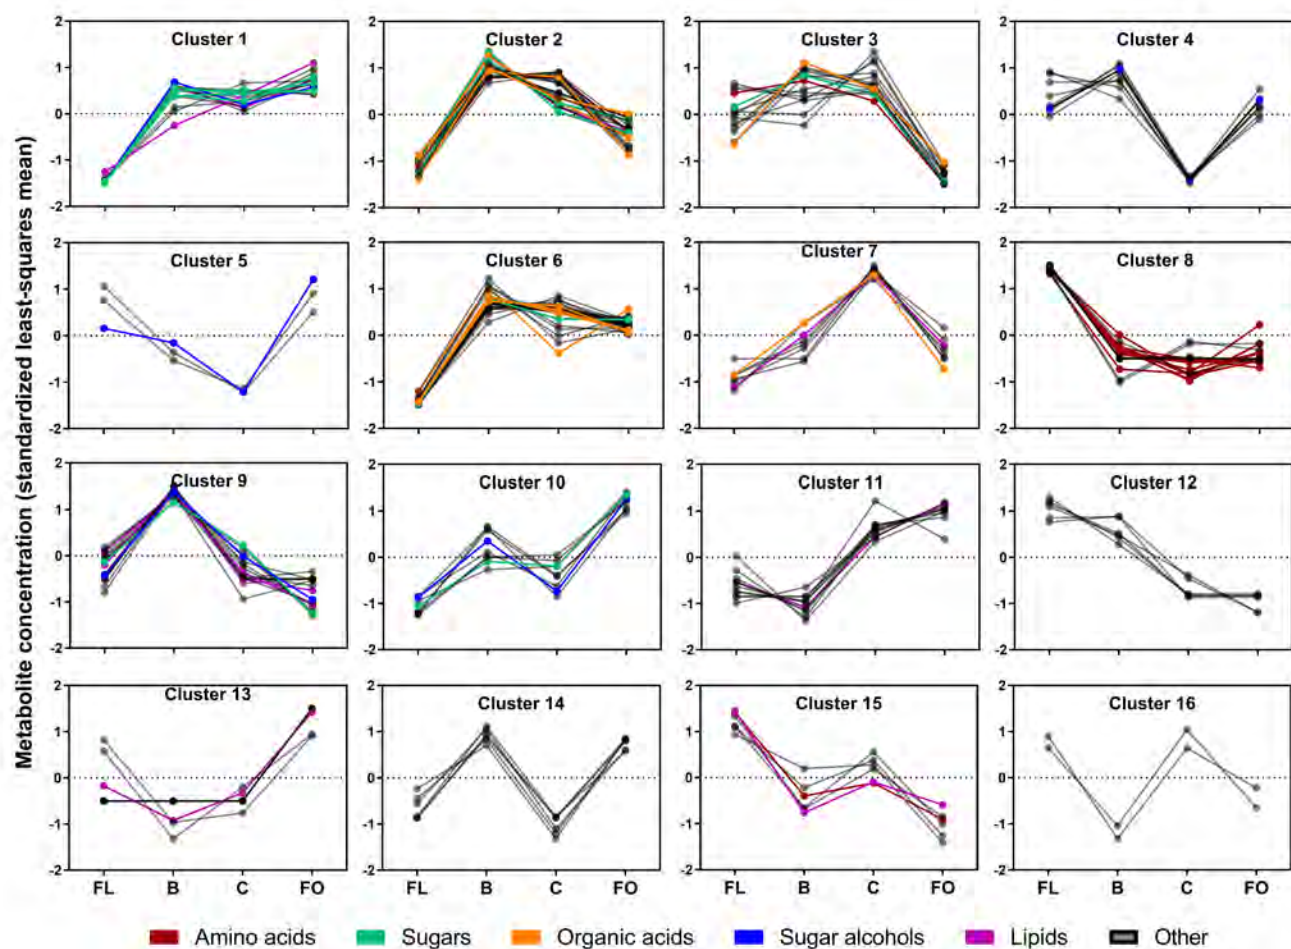

SUPPLEMENTAL FIGURE S2 | Hierarchical clustering analysis by nectar type of the 197 quantified nectar analytes. Abbreviations: FL = floral; B = bracteal; C = circumbracteal; FO = foliar.

## Supplemental Figures

Chatt *et al.*, Cotton floral and extrafloral nectaries

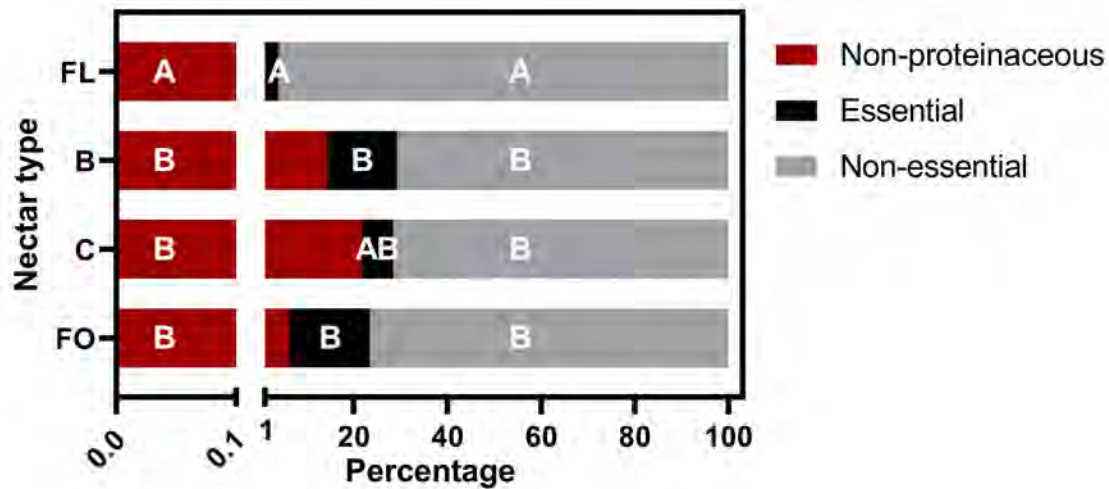

SUPPLEMENTAL FIGURE S3 | Amino acid profiles of *G. hirsutum* nectars categorized as non-proteinaceous, essential, and non-essential amino acids. Essential amino acids include leucine, isoleucine, phenylalanine, threonine, tryptophan, and valine. Letters on each data bar indicate statistical significance in abundance ( $q$ -value  $< 0.05$ ). Abbreviations: FL = floral; B = bracteal; C = circumbracteal; FO = foliar.

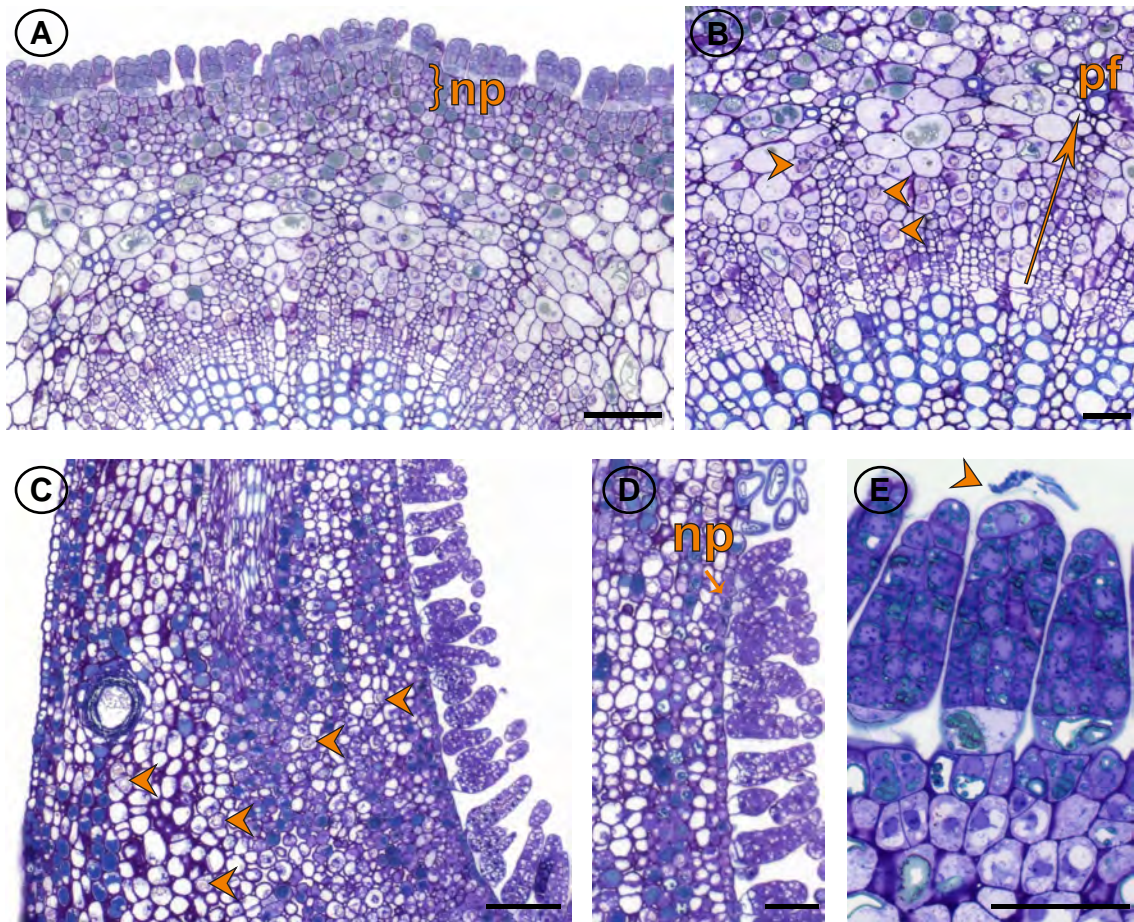

SUPPLEMENTAL FIGURE S4 | Light micrographs of longitudinal sections of different *G. hirsutum* nectaries stained with Toluidine Blue O for general morphology. (A) Foliar secretory nectary overview; (B) Foliar secretory nectary, phloem rays extending into the subnectariferous parenchyma highlighted by arrow, arrow heads point to druse crystals; (C) Floral secretory nectary overview, arrow heads point to druse crystals; (D) Distal portion of floral secretory nectary highlighting the nectariferous parenchyma; (E) Pre-secretory bracteal nectary displaying separation of cuticle from head cells highlighted by arrow head. Abbreviations: np = nectariferous parenchyma; pf = phloem fiber. Scale bars A, C= 100  $\mu$ m; B,D = 50  $\mu$ m.

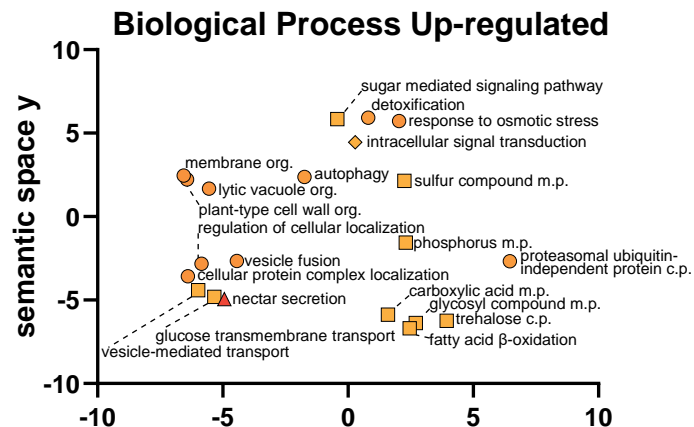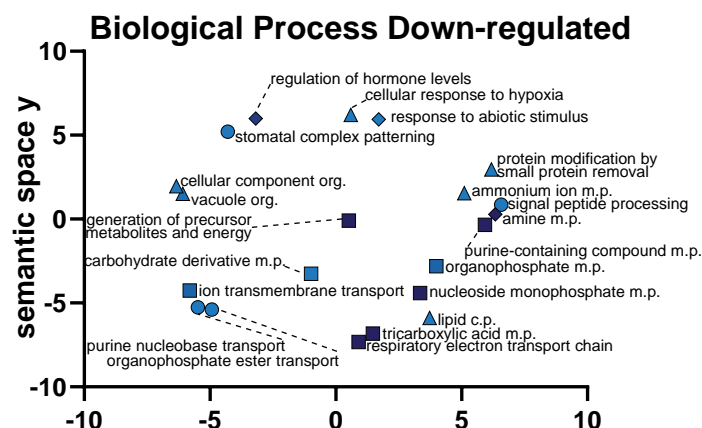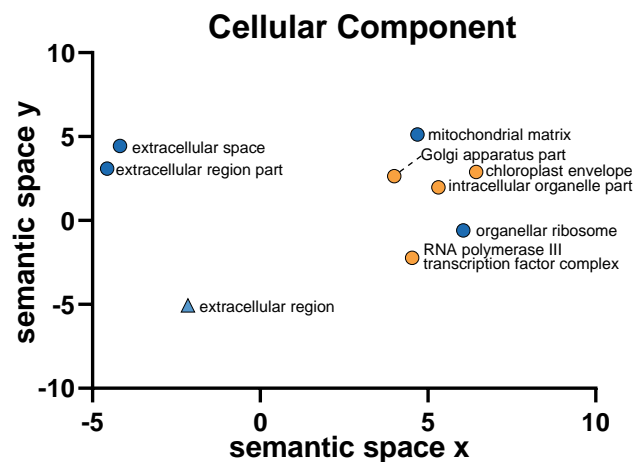

● Bracteal    ■ Circumbracteal    ▲ Floral    ◆ Foliar

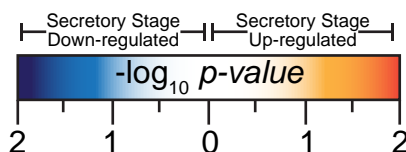

SUPPLEMENTAL FIGURE S5 | Gene ontology enrichment analysis of genes identified in Figure 8C, as uniquely up- or down-regulated during the secretory stage of development in a each nectary type. GO terms are clustered by the REVIGO visualization algorithm based on semantic similarity (semantic space). Details of the results are provided in Supplemental File 9. Abbreviations: m.p. = metabolic process; c.p. = catabolic process; org. = organization; t.t. = transmembrane transporter.

## Supplemental Figures

Chatt *et al.*, Cotton floral and extrafloral nectaries

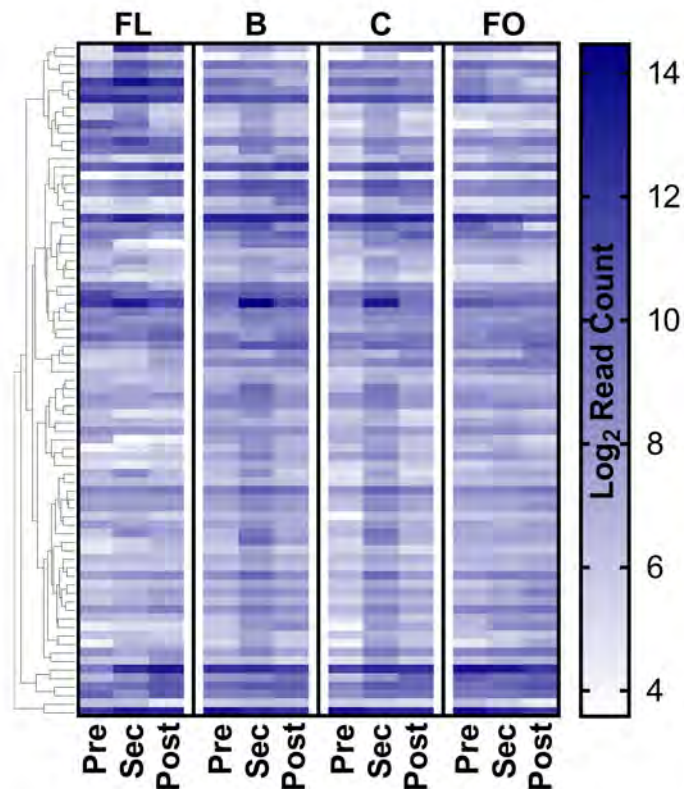

SUPPLEMENTAL FIGURE S6 | Heat map representation of temporal differential expression of genes annotated as transmembrane transporters. Genes were filtered by the characteristic of being upregulated in nectary tissue as compared to the non-nectary control tissue. Temporal differential expression was evaluated relative to the secretory stage nectaries. Genes were hierarchically clustered based on one minus Pearson correlation of the log<sub>2</sub> transformed normalized read counts. Gene descriptions are provided in Supplemental Dataset S9. Abbreviations: FL = floral; B = bracteal; C = circumbracteal; FO = foliar; Pre = pre-secretory; Sec = secretory; Post = post-secretory.

# Supplemental Figures

Chatt *et al.*, Cotton floral and extrafloral nectaries

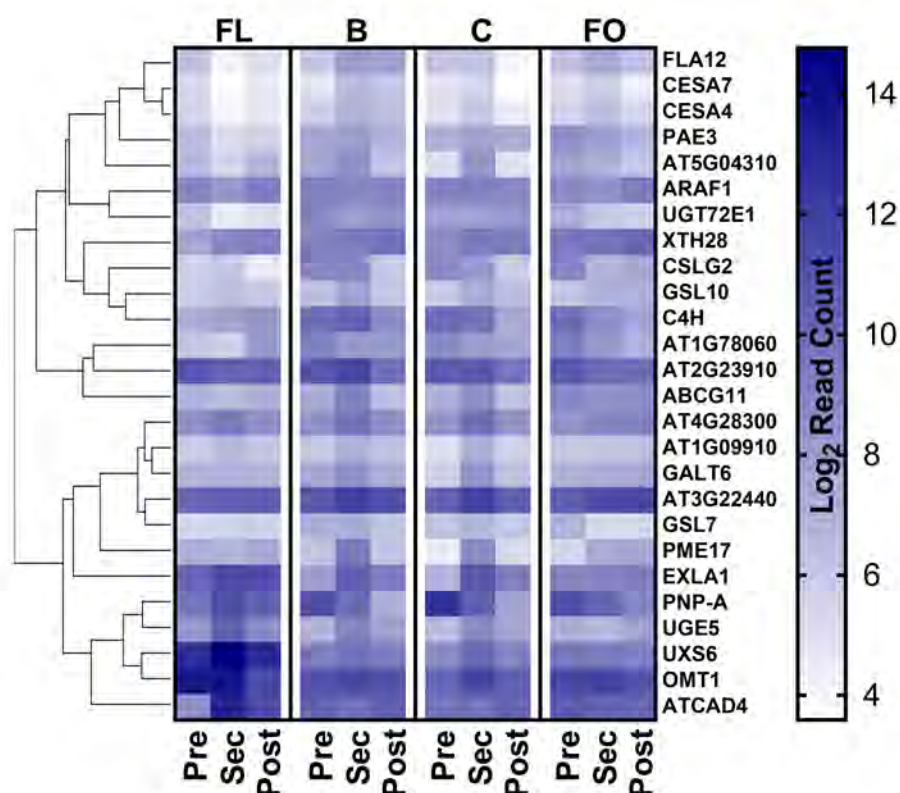

SUPPLEMENTAL FIGURE S7 | Heat map representation of temporal differential expression of genes annotated as involved in cell wall metabolism. Genes were filtered by the characteristic of being upregulated in nectary tissue as compared to the non-nectary control tissue. Temporal differential expression was evaluated relative to the secretory stage nectaries. Genes were hierarchically clustered based on one minus Pearson correlation of the log<sub>2</sub> transformed normalized read counts. Gene descriptions are provided in Supplemental File 10. Abbreviations: FL = floral; B = bracteal; C = circumbracteal; FO = foliar; Pre = pre-secretory; Sec = secretory; Post = post-secretory.

## Supplemental Figures

Chatt *et al.*, Cotton floral and extrafloral nectaries

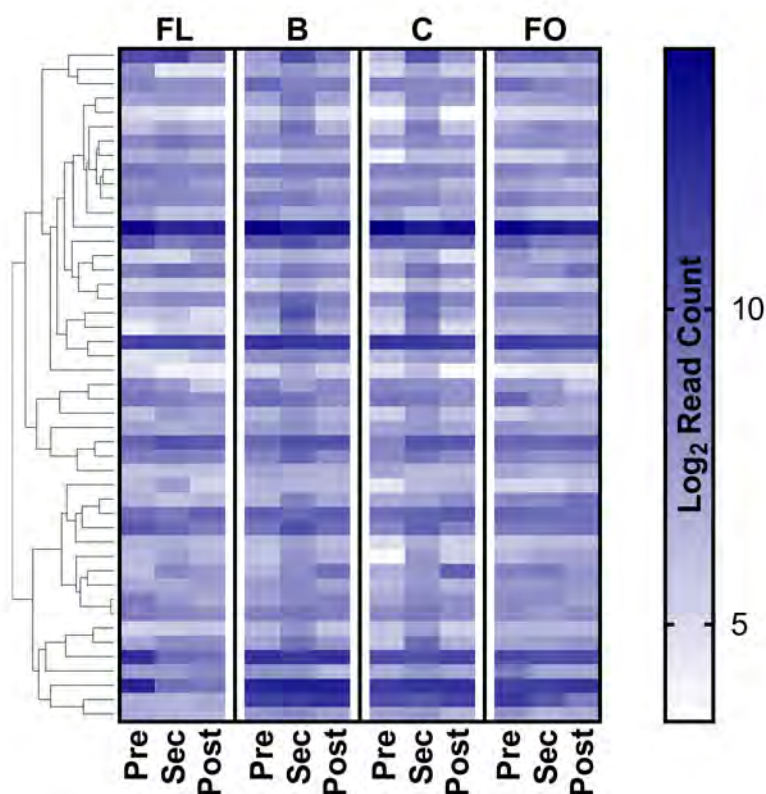

SUPPLEMENTAL FIGURE S8 | Heat map representation of temporal differential expression of genes annotated as involved in lipid metabolism. Genes were filtered by the characteristic of being upregulated in nectary tissue as compared to the non-nectary control tissue. Temporal differential expression was evaluated relative to the secretory stage nectaries. Genes were hierarchically clustered based on one minus Pearson correlation of the log<sub>2</sub> transformed normalized read counts. Gene descriptions are provided in Supplemental File 10. Abbreviations: FL = floral; B = bracteal; C = circumbracteal; FO = foliar; Pre = pre-secretory; Sec = secretory; Post = post-secretory.

How the deposited data were processed for this re-analysis (not part of the article)

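The RNA of nectaries and adjacent non-nectary control tissue of Gossypium hirsutum TM-1 was measured by RNA-seq. One table of values was analyzed, with 49663 entries and 102 columns, which are 2 sequencing runs of each of 51 RNA samples. Floral, bracteal, circumbracteal and foliar tissues at the pre-secretory and post-secretory stages have 2 or 3 RNA samples each, the secretory floral nectary and its control 3 each, and the secretory foliar nectary and its control 1 each. Conditions and replicate numbers were taken from the sample records. The secretory RNA samples of a second sequencing set were not analyzed here, and neither were the metabolite data, the microscopy or the RT-qPCR values.

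The signal values in the table were made by the authors, who describe mapping with BLASTN, transfer of read counts to Arabidopsis genes and upper-quartile normalization. The entries of the table, as deposited, are NCBI protein accessions with a description and a best Arabidopsis match, so they belong to another annotation than the one described, and the aligner, filters and scaling of this table are not stated. The unit was examined on the values themselves. Among 42244 entries with enough values of at most 50, 7653 took only rounded multiples of a step larger than 1. Of 200699 values held out from the search for the step, 99.08% lay on it, where 57.6% would by chance. The step fell with the length of the gene (Spearman rho -0.468 over 4492 entries). The values were therefore handled as a length-scaled signal and not as raw counts. The tests planned before the data were examined assumed raw counts, and since the unit turned out otherwise, they were replaced by limma with the same groups, threshold and filter. The column totals are not normalized for library size. Summed over both runs, the total per RNA sample was 7489375 to 16203450, with a median of 10187922. In the 7653 entries with such a step, of median 1.745, a value near 10 rests on few reads. Their fold changes at that level are imprecise.

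The 2 runs of each RNA sample were added up. Entries were paired with cotton genes by accession (25722 entries) or by accession or name in the description (30447 entries), and entries of the same gene were summed (5642 entries), with the remaining entries kept as they are, giving 46672 cotton genes. For genes that the paper names and for its gene lists, the 48158 entries with an Arabidopsis match were summed by match to 14166 Arabidopsis genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used. Values were divided by an upper-quartile factor per RNA sample. Genes with a value of at least 10 in at least 2 RNA samples were tested, 46113 cotton genes and 14133 Arabidopsis genes. The logarithm to base 2 of the normalized value plus 1 was fitted with lmFit, with 1 coefficient per condition and all 51 RNA samples, followed by eBayes with a variance trend. Each comparison was adjusted over its genes by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05 and a change of at least 1.5-fold (0.585 on the log2 scale).

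There were 15 comparisons. The nectary was compared with its control at each replicated stage, the floral nectary between its 3 stages, and the other nectary types between the post-secretory and the pre-secretory stage. The difference of the latter change between 2 nectary types was tested as a contrast of the same fit in 6 pairs of types, and the difference of the change between a nectary and its control likewise. The ratio of SWEET9 to CWINV4 was compared by exact two-sided permutation tests. The 6 gene lists of Supplemental Dataset S9 were counted over all genes and adjusted over the list alone. Overlaps and list counts carry no test of enrichment, because the lists were selected on these samples. A call at the secretory stage of the foliar nectary was not made, since 1 RNA sample has no replicate.

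Genes named in the text were chosen by a rule set before the data were examined. The rule takes every gene that the paper names for samples in the table, and for each comparison the 2 genes with the largest rise and the 2 with the largest fall among those called, with a mean of at least 100 in the higher group and no overlap between replicates. Of the latter the text prints a part, in some comparisons not the gene with the largest change, and this part was picked after the values had been seen. The comparisons at which the genes named by the paper are reported were also picked after their values had been seen. The abundant entry named under the other observations lies outside the rule and was also chosen after its values were seen, as were AT2G39060, AT1G24260 and AT1G49750. A single cotton entry of AT2G39060 does come under the rule, for the post-secretory against the secretory floral nectary. No entry had AT3G53420 or AT3G07160 as its best match.

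The procedure was tested on simulated data in which 100 genes were changed 8-fold and 100 4-fold. Among cotton genes 79 and 57 of them were recovered, and among Arabidopsis genes 92 and 80, all in the right direction. The comparison simulated was the post-secretory against the secretory floral nectary, with the same spread in every group. Whether samples with the same replicate number behave as pairs was checked by the correlation of their residuals across genes. The lowest correlation was above 0.1, with 3 pairs, for secretory floral, post-secretory bracteal and post-secretory foliar nectaries against their controls and for the post-secretory against the secretory floral nectary. The other comparisons had a pair below it or only 2 pairs.

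The alternatives set before the data were examined were TMM scaling, no filter on low values, each run by itself, no fold-change threshold, the fold-change threshold before adjustment, entries as deposited, Arabidopsis genes in place of cotton genes, the most abundant cotton gene in place of the sum, only the conditions compared in the fit, the replicate number as a block, and leaving out each RNA sample in turn. Those added after the data were seen were a pseudocount of 10, scaling by the median of ratios, leaving out entries with no Arabidopsis match, Arabidopsis genes for the temporal patterns and shared sets, the SWEET9-like gene AT2G39060 in place of AT5G50790, and a difference from control as a further condition on developmental genes. A test with DESeq2, also planned, was not run because it needs raw counts.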

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

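All tests in this part were chosen only after the result they concern had been seen. For the comparison of control tissues between nectary types, the share of nectary cells and the unmatched genes, what the test should show was written down before it was run, though after related values had been seen.

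The change from the pre-secretory to the post-secretory stage differed between nectary types, by the limma test of the difference with Benjamini-Hochberg adjustment, in 105 genes for bracteal and circumbracteal, 3238 for floral and foliar, 89 for bracteal and foliar, 833 for circumbracteal and foliar, 2508 for floral and bracteal and 5726 for floral and circumbracteal nectaries. Single RNA samples moved some of these numbers by more than 1.5 times. The bracteal and circumbracteal number was 34 and 65 without bracteal post-secretory replicates 1 and 2, 846 and 693 without circumbracteal pre-secretory replicates 1 and 2 and 374 without circumbracteal post-secretory replicate 3. The bracteal and foliar number was 43 and 50 without bracteal post-secretory replicates 1 and 2 and 51 without foliar post-secretory replicate 1. The circumbracteal and foliar number was 1905 and 1656 without circumbracteal pre-secretory replicates 1 and 2, 1329 without circumbracteal post-secretory replicate 3, and 438, 502 and 395 without foliar post-secretory replicates 1, 2 and 3.

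A candidate explanation is a difference between the organs, shared by the control tissue. Over 75% of the genes should then differ the same way between the control tissues of the types. The share was 93.6% for floral and foliar, 88.8% for bracteal and foliar, 78.5% for circumbracteal and foliar, 88.8% for floral and bracteal and 82.7% for floral and circumbracteal nectaries, and the median log2 difference of these genes in control was 2.31, 3.46, 1.06, 1.66 and 1 against 4.31, 5.11, 4.15, 4.30 and 3.81 in the nectaries. For these pairs the values go with such a difference. A harvest batch common to nectary and control of a type and stage would give the same, and no harvest batches are stated, so organ and batch cannot be told apart. For bracteal and circumbracteal nectaries the share was 61.9%, between what a shared difference and its absence would give, with medians of 4.41 and 0.37, and the 2 cannot be told apart for these genes. A difference between the nectaries themselves stays open and was not tested apart from the organ.

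The change over development also differed between a nectary and its own control tissue, by the same limma test with Benjamini-Hochberg adjustment. This was so for 71 genes in the floral pre-secretory against secretory, 11 in the post-secretory against secretory and 189 in the post-secretory against pre-secretory comparison, and for 2 genes in the bracteal, 448 in the circumbracteal and 60 in the foliar nectary. The test did not pair nectary and control samples by replicate number, although some of these pairs were correlated. Far more genes were called in the nectary than in its control in some comparisons, but without this test a call in one tissue alone is no difference. Genes called in the control numbered 836, 78, 1421, 3079, 4395 and 7077 in the same order, and 376, 42, 701, 1203, 2542 and 3773 were called in the same direction in both tissues. For the post-secretory against the secretory floral stage, the genes called in the nectary moved the same way in the control tissue in 86.1% of cases, which goes with a change shared with the adjacent tissue. Noisier control libraries are argued against by a control spread of 0.722 times that of the nectary. Nectary cells in the control samples would have to make up a median of 17.73% of them to give the control change of these genes. Of 2133 genes not called between these stages whose mean was at least 500 in the nectary at both, the 10 lowest in control leave room for up to 18.86% (the lowest of them for 2.0%). Of the called genes 47.5% need more than that share, but 9.12% do so beyond the spread of the replicates (one-sided Welch p under 0.05 per gene, where chance gives up to 5%). With 1 control replicate left out, this ran from 5.59% (secretory replicate 1) to 10.8% (secretory replicate 3). Only the latter passed the 10% set for excluding such cells as the whole cause. So such cells and a change of the control tissue itself cannot be told apart. This check replaced an earlier one that could not have shown such cells, after the result of the earlier one was seen. A change with the age of the flower, and a batch shared by both tissues of a stage, may each give this and stay open. What sets apart the genes whose change differs between the tissues was not tested.

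Entries without an Arabidopsis match drop out when counts are carried to Arabidopsis genes, and the paper does not report on them. Among them 27 genes were called higher in the secretory floral nectary than in its control (limma with Benjamini-Hochberg adjustment). Chance differences between the secretory RNA samples are argued against, since 25 of the 27 (92.6%, exact two-sided binomial p = 5.65e-06 against 50%) were also higher in the nectary at the pre-secretory stage, in other RNA samples, and 17 and 13 of them were called at the pre-secretory and post-secretory stages as well. This check replaced an earlier one after its result was seen. The earlier one compared how often unmatched and matched genes were called at the secretory stage, 7.16% of 1327 against 9.07% of 44786, with 27 of the 95 unmatched calls higher and 68 lower in the nectary, so unmatched genes are not called more often. The binomial test treats genes as independent, which they are not. Reads shared between paralogs, RNA of another organism and real nectary genes without a close Arabidopsis relative all stay open, as no sequence was examined, and no biological explanation was tested.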

How the results depend on the processing

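Every test in this part that was added to those set before the data were examined was chosen only after the values had been seen: a pseudocount of 10, scaling by the median of ratios, leaving out entries with no Arabidopsis match, Arabidopsis genes for the temporal patterns, the sharing and the genes that differ from control only, the SWEET9-like gene, and a difference from control as a further condition on developmental genes. Under TMM scaling, median of ratios scaling, no filter on low values, no fold-change threshold, entries as deposited and leaving out unmatched entries, no count moved by more than 1.5 times, and no named gene tested under the first 3 of them changed its direction or its call. Over these 6 settings the genes called between nectary and control numbered 3898 to 4045, 4085 to 4219 and 1832 to 1884 at the pre-secretory, secretory and post-secretory stages of the floral nectary, and at the pre-secretory and post-secretory stages 30 to 33 and 1201 to 1244 for the bracteal, 3191 to 3549 and 3018 to 3110 for the circumbracteal and 332 to 346 and 970 to 1025 for the foliar nectary. Against the secretory floral nectary they were 2290 to 2376 (pre-secretory) and 1915 to 1986 (post-secretory), and between the post-secretory and pre-secretory stages 3608 to 3678 for the floral, 2221 to 2285 for the bracteal, 10448 to 10949 for the circumbracteal and 5973 to 6201 for the foliar nectary. The scalings moved the median of all genes by at most 0.1 on the log2 scale, except that the median of ratios moved the comparison of pre-secretory floral nectary and control by -0.11.

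With only the conditions compared in the fit, fewer samples estimate the spread. The calls against control fell to 1845 and 2723 (pre-secretory and secretory floral), 0 and 499 (bracteal, pre-secretory and post-secretory), 0 and 346 (circumbracteal) and 0 (pre-secretory foliar), where the counts of 0 had 2003, 4136 and 4419 genes at an unadjusted p under 0.05. Between stages 320 (pre-secretory and secretory floral), 39 (post-secretory and secretory floral), 1582 (post-secretory and pre-secretory floral), 733 (bracteal) and 1349 (circumbracteal) were called. Of the gene lists, 0 carbohydrate, 3 transporter, 0 amino acid, 1 nitrogen, 1 cell wall and 0 lipid genes passed between the pre-secretory and secretory stages, and 0 of each list between the post-secretory and secretory stages. At an unadjusted p under 0.05 the lists with 0 held 3 (carbohydrate), 7 (amino acid) and 10 (lipid) genes in the former comparison, and 10, 29, 6, 5, 7 and 12, in the order above, in the latter. With only the 4 conditions of a difference between nectary types in the fit, the circumbracteal and foliar nectaries differed in 306 genes and the floral and circumbracteal nectaries in 2011.

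With Arabidopsis genes as features, fewer features are tested (14133 against 46113), which by construction lowers the numbers that can be called. The calls against control were 2136, 1992 and 834 (floral, in order of stage), 8 and 472 (bracteal), 809 and 1044 (circumbracteal) and 170 and 370 (foliar). Relative to the secretory floral nectary they were 1271 and 1258, and between the post-secretory and pre-secretory stages 1925, 955, 3710 and 3025 for the floral, bracteal, circumbracteal and foliar nectaries. The difference between types passed in 6 (bracteal and circumbracteal), 1664 (floral and foliar), 29 (bracteal and foliar), 260 (circumbracteal and foliar), 1245 (floral and bracteal) and 2528 (floral and circumbracteal) genes. The temporal patterns held 2215 genes, of them 438 lower before and higher after secretion, 906 higher at both, 614 lower at both and 257 higher before and lower after it, and 1935 genes differed from control only. Against control 208 genes were shared by floral and foliar, 289 by bracteal and circumbracteal and 53 by all 4 nectaries, and over development 793 by bracteal and circumbracteal and 73 by all 4. Requiring a difference from control as well, at a replicated stage of the same nectary type, by construction lowers the numbers. It left 2080 cotton genes in the temporal patterns (442 lower before and higher after secretion, 788 higher at both, 577 lower at both and 273 higher before and lower after it) and, of the shared developmental genes, 84 for bracteal and circumbracteal, 6 for floral and foliar and 1 for all 4 nectaries.

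Applying the fold-change threshold before adjustment leaves fewer genes to adjust over, and raised the calls against control to 2916 (post-secretory floral), 69 and 2065 (bracteal), 5139 and 4715 (circumbracteal), 542 and 1589 (foliar), those between the post-secretory and secretory floral nectary to 3216, and the differences between types to 231 (bracteal and circumbracteal), 144 (bracteal and foliar) and 1293 (circumbracteal and foliar). A pseudocount of 10 gave 140 genes for the pre-secretory bracteal, 775 for the pre-secretory foliar and 1631 for the post-secretory foliar nectary against control, 693 genes higher before and lower after floral secretion, differences between types in 310 (bracteal and foliar) and 1256 (circumbracteal and foliar) genes, and 7 lipid genes between the pre-secretory and secretory floral nectary. It also moved the share of genes higher in the nectary, from 16.7% to 33.3% in the pre-secretory circumbracteal, from 83.9% to 59.1% in the pre-secretory foliar and from 58.5% to 41.4% in the post-secretory foliar nectary. The cause was not tested.

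With the replicate number as a block, the post-secretory bracteal nectary had 1967 genes against its control. There, and for the secretory floral and post-secretory foliar nectary against control and the post-secretory against the secretory floral nectary, the numbers pair the samples, with correlations of deviations from 0.17 to 0.34 over the pairs, and the latter 3 counts stayed within 1.5 times. In the others the samples may share no more than a number. These gave 3123 (post-secretory floral), 70 (pre-secretory bracteal), 4966 and 5651 (circumbracteal) genes against control and 1414 between the bracteal stages. The log2 fold changes of ASP3 in the bracteal (-0.04) and SWEET9 in the foliar nectary (0.37) changed sign. The cause was not tested. For the pre-secretory foliar nectary and its control no paired analysis was possible, because they have a single replicate number in common.

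Run 1 by itself gave 47 genes for the pre-secretory bracteal and 2113 for the pre-secretory circumbracteal nectary against control, and a difference between bracteal and circumbracteal nectaries in 54 genes. In run 2 the latter number was 43, 7 lipid genes passed between the pre-secretory and secretory floral nectary, and the log2 fold change of AT1G47670 after floral secretion was -0.12. The cause was not tested. Taking the most abundant cotton gene in place of the sum, which by construction follows a single gene, changed the sign of the log2 fold change of AT1G47670 (-1.44 after floral secretion), ASP3 (0.27 before it), PIP1B (2.82) and PROT1 (-0.35) in the circumbracteal nectary, ADT2 in the bracteal (-0.76) and foliar nectary (-0.59) and GLU1 in the foliar nectary (-0.30), and of the difference in the log2 ratio of SWEET9 to CWINV4 between floral and bracteal nectaries (0.52). Here 4 nitrogen genes passed between the pre-secretory and secretory floral nectary. With the SWEET9-like gene AT2G39060, that ratio difference was 1.57 and the one between the post-secretory and secretory floral nectary -2.90, and that gene is listed at 0 in the bracteal nectary.

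Leaving out 1 RNA sample at a time lowers the number of replicates. The ranges over these fits follow, with 3 to 33 fits per result. Against control, calls ran from 2604 to 3463, 2408 to 4147 and 1087 to 1646 (floral, in order of stage), 748 to 989 (post-secretory bracteal), 1533 to 5820 and 1480 to 5634 (circumbracteal) and 609 to 767 (post-secretory foliar). Between stages they ran from 1545 to 2436 and 417 to 3501 (pre-secretory and post-secretory against secretory floral), 2378 to 3254 (floral, post-secretory against pre-secretory), 1306 to 2009 (bracteal), 8441 to 11116 (circumbracteal) and 4190 to 4458 (foliar). The temporal patterns held 2187 to 5053 genes together, and 452 to 690, 742 to 2447, 701 to 1573 and 234 to 474 one by one in the order above. Shared genes over development numbered 367 to 547 (floral and foliar), 1008 to 1863 (bracteal and circumbracteal) and 63 to 143 (all 4), and against control 287 to 372, 509 to 833 and 72 to 114. Differences between types ran from 34 to 846 (bracteal and circumbracteal), 43 to 89 (bracteal and foliar), 395 to 1905 (circumbracteal and foliar), 1785 to 2347 (floral and bracteal), 4430 to 7127 (floral and circumbracteal) and 2652 to 2968 (floral and foliar). Genes that differ from control only ran from 3838 to 4992.

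In the gene lists (carbohydrate, transporters, amino acid, nitrogen, cell wall and lipid in turn), leaving out 1 RNA sample gave 3 to 4, 13 to 19, 3 to 4, 2 to 4, 4 to 10 and 4 to 8 genes between the pre-secretory and secretory floral nectary, 2 to 7, 4 to 27, 3 to 7, 1 to 5, 4 to 6 and 0 to 9 between the post-secretory and secretory one (9 lipid genes had an unadjusted p under 0.05 in the fit with 0, without secretory replicate 2), and 4 to 7, 21 to 27, 4 to 8, 4 to 5, 9 to 12 and 14 to 23 genes highest at the secretory stage. The difference in the log2 ratio of SWEET9 to CWINV4 ran from -1.03 to 0.42 (floral and bracteal), 0.06 to 1.72 (floral and circumbracteal), -3.21 to -1.76 (floral and foliar), -3.30 to -2.70 (pre-secretory and secretory floral), 0.06 to 1.51 (post-secretory and secretory floral) and 3.00 to 4.44 (post-secretory and pre-secretory floral). Log2 fold changes of named genes that changed sign ran, with the RNA samples behind the change of sign in parentheses, from -0.36 to 0.14 for SS2 (0.14 without secretory replicate 1), -0.43 to 0.37 for NiR1 (0.25 and 0.37 without secretory replicate 2 and post-secretory replicate 3), -0.08 to 0.84 for AT1G69850 (secretory replicate 3) and -0.07 to 0.75 for AT1G47670 (post-secretory replicate 3) between the post-secretory and secretory floral nectary, and -0.12 to 0.80 for GLU1 between the pre-secretory and secretory one (secretory replicate 2). Between the post-secretory and pre-secretory stages they ran from -0.04 to 0.44 and -0.02 to 0.31 for ASP3 in the bracteal and circumbracteal nectary (-0.04 and -0.02 without post-secretory replicate 1), -0.65 to 0.94 for PROT1 in the bracteal (-0.14 without post-secretory replicate 2, -0.65 without pre-secretory replicate 3) and -0.22 to 0.64 in the circumbracteal nectary (pre-secretory replicate 1), -1.44 to 0.21 for PIP1B in the circumbracteal nectary (post-secretory replicate 2), and -0.07 to 0.38 for GLU1 (post-secretory replicate 2) and -1.91 to 1.49 for SWEET9 (0.37 without post-secretory replicate 3, 1.49 without pre-secretory replicate 1) in the foliar nectary. For ADT2 in the bracteal nectary they ran from -0.03 to 0.81 (pre-secretory replicate 3).

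Over all alternatives, the values of single named genes were the same in 1896 cases, no longer past the threshold in 91, newly past it in 23 and reversed in 23, and 30 values from fits with a group of 1 moved by more than the replicate error. DESeq2 with its size factors, planned for 17 results, was not run, since it needs raw counts. Leaving out 1 of 2 replicates leaves a group of 1, so for such fits no call was made, and the pre-secretory bracteal and foliar comparisons with control have no range. Depth and replication may limit the calls at low expression, but recovery in the simulation was not split by expression level. Of simulated 4-fold changes 57 of 100 were recovered among cotton genes, so a gene that is not called has not been shown to be unchanged.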

Differences from the paper's values

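No cause of a difference was tested in this part, and apart from the condition on the control, only the measure of AT2G39060 was chosen after its values had been seen. A log2 fold change is said to reach the paper's value where it has the same sign and lies within the standard error of the fold change here. A value near that limit can reach it by a small shift.

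The floral genes of the 4 temporal patterns, as Arabidopsis genes, number 135 in the paper and 438 here for lower before and higher after secretion, 158 in the paper and 906 here for higher at both, 114 in the paper and 614 here for lower at both, and 74 in the paper and 257 here for higher before and lower after it. Of the alternatives set before the data were examined, none of TMM scaling, no filter on low values, run 1 or run 2 by itself, no fold-change threshold and leaving out each RNA sample closed any of the 4 gaps, and the number closest to the paper's was 301, 451, 354 and 161 in that order, the first of them without secretory replicate 1 and the others without secretory replicate 2. The paper's sets hold only genes that also differ from control, which the numbers here do not require, so the 2 are not the same measure. With that condition, chosen after seeing the values, the numbers were 275, 519, 324 and 179, and none of these gaps was closed.

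For the log2 fold change of SS2 between the post-secretory and secretory floral nectary, the paper has 0.07 and the value here is -0.11. Leaving out secretory replicate 1 (0.14) reached the paper's value. Run 1 by itself gave 0.00, which is within the standard error of the paper's value but has neither sign, and TMM scaling, no filter, run 2, the most abundant gene, only the 2 conditions in the fit, the replicate block and leaving out any of the other RNA samples did not reach it. For NiR1 in this comparison the paper has 0.15 and the value here is -0.08, which leaving out secretory replicate 2 (0.25) or post-secretory replicate 3 (0.37) brought to the paper's value and no other alternative set before the data were examined did. For PROT1 between the pre-secretory and secretory stages the paper has -2.50 and the value here is -1.97. The most abundant gene (-2.37), the replicate block (-2.12) and leaving out pre-secretory replicate 2 (-2.50) or secretory replicates 1 (-2.04) or 3 (-2.19) reached it, and TMM scaling, no filter, either run, only the 2 conditions and leaving out pre-secretory replicate 1 or secretory replicate 2 did not.

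For GLU1 the paper has -0.37 between the pre-secretory and secretory stages, against 0.38 here, which only leaving out secretory replicate 2 (-0.12) brought to the paper's value among the alternatives set before the data were examined. Between the post-secretory and secretory stages it has 1.23, against 1.64 here. TMM scaling (1.61), run 1 (1.53) and leaving out secretory replicate 2 (1.14) or post-secretory replicates 1 (1.62) or 3 (1.61) came within the standard error of 0.40 that the value here just misses, and no filter, run 2, the most abundant gene, only the 2 conditions, the replicate block and leaving out secretory replicates 1 or 3 or post-secretory replicate 2 did not. For TIP2;1 the paper has 0.16 between the pre-secretory and secretory stages, against 1.03 here. The most abundant gene (0.81) and leaving out secretory replicates 1 (0.36) or 2 (0.58) reached it, and no other alternative set before the data were examined did. Between the post-secretory and secretory stages the paper has 2.09, against 2.90 here, and was reached by leaving out secretory replicates 1 (2.23) or 2 (2.45) and by no other of these alternatives. The fold changes here compare means of logarithms. In both comparisons, the ratio of the mean normalized values of TIP2;1 given earlier lies closer to the paper's value. The gaps for TIP2;1 therefore depend on the measure.

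The SWEET9-like gene AT2G39060 averages 15 in the paper's supplement in the post-secretory floral nectary, against 6.47 here as a normalized value, and in the paper 95 in the pre-secretory bracteal, 49 in the pre-secretory and 19 in the post-secretory circumbracteal and 135 in the pre-secretory foliar nectary, each listed at 0 here. None of the alternatives was computed for this measure.

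Some statements of the paper differ from the values here in gene, ranking or direction. The paper names TPS21 as the gene common to the development of all nectary types, and here 113 cotton genes, or 73 Arabidopsis genes, were called in the same direction in all 4 between the post-secretory and pre-secretory stages. It ranks bracteal and circumbracteal nectaries as the most alike, and here they shared 15.1% of the cotton genes of either, fewer than circumbracteal and foliar (20.3%) or bracteal and foliar nectaries (19.4%), although their correlation of fold changes was the highest (0.60). As Arabidopsis genes they shared 20.5%, more than bracteal and foliar (19.4%) but fewer than circumbracteal and foliar nectaries (26.5%). These shares are capped by unequal set sizes, with 2285 bracteal, 10683 circumbracteal and 6084 foliar cotton genes, so they do not settle which types are most alike. By number, 1704 of the bracteal cotton genes were shared with the circumbracteal and 1359 with the foliar nectary. The paper ranks floral and foliar nectaries as the most distinct, and here they shared 6.60% of cotton genes, more than floral and bracteal (3.67%) or floral and circumbracteal nectaries (5.60%), with 9.02%, 4.39% and 7.47% of Arabidopsis genes in the same order. It describes few developmental genes in the foliar nectary, and 6084 cotton genes were called there between the post-secretory and pre-secretory stages.

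The sets behind these statements of the paper hold only genes that also differ from control, and they are taken against the secretory stage, whereas here the post-secretory stage was set against the pre-secretory one. With the condition on the control, chosen after seeing the values, bracteal and circumbracteal nectaries shared the largest part, as the paper ranks them, with 2.97% of cotton genes (1.49% for bracteal and foliar, 1.15% for circumbracteal and foliar) and 4.22% of Arabidopsis genes. Floral and foliar nectaries then shared the smallest part of cotton genes (0.292%, against 0.405% for floral and bracteal nectaries), as the paper ranks them, but not of Arabidopsis genes (0.842% against 0.519%). The foliar nectary kept 278 cotton genes or 135 Arabidopsis genes, against 200 or 94 in the bracteal nectary, and all 4 types had in common 1 cotton gene, described as an AGL9 homolog (AT1G24260), or 1 Arabidopsis gene (AT1G49750), neither of them TPS21. Both genes were picked after their values had been seen.

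The paper places a nitrate transporter given as AT1G69850 at its peak in the secretory floral nectary, where it had its lowest mean here (80.2 against 169.9 before secretion), and AT1G32450 peaked at that stage. The paper names the transporter NRT1.5, and which of the 2 identifiers its statement rests on was not settled. The difference therefore holds for the identifier AT1G69850 alone. The paper states that TIP2;1 is raised in the secretory floral nectary, and the post-secretory mean was the highest here. SUS4 and CWINV4 are described as higher at secretion, and both had their highest floral mean at the pre-secretory stage, with log2 fold changes of 0.58 and 1.43 against the secretory one, neither past the threshold. Genes of nitrogen assimilation are described as raised at the secretory floral stage, and GLU1 had its highest floral mean after it. The paper finds no developmental regulation of amino acid transporters in the foliar nectary, where AT1G47670 had a log2 fold change of -1.62 past the threshold, although leaving out post-secretory replicate 1 (-1.47), 2 (-1.63) or 3 (-1.75) lost the call.

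Some genes that the paper describes as raised at the secretory floral stage, or as peaking at or before secretion (AT2G37170 and ASP3), are not called here in the comparisons below, but were called under single settings. For NiR1 against the pre-secretory stage these were run 1 by itself (log2 fold change -1.55), the replicate block (-1.80) and leaving out secretory replicate 3 (-1.69), for GLN1 the most abundant gene (-1.29), and for SWEET9 the SWEET9-like gene AT2G39060 in its place (-2.65, and -5.91 against the post-secretory stage), chosen after seeing the values. Against the post-secretory stage they were, for CWINV4, leaving out post-secretory replicate 2 (-3.73) and a pseudocount of 10 (-3.01), the latter chosen after seeing the values, for SUS4 the most abundant gene (-2.56), for AT2G37170 the most abundant gene (-2.98), the replicate block (-1.27) and leaving out secretory replicate 3 (-1.56) or post-secretory replicate 2 (-1.65), and for ASP3 leaving out secretory replicate 3 (-0.94) or post-secretory replicate 2. The other settings did not call them.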

Other observations

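All tests in this part were chosen only after the result they concern had been seen.

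The 6 RNA samples of each comparison of 3 against 3 replicates can be split in 10 ways. The real split was the only 1 of the 10 splits to give as many called genes for the nectary against its control in the floral nectary at the secretory and post-secretory stages, the bracteal nectary at the post-secretory, the circumbracteal nectary at the pre-secretory and post-secretory and the foliar nectary at the post-secretory stage, and for the post-secretory floral nectary against the secretory and the post-secretory circumbracteal nectary against the pre-secretory one. The largest number from another split was 157, 3, 12, 2735, 1168, 19, 824 and 2694 in this order. With 10 splits the share is never under 0.1, so the number of splits by itself decides nothing. Another split came within 1.5 times of the real number for the pre-secretory circumbracteal nectary and for none of the other 7 comparisons. Where replicate numbers pair the samples, the real split was also the largest among the splits that part every pair, and the others keep both samples of a pair together. For the post-secretory against the secretory floral nectary, the real split was the only 1 of 10 splits with as many called members of the carbohydrate, transporter, amino acid, nitrogen and lipid lists, while 2 of the 10 splits gave as many of the cell wall list.

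In 4 post-secretory floral RNA samples, nectary replicate 2 and control replicates 1, 2 and 3, the second run was smaller than the first (0.722 to 0.833 of its total) and the 2 runs differed more than in the other 47. Counting noise is argued against, as the lowest median squared deviation between the runs of these 4 was 0.832, where counting alone gives 0.455 and the highest of the others was 0.774. The run differences of the 4 went together across genes, with a median r of 0.29 (0.26 to 0.31 over 6 pairs), against 0.04 over 1081 other pairs with a highest value of 0.17, in 12666 entries, so a change in these libraries between the runs that they share may lie behind it. Each run by itself, unlike the other checks here, was an alternative set before the data were examined. The genes called between post-secretory floral nectary and control numbered 1543 in run 1 and 2399 in run 2, a ratio of 1.555, so the run bears on the number called. All 3 control replicates but a single nectary replicate show it, so this run effect is partly confounded with tissue at that stage. No biological explanation was tested.

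The pre-secretory circumbracteal comparison with control had many calls and an uneven direction, with 16.7% higher in the nectary. A pseudocount of 10, chosen after the data were seen, raised it to 33.3%, so low values weigh on it. A spread between these replicates above the pooled one goes with the values, at 1.59 times the pooled spread, and another split of the same samples gave 2735 calls, so the number may be inflated by that spread. Entries above 0 numbered 30965 to 39511 in these nectary replicates and 38149 to 45485 in their controls. Whether this lower detection adds to the uneven direction was not tested. The tissue difference itself stays open.

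The 1505 entries without an Arabidopsis match held 4.69% to 53.24% of the total of an RNA sample (median 18.37%), the highest in replicate 3 of the post-secretory circumbracteal control and the lowest in replicate 1 of the post-secretory foliar nectary. An uncharacterized protein (LOC107924787) alone held 0.349% to 21.62%.

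The lists of the study that no passage covers were counted the same way (limma with Benjamini-Hochberg adjustment), with the number adjusted over the list alone in parentheses. The study chose these lists on the same samples, so the latter are no independent evidence. Leaving out 1 RNA sample, as done below, was an alternative set before the data were examined. Of 16 amino acid genes with entries, 4 (7) differed between the pre-secretory and secretory, 5 (7) between the post-secretory and secretory floral nectary and 4 (4) between the foliar stages. Of 25 cell wall genes these were 7 (11), 5 (6) and 6 (7), and of 47 lipid genes 4 (12), 6 (7) and 9 (9). The post-secretory amino acid number was 3 without secretory replicate 2 and 3 without post-secretory replicate 1, the pre-secretory cell wall number 4 without secretory replicate 2, the pre-secretory lipid number 8 without secretory replicate 3, and the post-secretory lipid number 0 (with 9 genes at an unadjusted p under 0.05), 3 and 2 without secretory replicate 2, post-secretory replicate 1 and post-secretory replicate 3. The highest mean was at the secretory floral stage for 5 amino acid genes (8 without pre-secretory replicate 2), 11 cell wall genes and 19 lipid genes.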
